# Genome-wide MNase hypersensitivity assay unveils distinct classes of open chromatin associated with H3K27me3 and DNA methylation in *Arabidopsis thaliana*

**DOI:** 10.1186/s13059-020-1927-5

**Published:** 2020-02-03

**Authors:** Hainan Zhao, Wenli Zhang, Tao Zhang, Yuan Lin, Yaodong Hu, Chao Fang, Jiming Jiang

**Keywords:** Open chromatin, *cis*-regulatory elements, Histone modification, DNA methylation, DNase-seq, ATAC-seq, *Arabidopsis thaliana*

## Abstract

**Background:**

Regulation of transcription depends on interactions between *cis*-regulatory elements (CREs) and regulatory proteins. Active CREs are imbedded in open chromatin that are accessible to nucleases. Several techniques, including DNase-seq, which is based on nuclease DNase I, and ATAC-seq, which is based on transposase Tn5, have been widely used to identify genomic regions associated with open chromatin. These techniques have played a key role in dissecting the regulatory networks in gene expression in both animal and plant species.

**Results:**

We develop a technique, named MNase hypersensitivity sequencing (MH-seq), to identify genomic regions associated with open chromatin in *Arabidopsis thaliana*. Genomic regions enriched with MH-seq reads are referred as MNase hypersensitive sites (MHSs). MHSs overlap with the majority (~ 90%) of the open chromatin identified previously by DNase-seq and ATAC-seq. Surprisingly, 22% MHSs are not covered by DNase-seq or ATAC-seq reads, which are referred to “specific MHSs” (sMHSs). sMHSs tend to be located away from promoters, and a substantial portion of sMHSs are derived from transposable elements. Most interestingly, genomic regions containing sMHSs are enriched with epigenetic marks, including H3K27me3 and DNA methylation. In addition, sMHSs show a number of distinct characteristics including association with transcriptional repressors. Thus, sMHSs span distinct classes of open chromatin that may not be accessible to DNase I or Tn5. We hypothesize that the small size of the MNase enzyme relative to DNase I or Tn5 allows its access to relatively more condensed chromatin domains.

**Conclusion:**

MNase can be used to identify open chromatin regions that are not accessible to DNase I or Tn5. Thus, MH-seq provides an important tool to identify and catalog all classes of open chromatin in plants.

**Electronic supplementary material:**

**Supplementary information** accompanies this paper at 10.1186/s13059-020-1927-5.

## Introduction

Complex biological processes such as cell differentiation and response to environmental cues rely on precise temporal and spatial control of gene transcription, which is governed by interactions between transcription factors (TFs) and *cis*-regulatory elements (CREs) [1–3]. Deciphering CREs in the genome is essential to understanding the transcription regulatory network which manifests tissue complexity and phenotypic polymorphism. Genomic regions containing active CREs are accessible to regulatory proteins via eviction or unraveling of nucleosomes in local chromatin [4, 5]. The accessibility, which is related to “open” or “closed” chromatin conformation, can be assayed by several technologies including DNase-seq and ATAC-seq [6–9]. In these methods, chromatin is treated by a small dose of endonuclease DNase I or transposase Tn5. Open chromatin that lacks protection of nucleosomes is preferentially attacked by these enzymes, which resulted in small DNA fragments associated with regulatory proteins. These DNA fragments can be identified by high-throughput sequencing. DNase-seq and ATAC-seq have been widely used for identification of CREs associated with different cell types, tissues, and developmental stages in both animals [10, 11] and plant species [12–18].

Micrococal nuclease (MNase) generates double-strand breaks at unprotected DNA and “nibbles” the exposed DNA until it encounters an obstruction, such as a nucleosome [19, 20]. Since linker DNA is preferentially attacked by MNase, chromatin treated with MNase would be digested into a nucleosomal ladder and eventually result in nucleosome cores protected by ~ 147 bp DNA [19, 21]. Given this unique property, MNase has mainly been used to investigate genome-wide nucleosomal occupancy and positioning, in which DNA fragments from 150 to 200 bp, which represent nucleosome footprints, are analyzed. Besides nucleosome footprints, shorter (< 80 bp) fragments associated with other DNA-binding proteins, such as TFs, in the MNase-treated chromatin were reported [20, 22]. Indeed, coupling MNase digestion with chromatin immunoprecipitation (ChIP) using antibodies against TFs has led to the identification of TF-binding sites with increased specificity and sensitivity than conventional protocols [23, 24]. These studies suggest the potential of MNase to decipher the regulatory landscape of eukaryotic genomes.

We developed a technique, named MNase hypersensitivity sequencing (MH-seq), to identify genomic regions associated with open chromatin in *Arabidopsis thaliana*. Briefly, the *A. thaliana* chromatin was fixed and lightly digested by MNase. The resulting small DNA fragments (20 to 100 bp) were collected and sequenced using the Illumina platform. Genomic regions enriched with MH-seq reads are referred as MNase hypersensitive sites (MHSs). We found that MHSs cover the majority (87–92%) of the open chromatin identified previously by DNase-seq and ATAC-seq. Surprisingly, a significant proportion (22%) of MHSs were not covered by DNase-seq or ATAC-seq reads, which are thereafter referred to “specific MHSs” (sMHSs). We demonstrate that sMHSs are enriched for H3K27me3 and DNA methylation and represent distinct classes of open chromatin domains that may not be accessible to DNase I or Tn5. sMHSs showed a number of distinct characteristics compared to the MHSs covered by DNase-seq or ATAC-seq reads, including association with transcriptional repressors. Thus, MH-seq provides a new tool to identify and catalog all classes of open chromatin in higher eukaryotes.

## Results

### Identification of open chromatin based on hypersensitivity to MNase

We developed a MH-seq technique to recover small DNA fragments derived from genomic regions that are hypersensitive to MNase digestion (Fig. 1). These regions are referred as MNase hypersensitive sites (MHSs). Briefly, chromatin isolated from a target species, *A. thaliana* in the current study, was cross-linked using formaldehyde and then digested with a small amount of MNase (see “Methods”). For an appropriate level of digestion, the monomeric nucleosomal DNA band would represent the weakest band among the nucleosomal DNA bands in gel electrophoresis (Additional file 1: Figure S1). Small DNA fragments, ranging from 20 to 100 bp, were recovered from agarose gels for library construction and sequencing (MH-seq). The library is predicted to contain minimal amount of nucleosomal DNA (> 147 bp) and be enriched with sequences bound to regulatory proteins (Fig. 1). Linker-related DNA sequences in the library would be minimal because the monomeric nucleosomal DNA accounts only a small percentage of the total DNA (Additional file 1: Figure S1).

**Fig. 1:**
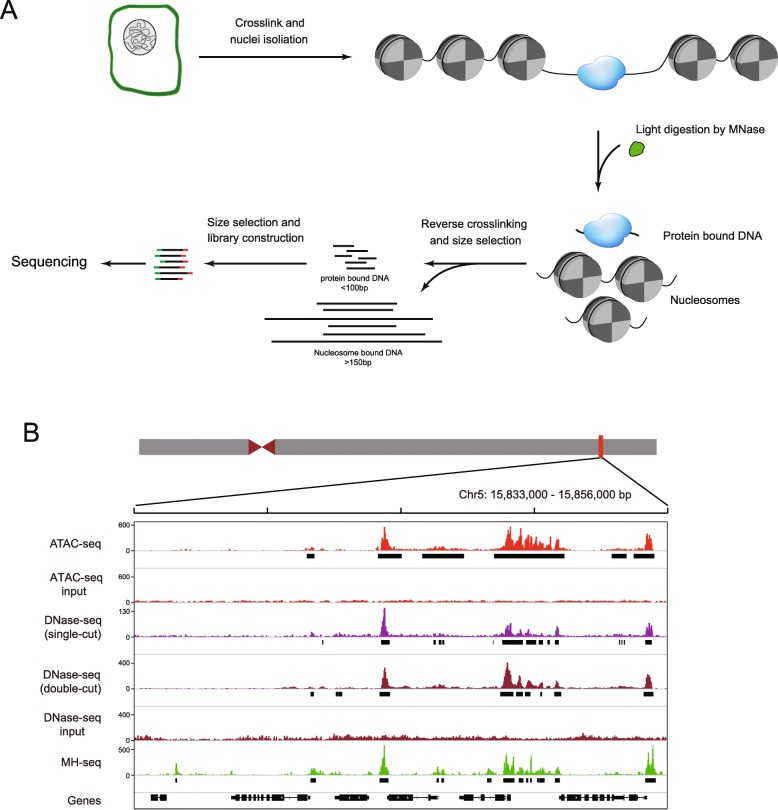
Identification of open chromatin based on MH-seq. **a** A schematic diagram of MH-seq. Chromatin is lightly digested by MNase. MNase cuttings at linkers generate large fragments (> 150 bp) which are protected by nucleosomes. MNase cutting at open chromatin regions generates small fragments (< 100 bp) which are associated with regulatory proteins. The small DNA fragments are collected for library construction and sequencing. **b** A representative open chromatin region on chromosome 5 based on MH-seq. Profiles from ATAC-seq and DNase-seq data (single-cut and double-cut) are included for comparison. Open chromatin regions are marked by black rectangle under profile of each technique. Gene models are shown at the bottom

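In the window of Fig. 1b, 23 kb of chromosome 5 in TAIR10 that start at 15833001, replicate 1 held 17 MHSs and replicate 2 held 15. Of the 17, 13 overlapped an MHS of replicate 2, and 12 of the 15 overlapped replicate 1. The longest, 469 bp from 15848985 to 15849453, had its midpoint within 1 kb upstream of AT5G39580, a gene on the minus strand from 15847065 to 15849141. A 450-bp MHS from 15855122 to 15855571 and a 370-bp MHS from 15843636 to 15844005 likewise had their midpoints in an upstream flank and overlapped replicate 2. Of the 9 MHSs of at most 100 bp in the window, 7 overlapped replicate 2.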

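MH-seq maps open chromatin by sequencing the small DNA fragments that a light digestion with micrococcal nuclease (MNase) releases from cross-linked nuclei. The data comprised 2 libraries of seedlings of the ecotype Col-0, 2 weeks old, which form 1 group with 2 biological replicates. The original library is called replicate 1 and the second library replicate 2. Nuclei fixed with 1% formaldehyde were digested with 0.8 U MNase for 10 min at 37 °C, and DNA fragments below 100 bp were recovered. The paper gives 111 M reads for replicate 1, of which 24.7% mapped to the chloroplast genome, and 168 M reads for replicate 2, of which 48.4% did. The authors trimmed the reads with Cutadapt, aligned them to TAIR10 with Bowtie 2, kept full-length alignments with a mapping quality above 10 and called MNase hypersensitive sites (MHSs) in each library separately with their software Jazz. The lists used here give the start and end of each MHS. Reads were not analysed here, so no read depth is given for a single MHS. All values were computed from positions on chromosomes 1 to 5. MHSs of the replicates were counted as overlapping when they shared at least 1 bp, and the level given by chance was taken from 100 random placements of the MHSs on their own chromosomes. Random positions were drawn over whole chromosomes, pericentromeres included. Genes came from the RefSeq annotation of TAIR10.1, whose chromosome sequences match the positions and sequences in Table S2. Shares are given with exact (Clopper-Pearson) 95% binomial intervals. These cover counting error only, and neighbouring MHSs are not independent replicates. With a single group, no test between conditions was possible.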

We developed a MHS library from 2-week-old seedling tissue of *A. thaliana* ecotype Col-0. Illumina sequencing of the library generated 111 million (M) of sequence reads. After adapter trimming and quality filtering, 110.7 M reads were used for further analyses. As expected, the majority of the sequence reads (90%) were of length of 30–60 bp (Additional file 1: Figure S1). We aligned 104 M reads to the *A. thaliana* reference genome (TAIR10) using Bowtie 2 [25]. We developed the software tool Jazz to identify MHSs, which represent genomic regions significantly enriched with MH-seq sequence reads. A single or multiple peaks were identified within each MHS by Jazz. We identified a total of 70,046 MHSs with 167,204 peaks in the *Arabidopsis* genome. 

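The deposited list of replicate 1 held 70046 MHSs, which covered 13927804 bp or 11.7% of chromosomes 1 to 5. Chromosome 1 held 18651 of them, chromosome 2 held 11179, chromosome 3 held 13169, chromosome 4 held 10622 and chromosome 5 held 16425. Per megabase this came to 613 MHSs on chromosome 1 and 561 on chromosome 3, the highest and the lowest of the 5 chromosomes. MHSs of replicate 1 were 199 ± 155 bp long (mean ± SD over MHSs), with a median of 146 bp and a range from 38 to 1624 bp. The length depended most on the set used, with a mean of 263 bp over the replicate 1 MHSs that overlapped replicate 2. The longest MHS lay on chromosome 5 from 23965245 to 23966868, outside genes and within 1 kb of AT5G59420 and AT5G59430. The peaks inside MHSs were not analysed here.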

Approximately 50% MHSs were located within 1 kb upstream of a transcription start site (TSS) and 1 kb downstream of transcription terminal site (TTS) (Additional file 1: Figure S2A). 

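By its midpoint, each MHS was assigned to every annotated feature at that base, so that an MHS between neighbouring genes could count for both. In replicate 1, 34964 of 70046 MHSs (49.9%, 95% interval 49.5 to 50.3%) lay within 1 kb upstream of a TSS, against 28.2% on average in random placements. Within 1 kb downstream of a TTS lay 25578 MHSs (36.5%, random 28.3%). Counted once, 48130 MHSs lay in either flank (68.7%, 95% interval 68.4 to 69.1%), against at most 48.1% in any of the 100 random placements. The share in replicate 2 was 68.3%. When MHSs whose midpoint also lay in a gene body were left out of the flanks, the share in replicate 1 was 51.0%. Gene bodies held 34.6% of the MHSs against 64.1% by random placement, and coding sequence held 2.88% against 28.3%. In contrast, 11.4% of the MHSs lay in a 5′ UTR against 4.59% by random placement, and 10.1% lay in a 3′ UTR against 5.63%. In replicate 2 the shares were 37.7% for gene bodies, 5.95% for coding sequence, 15.5% for 5′ UTRs and 8.46% for 3′ UTRs. MHSs that were more than 1 kb from any gene over their whole length made up 13.0% in replicate 1 and 12.3% in replicate 2, above the 10.0% and 9.94% of random placements. This holds for the full set of genes and pseudogenes. With protein-coding genes only, the share in replicate 1 was 17.6%, and no random level is given for that set.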

We then produced a biological replicate of the MH-seq data to test the reproducibility of the method. 

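The deposited list of replicate 2 held 49934 MHSs, which covered 11034961 bp or 9.26% of chromosomes 1 to 5. Chromosomes 1 to 5 held 13295, 7841, 9684, 7549 and 11565 MHSs, respectively. MHSs of replicate 2 were 221 ± 132 bp long (mean ± SD over MHSs), with a median of 187 bp. Short MHSs were rarer than in replicate 1. MHSs of at most 100 bp made up 13.4% of replicate 2 and 36.4% of replicate 1, and those of at most 75 bp made up 0.399% of replicate 2 and 23.7% of replicate 1.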

A total of 168 million reads were generated and 44,552 peaks were identified. 

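The chromosomes were divided into 11916 windows of 10 kb, and MHS midpoints were counted in each. Windows held 5.88 MHSs on average in replicate 1 and 4.19 in replicate 2, and 1338 windows held none in either. The counts of the replicates had a Pearson correlation of 0.832 and a Spearman correlation of 0.859 across windows. Over 100 circular shifts of the replicate 2 windows, the Pearson correlation ranged from -0.0929 to 0.214. The windows are not independent replicates, and the correlation is of MHS counts, since read counts were not analysed here. It depended on the window size, falling to 0.688 with windows of 1 kb and rising to 0.935 with windows of 100 kb.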

The two data sets were highly correlated (*r* = 0.82, *p* value< 2.2 × 10–16). We found that 89.7% of the 44,552 peaks identified by the second dataset overlap with the original data although the second dataset has a higher percentage of reads mapped to chloroplast genome (48.4% versus 24.7%) and a higher background, which was measured by the fraction of reads in peaks (0.34 versus 0.61). 

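Of the 49934 MHSs of replicate 2, 43401 overlapped an MHS of replicate 1 (86.9%, 95% interval 86.6 to 87.2%), and in 100 random placements the share was at most 21.5%. In the other direction, 43362 of the 70046 MHSs of replicate 1 overlapped replicate 2 (61.9%, 95% interval 61.5 to 62.3%), against 16.3% at most in random placements. The replicates shared 8835758 bp, or 54.8% of the bases that either covered. With a reciprocal overlap of at least 50% in place of 1 bp, 58.9% of the replicate 2 MHSs and 42.0% of the replicate 1 MHSs had a partner. The overlap depended on MHS length. Of the replicate 1 MHSs of at most 100 bp, 6676 of 25509 overlapped replicate 2 (26.2%, 95% interval 25.6 to 26.7%), compared with 36686 of 44537 longer ones (82.4%, 95% interval 82.0 to 82.7%). The odds ratio was 0.0759, with a two-sided p-value of Fisher's exact test that was too small for the software to represent. Random placements gave 11.5% for the short and 18.5% for the longer MHSs. In the smallest class, MHSs of at most 75 bp, 19.3% overlapped, whereas 99.7% of those above 600 bp did. Replicate 2 MHSs of at most 100 bp overlapped replicate 1 in 60.0% of cases and longer ones in 91.1%. The paper uses the overlap of the second data set with the first, together with the correlation, to test the reproducibility of MH-seq, and sets it beside the higher background of the second data set.

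**Figure D1:**
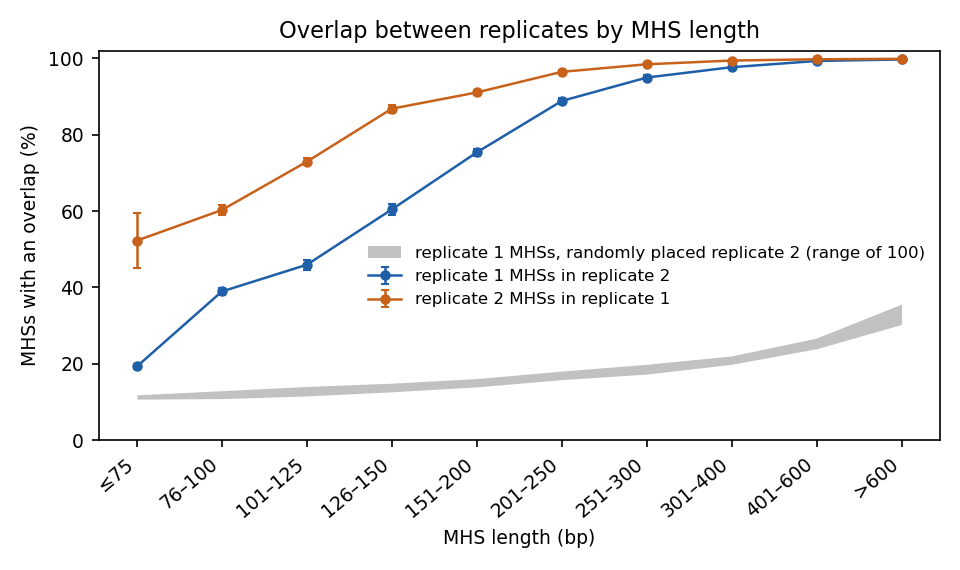
Share of MHSs (y axis, percent) that overlap the other replicate by at least 1 bp, by MHS length (x axis, bp), for replicate 1 (blue) and replicate 2 (orange). Bars are exact 95% binomial intervals, and the grey band is the range over 100 random placements of replicate 2. Replicate 1 rises from 19.3% to 99.7%.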

Overall, MHSs and DNase I hypersensitive sites (DHSs) [13] shared a similar distribution pattern in *Arabidopsis* genome.

### MHSs span open chromatin containing *cis*-regulatory DNA sequences

We first used the genome-wide nucleosome positioning dataset from *A. thaliana* [26] to examine the level of nucleosome occupancy in regions associated with MHSs. We plotted the normalized read counts of nucleosomes within ± 1-kb regions surrounding the center of MHSs. As we expected, the MHS-associated genomic regions were depleted with nucleosomes (Additional file 1: Figure S3A).

To further confirm the association of MHSs with regulatory proteins, we examined the association of MHSs with genomic regions bound to different TFs. The TF-binding sites were previously detected by chromatin immunoprecipitation (ChIP) using seedling tissue and antibodies specific to each TF. The immunoprecipitated DNAs were used for microarray hybridization (ChIP-chip) or sequencing (ChIP-seq), which resulted in genome-wide binding datasets of 22 TFs [27] (Additional file 2: Table S1). We performed association analysis by comparing both MHS and DHS datasets with these 22 TF-binding datasets. We found that MHSs overlap with ≥ 75% of the binding sites from 18 of the 22 TFs (Additional file 1: Figure S2B). Overall, MHSs showed similar overlapping rates with TF-binding sites as peaks derived from DNase-seq and ATAC-seq datasets (Additional file 1: Figure S2B).

### Resolution of MHS-based detection of open chromatin

We compared datasets from MH-seq, DNase-seq (based on nuclease DNase I) from both single-cut [13] and double-cut [14] libraries (see “Methods” for the difference of these two DNase-seq techniques), and ATAC-seq [15]. The peaks derived from DNase-seq and ATAC-seq techniques largely overlapped among each other (Fig. 2a), suggesting a similar capacity of these two techniques to detect open chromatin regions. Approximately 87–92% of the peaks identified by DNase-seq or ATAC-seq were covered by MHSs. We analyzed the correlation of peak levels of MH-seq, DNase-seq, and ATAC-seq. The MHSs that can be identified by both DNase-seq and ATAC-seq were used for comparison and the peak levels were measured as the reads per million [29]. We found that the peak levels of MH-seq, DNase-seq, and ATAC-seq were well correlated. The correlation of peak levels between MH-seq and DNase-seq is 0.38 (*p* value < 1 × 10–16, Spearman’s rank correlation coefficient); 0.25 between MH-seq and ATAC-seq (*p* value < 1 × 10–16, Spearman’s rank correlation coefficient); and 0.42 between DNase-seq and ATAC-seq (*p* value < 1 × 10–16, Spearman’s rank correlation coefficient).

**Fig. 2:**
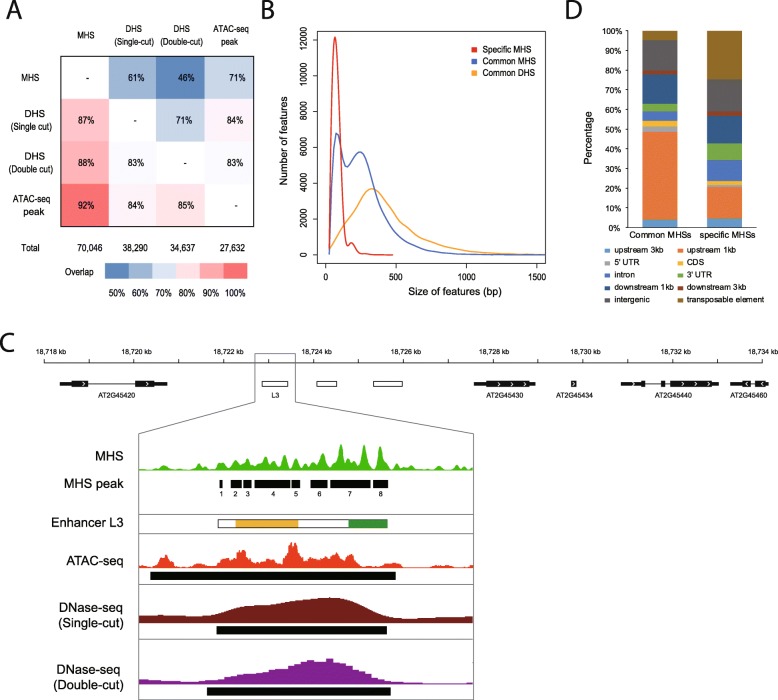
Characteristics of MHSs. **a** Overlaps among MHSs, DHSs, and ATAC-seq peaks. Percentage in each grid represents overlapping rate between the features in rows and the features in columns. The rows of the matrix represent the source features, while the columns represent the linked features. The percentage in each cell at the intersection of a row and column represents the overlapping rate between the source feature and the linked feature. For example, the cell at the intersection of MHS row and the DHS (single cut) column indicates that 61% of MHSs overlapped with DHSs. **b** Length distribution MHSs and DHSs. Specific MHSs, MHSs that were exclusively identified by MH-seq. Common MHSs: MHSs that are also identified by DNase-seq and ATAC-seq. Common DHSs: DHSs that are also identified by MH-seq and ATAC-seq. **c** MH-seq profile associated with an intergenic enhancer L3. L3 (chr2: 17722957–18723472) was previously identified by DNase-seq [28]. Gene models are shown at the top of the panel. Several small MH-seq peaks were identified within L3. White rectangles represent intergenic enhancers identified by DNase-seq. Orange and green rectangles mark regions associated with root- and leave-specific enhancer activity, respectively. Black rectangles represent open chromatin regions identified by MH-seq, DNase-seq and ATAC-seq. **d** Genomic features associated with cMHSs and sMHSs. “intergenic” represents the genomic regions that at least 3 kb away from genes but not overlap with transposable elements. “Transposable elements” represents genomic regions that at least 3 kb away from genes and overlap with transposable elements

We compared MHSs and single-cut DNase-seq data [13] as both datasets were developed from our lab using seedlings at the same development stage and grown under the same condition. We found that 38,290 (87%) DHSs overlapped with 42,678 (61%) MHSs. For regions identified by both DNase-seq and MH-seq, the average length of the MHSs was shorter than DHSs (Fig. 2b) (262 bp vs 423 bp, *p* value < 2.2 × 10^− 16^, Mann–Whitney *U* test). Furthermore, many MHSs contained multiple peaks with an average length of 47 bp (Additional file 1: Figure S3C). Most genomic regions detected by both MH-seq and DNase-seq were more narrowly spanned by MH-seq reads than by DNase-seq reads (Additional file 1: Figure S3B). Thus, MHSs showed a higher resolution than DHSs to detect open chromatin regions.

We analyzed the MHS that spans enhancer L3, which was previously identified by DNase-seq [28]. L3 is 625 bp in length and contains multiple regulatory elements which drive gene expression in both root and leaf tissues in reporter assays [28]. The single- and double-cut DNase-seq datasets identified this enhancer as a single peak. In contrast, the MH-seq revealed several peaks (Fig. 2c, Additional file 1: Figure S3C). 

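On chromosome 2 of TAIR10, replicate 1 had an MHS of 619 bp from 18722939 to 18723557 in the region drawn in Fig. 2c, and replicate 2 had an overlapping MHS of 494 bp from 18722979 to 18723472. Both lie outside annotated genes. The nearest are the long non-coding RNA genes AT2G09620, from 18724063 to 18724598, and AT2G09625, from 18724177 to 18724523. The protein-coding neighbours are LBD18 (AT2G45420), which ends at 18720729, and AHL22 (AT2G45430), which starts at 18727504. Short MHSs lay on both sides. One of 75 bp in replicate 1, from 18723845 to 18723919, overlapped one of 88 bp in replicate 2, whereas one of 93 bp in replicate 1 and one of 86 bp in replicate 2 had no partner. The region was taken from the axis of Fig. 2c, since the start printed for L3 in its legend lies far outside the region drawn there, and the limits of L3 itself are not given here. The peaks within these MHSs were not analysed here.

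**Figure D2:**
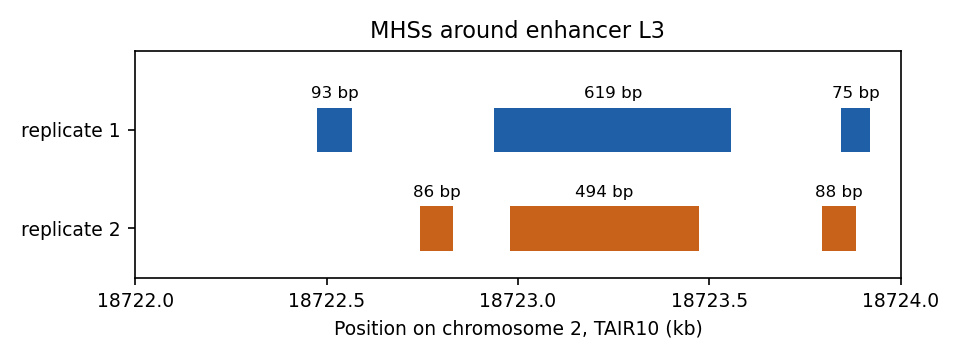
MHSs of replicate 1 (blue) and replicate 2 (orange) on chromosome 2 (x axis, kb in TAIR10), with the length of each MHS in bp. The long MHS spans 619 bp in replicate 1 and 494 bp in replicate 2.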

Peaks 2, 3, 4, and 5 overlapped with a domain that shows enhancer activity in root tissue. Peaks 7 and 8 overlapped with a domain that shows enhancer activity in leaf tissue (Fig. 2c).

### MH-seq unveils open chromatin that may not be accessible to DNase I or Tn5

Surprisingly, 15,354 MHSs (22%) were not covered by DNase-seq or ATAC-seq reads, which are thereafter referred to “specific MHSs” (sMHSs, Additional file 1: Figure S3D, Additional file 1: Figure S4A-E). sMHSs tended to be located within intergenic regions (at least 3 kb away from any annotated genes, as well as those associated with TEs) (Fig. 2d) compared to the MHSs that are covered by DNase-seq or ATAC-seq reads, thereafter referred to “common MHSs” (cMHSs). Interestingly, inspecting the MHSs located in the intergenic regions revealed that 18% of the sMHSs were associated with transposable elements (TEs). In contrast, only 4% of cMHSs were associated with TEs. In addition, the average length of sMHSs is significantly shorter than that of cMHSs (average 85 bp vs 262 bp, Fig. 2b). Intriguingly, the DNase I and Tn5 sensitivity associated sMHSs was lower than cMHSs (Fig. 3a**)**, suggesting that the sMHS-associated chromatin domains were more resistant to DNase I and Tn5 digestion compared to those associated with cMHS. Despite these differences, sMHSs and cMHSs showed a similar distribution pattern along the chromosomes (Additional file 1: Figure S5). We analyzed the functions of genes associated with sMHSs and cMHSs, respectively. Comparing to genes cognate with cMHSs, genes associated with sMHSs were enriched in cell differentiation (FDR = 2.1 × 10^− 2^) and cellular developmental process (FDRe = 2.1 × 10^− 2^) and underrepresented in cellular process (FDR = 7.4 × 10^− 6^) and metabolic process (FDR = 2.1 × 10^− 4^).

**Fig. 3:**
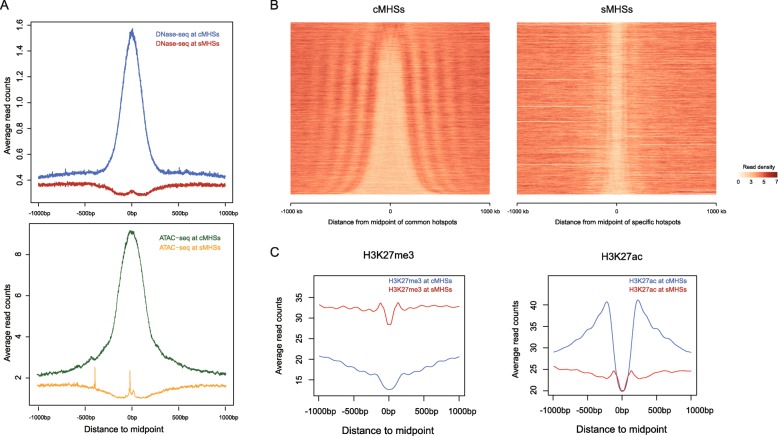
DNase I and Tn5 sensitivity and nucleosome occupancy associated with MHSs. **a** DNase I and Tn5 sensitivity at cMHSs and sMHSs. All cMHSs and sMHSs were aligned at the midpoints and the average DNase I sensitivity at each base pair spanning ± 1 kb from the midpoint was plotted. Blue and red line represent DNase I sensitivity of cMHSs and sMHSs, respectively. Green and orange lines represent Tn5 sensitivity at cMHSs and sMHSs, respectively. **b** Heatmaps of nucleosome occupancy spanning ± 1 kb from the midpoints of cMHSs and sMHSs, respectively. Nucleosome occupancy was calculated by deepTools. Each line represents nucleosome occupancy of one cMHS or sMHS. cMHSs and sMHSs were sorted by length in the plot. **c** Distribution of H3K27me3 and H3K27ac at MHSs. Genomic regions ± 1 kb from the midpoints of MHSs were divided into 10-bp bins and average number of H3K27me3 and H3K27ac reads in each bin were calculated

We then analyzed the nucleosome occupancy associated with sMHSs and cMHSs, independently. A clear depletion of nucleosomes was observed at both cMHSs and sMHSs (Fig. 3b). The depletion of nucleosomes at cMHSs and sMHSs were further revealed by mapping of the H3 ChIP-seq data [30] (Additional file 1: Figure S3E). The cMHSs showed relatively wide and variable length of nucleosome-depleted regions (NDRs) flanked with well-positioned nucleosomes, which is similar to the nucleosome occupancy patterns around DHSs [31]. By contrast, sMHSs showed relatively narrow NDRs (Fig. 3b), which is consistent with the relatively short lengths of the sMHSs. Interestingly, sMHSs were not flanked with well-positioned nucleosomes (Fig. 3b). These results suggest that sMHSs may represent unique chromatin domains that are not accessible to DNase I and Tn5. Thus, these regions were not covered by DNase-seq and ATAC-seq reads.

### Distinct epigenomic features associated with sMHSs

We next compared the histone modification patterns associated with cMHSs and sMHSs, respectively. H3K27ac and H3K27me3 are antagonistic epigenetic marks, which are typically associated with active and inactive chromatin, respectively [32, 33]. Remarkably, cMHSs and sMHSs showed distinct difference of these two marks. The flanking regions of cMHSs were associated with a low level of H3K27me3 and high level of H3K27ac (Fig. 3c), similar to patterns associated with DHSs [12]. In contrast, sMHSs showed an opposite trend with a high level of H3K27me3 and a low level of H3K27ac (Fig. 3c). The sMHSs located in intergenic (*n* = 4080) and genic (*n* = 11,274) regions showed identical patterns (Additional file 1: Figure S6A), indicating that the distinct modifications of H3K27ac and H3K27me3 is an intrinsic feature for both sMHSs and cMHSs. In addition, sMHSs showed a higher level of DNA methylation relative to cMHSs (Additional file 1: Figure S6B).

To further explore the chromatin characteristics associated with sMHSs and cMHSs, we performed K-means clustering of epigenetic marks H3K27ac, H2A.Z, H3K27me3, and DNA methylation. Five distinct clusters were identified based on the chromatin states of all MHSs (Fig. 4a, Additional file 1: Figure S7A). Class 1 was associated with repressive mark H3K27me3. Class 2 was associated with DNA methylation in CG, CHG, and CHH context at the flanking region of the MHSs (Additional file 1: Figure S7A). Classes 3 and 4 were enriched with asymmetric H3K27ac and H2A.Z and depleted of H3K27me3 and DNA methylation. Class 5 was associated with a low level of H2A.Z and H3K27ac. Classes 1, 2, and 5 tended to be located in intergenic regions while classes 3 and 4 were located at upstream of genes (Additional file 1: Figure S7A). We found that 26% and 18% of sMHSs were grouped into classes 1 and 2, which are associated with repressive epigenetic marks (Fig. 4b). In contrast, only 6% and 5% of cMHSs were grouped into these two classes. Inversely, a total of 18% of sMHSs were grouped to classes 3 and 4, whereas 59% of cMHSs were grouped to classes 3 and 4 (Fig. 4b). Thus, sMHSs were more frequently embedded within chromatin domains that are enriched with repressive epigenetic marks, including DNA methylation and H3K27me3.

**Fig. 4:**
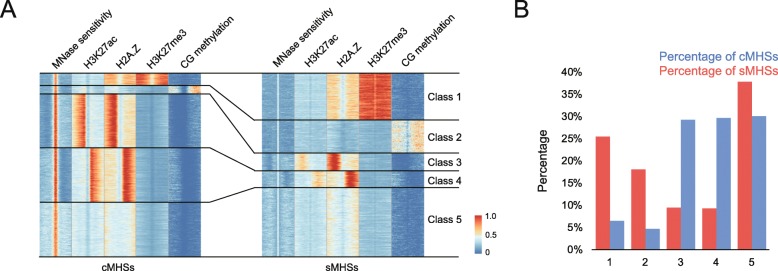
Clustering analysis of cMHSs and sMHSs. **a** Heatmaps of cMHSs and sMHSs generated by k-means cluster analysis using epigenetic marks H3K27ac, H2A.Z, H3K27me3, and CG DNA methylation. Genomic regions up- and downstream 1 kb of centers of MHSs were divided into 40 bins. The average read depth in each bin was calculated. The average read depth from each data set was then scaled from 0 to 1 and plotted as a heatmap. The five classes identified by k-mean cluster analysis are marked by black lines. **b** Percentage of cMHSs and sMHSs within each of the five classes

### Functional analyses of sMHSs

We were intrigued by the potential function of sMHSs associated with H3K27me3 and DNA methylation. We examined the expression level and pattern of neighboring genes associated with sMHSs in classes 1 and 2. A sMHS-cognate gene was defined as the closest gene located within 1 kb up- and downstream of the sMHS. Genes associated with these sMHSs generally showed lower expression levels compared to genes associated with cMHSs (Additional file 1: Figure S8). We also analyzed gene expression profiles across 79 tissues [34]. Genes associated with class 1 sMHSs showed a high tissue specificity, suggesting that sMHSs associated with H3K27me3 may function mainly at specific development stages or cell types (Additional file 1: Figure S8). Consistently, gene ontology (GO) analysis showed that genes associated with class 1 sMHSs are enriched in developmental process (FDR = 1.6 × 10^− 12^), cell differentiation (FDR = 1.1 × 10^− 9^), and sequence-specific DNA-binding TF activity (FDR = 1.2 × 10^− 12^) when compared to genes associated with cMHSs. Interestingly, genes associated with class 2 sMHSs showed the same tissue specificity as cMHSs and no enriched function groups were identified after multiple testing correction (FDR < 0.01).

We designed experiments to examine the capacity of the sMHSs in driving gene expression*.* We randomly selected 10 sMHSs associated with H3K27me3 and 10 sMHSs not associated with H3K27me3 for experimental validation (Additional file 3: Table S2). The selected sMHSs are located in different genomic regions, including promoters, gene body region, or intergenic regions (Additional file 3: Table S2). 

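Table S2 lists 21 distinct sites over its sheets, and each of the 21 was an MHS of replicate 1 with the same start and end. They were 80.1 bp long on average, from 61 to 96 bp, and the 19 synthesised sequences it gives were identical to the reference. In the annotation, sMHS11 on chromosome 3 from 23385703 to 23385795 and sMHS18 on chromosome 3 from 3114360 to 3114439 lie in introns, of AT3G63300 and AT3G10100. The site sMHS17, on chromosome 1 from 26599796 to 26599856, lies in coding sequence of AT1G70550, and sMHS14, on chromosome 3 from 242311 to 242384, in the 5′ UTR of AT3G01650. The site sMHS2, on chromosome 5 from 15834793 to 15834872, lies within 1 kb upstream of AT5G39540, and sMHS5, on chromosome 5 from 1023530 to 1023609, within 1 kb downstream of AT5G03840. The sites sMHS4, sMHS6 and sMHS13 have no annotated gene within 1 kb. Of the 21 sites, 7 overlapped an MHS of replicate 2 (33.3%, exact 95% interval 14.6 to 57.0%), compared with 2.3 on average and 6 at most in 100 random placements of replicate 2. These were 4 of the 10 sites with H3K27me3 and 3 of the 11 without, a difference not past chance (Fisher's exact test, two-sided, p = 0.659). The other 14 sites were between 127 and 4830 bp from the nearest MHS of replicate 2. The sequence of sMHS5, which overlapped the replicate 2 MHS from 1023534 to 1023748, is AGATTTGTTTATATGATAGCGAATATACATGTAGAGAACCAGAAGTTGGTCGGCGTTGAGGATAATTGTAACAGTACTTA. That of sMHS17, which had no MHS of replicate 2 within 213 bp, is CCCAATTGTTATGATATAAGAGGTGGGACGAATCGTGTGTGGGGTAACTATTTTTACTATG.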

The DNA sequences of these 20 sMHSs were synthesized and cloned into vector pCAMBIA-CRE-LUC, which contains a firefly luciferase reporter gene and the minimal cauliflower mosaic virus (CaMV) 35S promoter (− 50 to − 2 bp). The sMHSs were placed upstream of the mini35S promoter. The constructs were then infiltrated into *Nicotiana benthamiana* leaves using agrobacterium [35]. The transcription of the reporter gene would depend on if the sMHS can act as a *cis*-regulatory element, as the mini35S promoter alone cannot drive the transcription of the reporter gene [35]. Three replications of experiments were conducted for each construct. Nine sMHSs associated with H3K27me3 and six sMHSs not associated with H3K27me3-generated luciferase signals that were significantly higher than the mini35S promoter (Fig. 5), confirming the regulatory potential of sMHSs in gene expression.

**Fig. 5:**
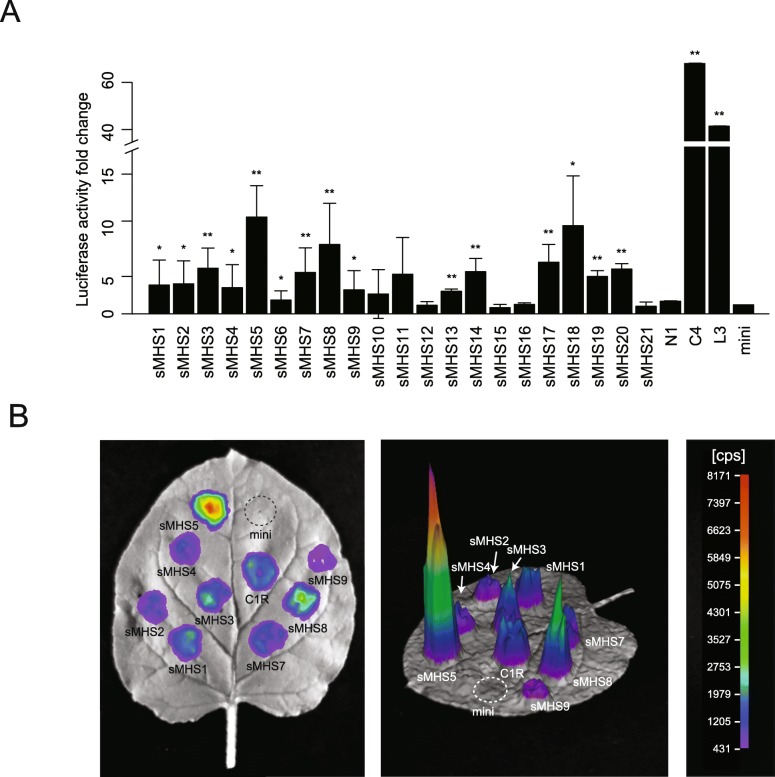
Functional validation of sMHSs using an agrobacterium-mediated transient assay. **a** The relative potential of 21 sMHSs in transcriptional regulation. *N. benthamiana* leaves were transiently transformed using *Agrobacteria* containing constructs of sMHS-mini35S::LUC. sMHS1-sMHS10 represent the 10 sMHSs associated with H3K27me3. sMHS11-sMHS21 represent the 11 sMHSs not associated with H3K27me3. L3 and C4 were validated as strong enhancers in leave, and N1 has no function to drive gene expression in a previous study [28]. *y*-axis represents the fold enrichment of luciferase signals of each construct compared to a construct containing only the mini35S promoter. **b** A representative *N. benthamiana* leaf infiltrated with different constructs. Color scale represents the luminescent signal intensity measured by cps (counts per second)

### Function of sMHSs associated with H3K27me3 and DNA methylation

Both H3K27me3 and DNA methylation are commonly referred as repressive epigenetic marks. DNA methylation is a relatively stable epigenetic mark and is less dynamic compared to H3K27me3 during development, with special exceptions such as in the endosperm or gametes [36–38]. We speculated that the sMHSs associated with these marks may span repressed promoters or enhancers in 2-week seedling tissue and, thus, are “poised” to function in later developmental stages or in other tissues. To test this hypothesis, we analyzed chromatin accessibility of class 1 and 2 sMHSs in (1) *ddm1* mutant, which showed 50% decrease of DNA methylation [38], and in (2) flower buds, a different tissue compared to the 2-week seedling. We expected that some of these sMHSs are associated with an increased level of DNase I sensitivity if they become active in *ddm1* mutant or in flower buds.

We first examined if the class 1 sMHSs (with H3K27me3) can be detected by DNase-seq in flower buds. Indeed, 7.5% (382 of 5078) of the class 1 sMHSs were associated with DHSs (Fig. 6a). These sMHSs were also associated with a low level of H3K27me3 and a high level of H3K27ac in flower buds (Fig. 6a). Genes associated with these 382 sMHSs showed a higher expression level in flower buds than in seedling (Fig. 6b). For example, two sMHSs were detected at the promoter of AT5G58460. This gene is associated with H3K27me3 and is not expressed in seedling (FPKM = 0). 

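The gene AT5G58460 (CHX25) lies on the minus strand of chromosome 5 from 23632228 to 23635037 in TAIR10. In the 3 kb upstream of its TSS, replicate 1 had 2 MHSs. The first, of 58 bp from 23635868 to 23635925, began 830 bp upstream of the TSS and overlapped a replicate 2 MHS of 112 bp from 23635780 to 23635891. The other, of 100 bp from 23636204 to 23636303, began 1166 bp upstream, within 1 kb of the microRNA gene MIR390b (AT5G58465), and had no overlap in replicate 2.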

In flower buds, the H3K27me3 at the promoter is not detectable. This gene is expressed in flower buds (FPKM = 2.3) and is associated with two DHSs detected at the same regions of the two sMHSs (Fig. 6c).

**Fig. 6:**
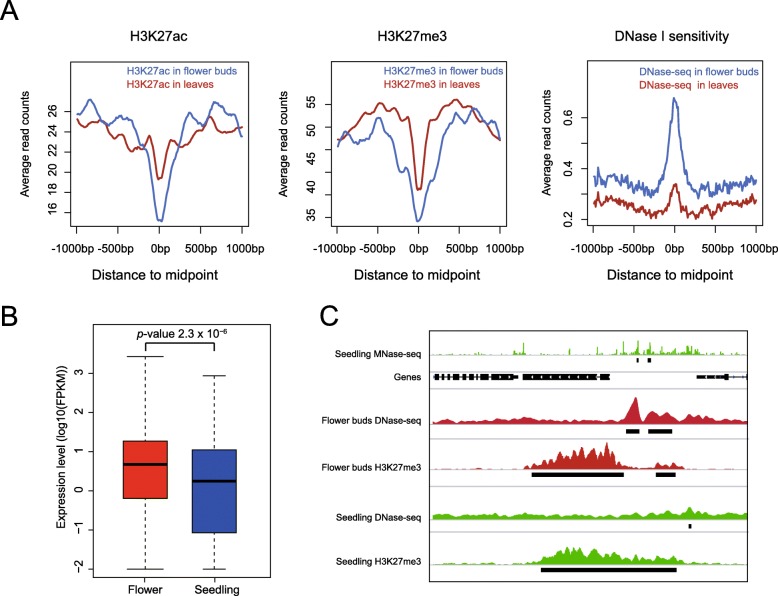
Functional analyses of sMHSs. **a** Distribution of H3K27me3, H3K27ac, and DNase I sensitivity at 382 sMHSs that can be detected by DNase-seq in leaves and flower buds. **b** Expression levels of genes associated with 382 sMHSs in leaves and flower buds. The cognate genes were defined as the closest genes located within 1 kb up- and downstream of MHSs. **c** A representative genomic region showing two sMHSs identified in seedling. These MHSs can be detected by DNase-seq in flower buds

DNA methylation has a dynamic impact on gene expressions. DNA methylation at the gene body is frequently associated with active transcription while at promoter regions associated repression [39, 40]. Genes associated with class 2 sMHSs were found to be methylated at gene body only or both promoter and gene body (Additional file 1: Figure S9). Genes with exclusively body methylation were dominated by CG methylation. In contrast, genes with both promoter and body methylation were associated with all three contexts (CG, CHG, and CHH). Comparing the expression levels of genes associated with class 2 sMHSs between wild type and *ddm1* mutant showed that only few genes (94 out of 2970, 3.2%) changed the expression level in *ddm1* (Additional file 1: Figure S10A).

We analyzed whether the DNA methylation associated with class 2 MHSs was changed in *ddm1* by calculating the methylation levels of ±1 kb around sMHSs and cMHSs in wild type and *ddm1* mutant. We found that the DNA methylation levels of all the three contexts were reduced in the *ddm1* mutant, especially CG methylation (Additional file 1: Figure S10B). We then analyzed whether changes of DNA methylation altered the openness of these MHSs. Due to the lack of MH-seq data for *ddm1*, we analyzed the DNase I sensitivity of cMHSs in *ddm1* mutant. We found that the DNase I sensitivity of these cMHSs in *ddm1* were nearly unchanged (Additional file 1: Figure S10C). Thus, DNA methylation changes in flanking sequences did not alter the openness associated with class 2 MHSs.

### Transcription factors and DNA motifs associated with sMHSs and cMHSs

The distinct patterns of nucleosome organization, epigenetic modifications, and transcription of cognate genes associated with sMHSs and cMHSs inspired us to explore potential TFs that bind to these two different types of genomic regions. sMHS and cMHS sequences were searched for enrichment of known motifs that bind to a total of 529 TFs in *Arabidopsis* [41]. Interestingly, sMHSs and cMHSs were differentially enriched with motifs associated with distinct sets of TFs (Fig. 7**a**). For example, 65% of cMHSs contained motifs associated with the WRKY TFs, which are mostly involved in the regulation of pathogen responses and salicylic acid signaling [42, 43]. In contrast, only 8% sMHSs contained the same motifs. Conversely, 25% sMHSs contained the motif associated with CRC, a TF belongs to C2C2YABBY family and is involved in flower development [44], and cMHSs were not enriched with the same motif (Fig. 7a). cMHSs were especially overrepresented for motifs associated with WRKY, bHLH, NAC, RWP-RK, MYB, and bZIP TF families, which are involved in multiple processes during development, whereas sMHSs overrepresented for motifs associated with MYB-related, ZFHD, Homeobox, and AP2EREBP families, which are involved in stress response, floral development and circadian clock [45–48].

**Fig. 7:**
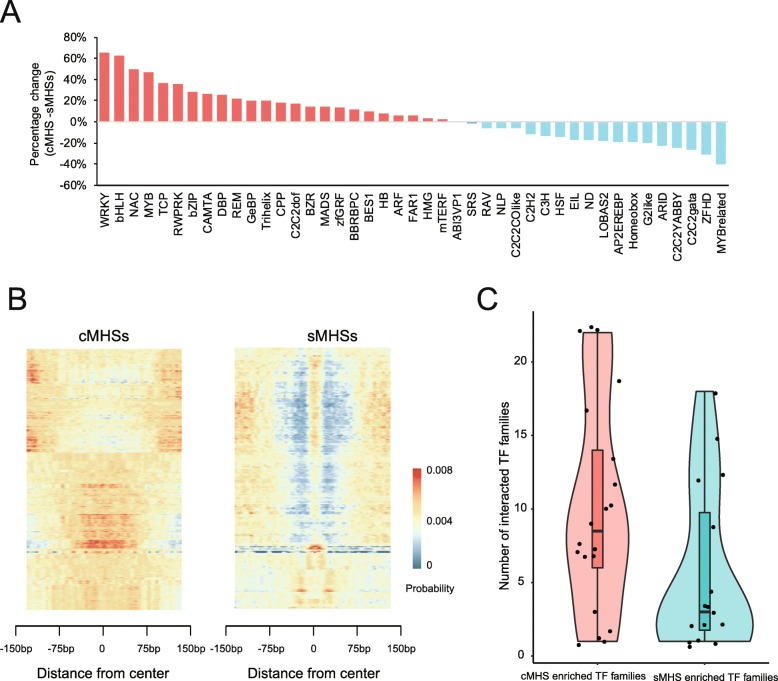
TF-binding patterns associated with cMHSs and sMHSs, respectively. **a** cMHSs and sMHSs associated with different TF families. Percentage of cMHSs and sMHSs associated with each TF family was calculated, and the percentage change for each TF family was calculated by minus the percentage of sMHSs from the percentage of cMHSs. Positive percentage change indicates that TF families are more enriched in cMHSs than in sMHSs. Negative percentage change indicates that TF families are more enriched in sMHSs than in cMHSs. **b** Positional bias of TF-binding motifs within cMHSs and sMHSs. The probabilities of motifs at each base pair within the ± 150-bp region from the center of sMHSs and cMHSs were calculated by CentriMo. The probabilities of TF-binding motifs at each base pair were plotted as heatmap and each line in the heatmap represents one motif. **c** Boxplot of numbers of TF families that interact with cMHSs- or sMHSs-enriched TF families

To further understand the function of sMHSs, we used AME [49] to identify motifs that were enriched in sMHSs using cMHSs as control sequences. Interestingly, five of the top 30 most enriched TF motifs within sMHSs were associated with transcription repression (Additional file 4: Table S3), including RBE (*p* value = 1.06e−30), STZ (*p* value = 6.70e−39), RHL41 (*p* value = 3.42e−28), AZF1 (*p* value = 3.68e−33), and AZF2 (*p* value = 1.36e−44). RBE is a putative zinc finger transcriptional repressor [50] and was reported to repress the expression of *AGAMOUS*, a key gene in flower development [51]. RBE binds to the promoter of microRNA gene *MIR164c* and represses its expression in flowers [52]. RHL41, also known as ZAT12, downregulates genes in CBF-mediated cold response pathway [53]. AZF1, AZF2, and STZ all belong to ZPT2-related proteins and act as transcriptional repressors in plant cells [54]. A recent study showed that AZF1 interacts with PRC2 complex and guides PRC2 complex to target regions to load H3K27me3 and repress gene expression [55].

### Organization of TF-binding motifs within sMHSs and cMHSs

A recent study in humans demonstrated that binding sites of different TFs show positional bias within the nucleosome-depleted regions (NDRs): some TFs tend to bind toward the edges within NDRs, some at the center, and some at other positions [56]. Giving the distinct sizes of cMHSs (262 bp) and sMHSs (85 bp), we wondered if the TF-binding motifs within cMHSs and sMHSs are organized differently. We analyzed the positions of all TF-binding sites by calculating the density of motifs within ± 150-bp regions flanking the center of sMHSs and cMHSs, respectively. The TF-binding sites generally distributed broadly within cMHSs. By contrast, the majority of the TF-binding sites concentrated at the center of sMHSs (Fig. 7b). We analyzed the positions of the motifs from the top five enriched TF families associated with cMHSs (WRKY, bHLH, NAC, MYB, and TCP) (Fig. 7a). These five TF families, including 89 TFs, showed wide distribution around cMHSs (Additional file 1: Figure S11A). cMHSs are longer in length than sMHSs and generally contain multiple TF binding sites, which may facilitate synergistic interaction among different TFs [57, 58]. Thus, we predict more TF-TF interactions for cMHS-enriched TF families than sMHS-enriched TF families. To test this hypothesis, we analyzed the number of TF families that interact with cMHS- and sMHS-enriched TF families using TF interaction data from BioGRID (The BioGRID interaction database: 2017 update). The cMHS-enriched TF families interact with more TF families than sMHS-enriched TF families (10 versus 6 TF families, *p* value = 0.047, *t*-test) (Fig. 7c and Additional file 1: Figure S11B).

## Discussion

MNase has been used in various types of chromatin studies. It was most commonly used to study nucleosome occupancy and positioning in eukaryotic genomes, which can be accomplished by sequencing mononucleosomal DNA fragments generated from MNase digestion [26]. Sequencing of DNAs derived from different levels of MNase digestion can assess the variability of chromatin accessibility in the entire genome [59–61]. Alternatively, sequencing of both nucleosomal and subnucleosomal DNA fragments derived from MNase digestion reveals the genomic positions of subnucleosome-sized particles associated with regulatory proteins [20, 22, 62]. Previous studies showed the potential of MNase to identify genomic regions associated with CREs. We modified the procedure of MNase-based chromatin assays by isolating and sequencing DNA fragments associated exclusively with subnucleosome-sized particles in Arabidopsis. This procedure allows enrichment of DNA fragments derived from genomic regions that are hypersensitive to MNase. We demonstrate that this procedure reveals open chromatin regions that were not identified by previous assays based on DNase I or Tn5.

Several previous studies showed that open chromatin regions identified by DNase I and Tn5 largely overlap in both animal and plant species [6, 63, 64]. We demonstrate that MH-seq reads cover the majority of the open chromatin regions identified DNase-seq and ATAC-seq. Remarkably, sMHSs, which represent 22% of the total MHSs, are not covered by DNase-seq or ATAC-seq reads. This could potentially be caused by different levels of sensitivity of the three enzymes to chromatin. MNase is not as readily as DNase I to cleave DNA sequences protected by nucleosomes [65]. MNase preferentially cleaves at linker sequences and trims the DNA sequences to core regions protected by nucleosomes [21]. In contrast, DNase I and Tn5 can cut within nucleosomes and generate a 10.5-bp periodicity of cutting pattern which represents translational phasing of nucleosomes [6, 66]. MNase cuts double-stranded DNA more efficiently at nucleotides A and T, but is less sensitive to polyA and polyT sequences [67]. DNase I is commonly considered as a nonspecific nuclease; however, preferred sites with A-T base-pairing and poor sites containing G-C base-pair have been reported [68]. Tn5 showed insertional biases toward sequences containing G and C [69]. These cutting/insertional biases of these three enzymes may cause the difference in revealing different classes of open chromatin.

Alternatively, the sizes (molecular weight) of the three enzymes may be responsible for their differential accessibility to chromatin. MNase is a small protein with only 17 kDa [70]. By contrast, DNase I is 31 kDa [70] and Tn5 is 53 kDa [71]. Thus, the open space in some chromatin regions is likely sufficient for the access of MNase, but not DNase I or Tn5 (Fig. 8). This is supported by the fact that a high proportion of sMHSs is associated with H3K27me3 and DNA methylation, which are epigenetic marks typically associated with heterochromatin or more condensed chromatin. The DNase I and Tn5 sensitivity associated with sMHSs are significantly lower than cMHSs (Fig. 3a), which supports the notion that chromatin marked by sMHSs is less accessible to DNase I. In addition, open chromatin region marked by DHSs or cMHSs are flanked by phased nucleosomes in both rice [31] and Arabidopsis, but sMHSs are not flanked with well-positioned nucleosomes (Fig. 3b), which also supports the hypothesis on differential chromatin condensation associated with cMHS and sMHS domains.

**Fig. 8:**
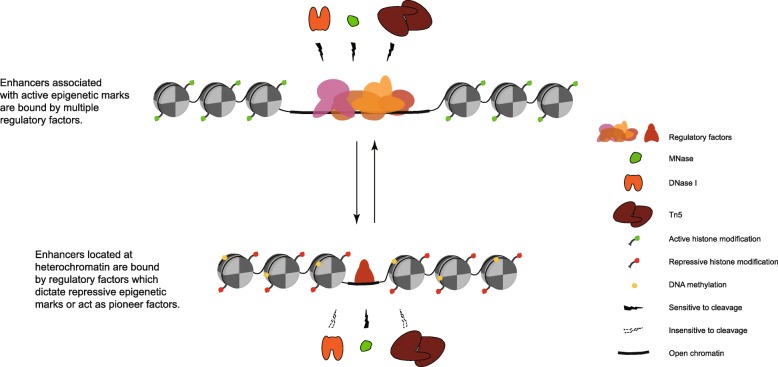
Diagram of enzyme digestion at regions associated with different classes of open chromatin. Regulatory proteins located in “repressive” open chromatin showed a relatively narrow open space and can only be accessed to MNase, but not to DNase I or Tn5

Genes associated with sMHSs showed lower expression levels in leaves than in flower buds (Fig. 6b), suggesting that many of these genes are likely repressed in leaf tissue. There are several lines of evidence to support the enrichment of repressive factors associated with sMHSs. A significant proportion of sMHSs is associated with H3K27me3 and DNA methylation, both are well known repressive epigenetic marks associated with gene silencing [39, 72]. Some sMHSs show increased DNase I accessibility in flower tissue and their cognate genes are associated with active transcription in flowers (Fig. 6), which support the notion that these sMHSs were associated with repressive factors in leaves. We also identified several repressive sequence motifs enriched in sMHSs (Additional file 4: Table S3). Collectively, we demonstrate that MH-seq provides an important tool to identify and catalog all classes of open chromatin, especially those that are not accessible to DNase I and Tn5, which appear to be enriched with repressive factors and poised for function in different tissues.

## Conclusions

MNase, an enzyme with a small molecular weight, can be used to identify open chromatin regions that are not accessible to DNase I or Tn5. The open chromatin identified by MNase, but not DNase I or Tn5, shows distinct features associated with epigenetic marks H3K27me3 and DNA methylation. MH-seq provides an important tool to identify and catalog all classes of open chromatin in plants.

## Methods

### Library development for MH-seq

Sterilized seeds of *A. thaliana* ecotype Columbia (Col-0) were germinated in half-strength MS medium and grown under a 16-h light/8-h dark cycle at 23 °C for 2 weeks. Two-week-old seedling tissues were collected and immediately fixed with 1% of final concentration of formaldehyde under vacuum for 10 min at room temperature, then followed by 5 min neutralization by adding 0.125 M as the final concentration of glycine. Approximately 2.0 g of fixed seedling tissues was ground into a fine powder in liquid nitrogen and nuclei prepared following published protocols [73]. The final purified pellet of nuclei was suspended in 2.6 ml MNase digestion buffer (MNB, 10% sucrose, 50 mM Tris-HCl, pH 7.5, 4 mM MgCl_2_, and 1 mM CaCl_2_). The suspended nuclei were divided into 5 of 1.5-ml Eppendorf tubes (500 μl per aliquot) after aliquoting 100 μl of nuclei as an undigested control. The aliquoted nuclei were cleaved at 37 °C for 10 min using a series of MNase (N3755-200UN, Sigma) in 0 unit (U), 0.04 U, 0.2 U, 0.4 U, 0.8 U, and 1.2 U, respectively. Each MNase cleaved nuclei aliquot was split into two separate parts, one cross-linked part was stored at 4 °C overnight, and the second part was incubated at 65 °C overnight for reverse cross-linking. The cross-linked or reverse cross-linked nuclei were extracted by adding 1 volume of phenol:chloroform mixture. The recovered reverse cross-linked DNA was separated by running 2% of agarose gel in 1× TAE buffer. To exclude nucleosome-related DNA fragments, we specifically recovered DNA fragments with less than 100 bp (indicated by the red box in Additional file 1: Figure S1A) from 0.8 U of MNase-digested nuclei. The recovered small-sized DNA fragments were used for the construction of Illumina library following standard Illumina library preparation procedures (Additional file 1: Figure S1B). Each MH-seq dataset is associated with a different level of background, which is associated with the quality of the plant tissue and can be reduced by minimizing the degradation of the chromatin during library development.

### MH-seq data processing and peak calling

The MHS libraries were sequenced in single end mode to 100 nt on the Illumina Hiseq 2000 sequencing platform. Raw reads were trimmed using Cutadapt [74] and aligned to Arabidopsis genome (TAIR10, https://www.arabidopsis.org/) with Bowtie2 [25] using parameter “--local --very-sensitive-local”. Reads with mapping quality greater than 10 and full-length alignments were retained for further analysis.

We developed Jazz software (https://github.com/zhangtaolab/Jazz/) to identify MHSs. A MHS is defined as a genomic region that is significantly enriched with MH-seq reads compared to the genomic background. The threshold of the read count is determined using a cut-off value of the Bayes Factor (BF) of two competing hypotheses. A zero-inflated Poisson (ZIP) model is applied to determine the local threshold and identify peaks with each MHSs. This method can reduce the impact of excessive windows with zero read counts and reduce the false positives.

BEDTools [75] was used for the annotation of MHS peaks with different genomic features and to compare the DHSs, ATAC-seq peaks, and ChIP-seq peaks from Additional file 2: Table S1. The 22 TFs includes AGL15 [76], AP1 [77], AP2 [78], AP3 [79], BES1 [80], EIN3 [81], ERF115 [82], FHY3 [83], FLM [84], GL1 [85], GL3 [85], GTL1 [86], LFY [87] [88], PI [79], PIF3 [89], PIF4 [90], PIF5 [91], PRR5 [92], PRR7 [93], SEP3 [94], SOC1 [95, 96], and TOC1 [97]. The read coverage tracks were generated using bamCoverage from deepTools [98] with parameters “--centerReads –binSize 1. To plot the distribution of MHSs, chromosomes were divided into 10-kb non-overlapping windows and the number of MHSs calculated for each window. IGV [99] was used to display MHS peaks and other genomic tracks.

### Genomic and epigenomic features associated with MHSs

Open chromatin data (DNase-seq) [13] and ATAC-seq [15] and epigenomic data (H3K27me3 and H3K27ac) [28], nucleosome positioning (MNase-seq) [26], H2A.Z [100], and DNA methylation [101] were downloaded from NCBI (https://www.ncbi.nlm.nih.gov/). A complete list of the data used can be found in Additional file 5: Table S4. H3K27me3 and H3K27ac peaks were identified by SICER [102]. Clustering analyses were conducted using R package “kmeans”. Total within-clusters sum of squares (TWSS) of *k* from 2 to 16 were calculated. The optimal value of *k* (*k* = 5) was determined as the smallest value of *k* that the TWSS changed slower (Additional file 1: Figure S7C). The heatmaps of clusters were plotted using R package “pheatmap”. Profiles of the open chromatin data and epigenomic marks were generated by deeptools [98] and plotted using R.

Genes were assigned to MHSs if they are located within 1 kb up- and downstream of the MHS. If there are two genes on both sides of MHSs, the closest genes were selected. No directionality were required as enhancers can function in both directions. Gene expression data of leaves and flower buds were obtained from previous study of our group [13]. Briefly, RNA-seq data were trimmed by Cutadapt and aligned to Arabidopsis genome by Tophat [103]. Gene expression levels, measured as FPKM, were calculated using Cufflinks [104]. For comparing the gene expression changes between wild type and *ddm1*, RNA-seq data of wild type and *ddm1* were obtained from previous study [105]. Differentially expressed genes were identified using cuffdiff from cufflinks with *q* value < 0.05. Gene expression data of 79 tissues were obtained from TraVA [106] (http://travadb.org). Shannon entropy of each gene was calculated using R package “entropy”. GO enrichment analysis were conducted using PANTHER [107] provided by TAIR10 (https://www.arabidopsis.org).

Whole genome bisulfite sequencing data from wild type [101] and *ddm1* [38] were mapped to reference genome using bismark [108]. Bismark_methylation_extractor from bismark software was used to extract methylation information of each cytosine. A cytosine is methylated to have more 60% CG methylation, 20% CHG methylation, and 5% CHH methylation. The methylated regions were then identified using a slide-window-based method. The average methylation level in each window which contains five continuous CG, CHG, or CHH was calculated and window slid in a step of one CG, CHG, or CHH. Windows with less than four methylated cytosines were discarded. CG, CHG, and CHH methylated regions were merged to form union sets of methylated regions.

### Motif analysis and functional validation of MHSs

The candidate TF-binding sites were detected using Find Individual Motif Occurences (FIMO) [109] against the Arabidopsis cistrome database [41] (http://neomorph.salk.edu/PlantCistromeDB) with default parameters. Differentially enriched motifs were detected using Motif Enrichment Analysis (AME) [49] with default parameters. The preferential positioning analysis was conducted using centrimo with “--local” and defaults for other parameters.

The enhancer validation was conducted using a previously described method [35]. The DNA sequences of MHSs were synthesized and cloned into vector pCAMBIA-CRE-LUC, which contains a firefly luciferase reporter gene and the minimal cauliflower mosaic virus (CaMV) 35S promoter (− 50 to − 2 bp). The MHSs were placed upstream of the mini35S promoter. The constructs were then infiltrated into leaves of 14-day-old *N. benthamiana* mediated by agrobacterium. The bioluminescent signals were detected by NightSHADE LB 985 (Berthold Technologies, USA).

## Supplementary information

Additional file 1: **Figure S1.** DNA fragments recovered for MH-seq. **Figure S2.** Genomic locations of all MHSs and overlap between TF-binding sites and MHSs. **Figure S3.** Positions of nucleosomes, MNase and DNase I cuts on MHSs. **Figure S4.** Examples of cMHSs and sMHSs. **Figure S5.** Distribution of MHSs along chromosome 1 of *A. thaliana*. **Figure S6.** Histone modifications and DNA methylations associated with sMHSs and cMHSs. **Figure S7.** Clustering analysis of all MHSs based on epigenetic marks H3K27ac, H2A.Z, H3K27me3 and DNA methylation (CG, CHG and CHH). **Figure S8.** Expression patterns of genes associated with sMHSs [110]. **Figure S9.** CG, CHG and CHH DNA methylation profile at genes in class 2. **Figure S10.** Changes of DNA methylation and gene expression levels of class 2 in *ddm1*. **Figure S11.** Positioning of TF-binding motifs within cMHSs and correlation between number of TF families and percentage change.

Additional file 2: **Table S1.** TFs and their genome-wide binding sites in *A. thaliana. (DOCX 21 kb)*

Additional file 3: **Table S2.** sMHSs selected for functional validation based on agrobacterium-mediated transient assay.

Additional file 4: **Table S3.** Top 30 most enriched TFs and their binding motifs within sMHSs.

Additional file 5: **Table S4.** List of data sets used in current study.

Additional file 6. Review history

# Supplementary material for: Genome-wide MNase hypersensitivity assay unveils distinct classes of open chromatin associated with H3K27me3 and DNA methylation in Arabidopsis thaliana
**Source:** Genome Biol. 2020 Feb 3;21:24. doi: 10.1186/s13059-020-1927-5
**Supplement:** Supplementary file 1 — Figure S1. DNA fragments recovered for MH-seq. Figure S2. Genomic locations of all MHSs and overlap between TF-binding sites and MHSs. Figure S3. Positions of nucleosomes, MNase and DNase I cuts on MHSs. Figure S4. Examples of cMHSs and sMHSs. Figure S5. Distribution of MHSs along chromosome 1 of A. thaliana. Figure S6. Histone modifications and DNA methylations associated with sMHSs and cMHSs. Figure S7. Clustering analysis of all MHSs based on epigenetic marks H3K27ac, H2A.Z, H3K27me3 and DNA methylation (CG, CHG and CHH). Figure S8. Expression patterns of genes associated with sMHSs [110]. Figure S9. CG, CHG and CHH DNA methylation profile at genes in class 2. Figure S10. Changes of DNA methylation and gene expression levels of class 2 in ddm1. Figure S11. Positioning of TF-binding motifs within cMHSs and correlation between number of TF families and percentage change.

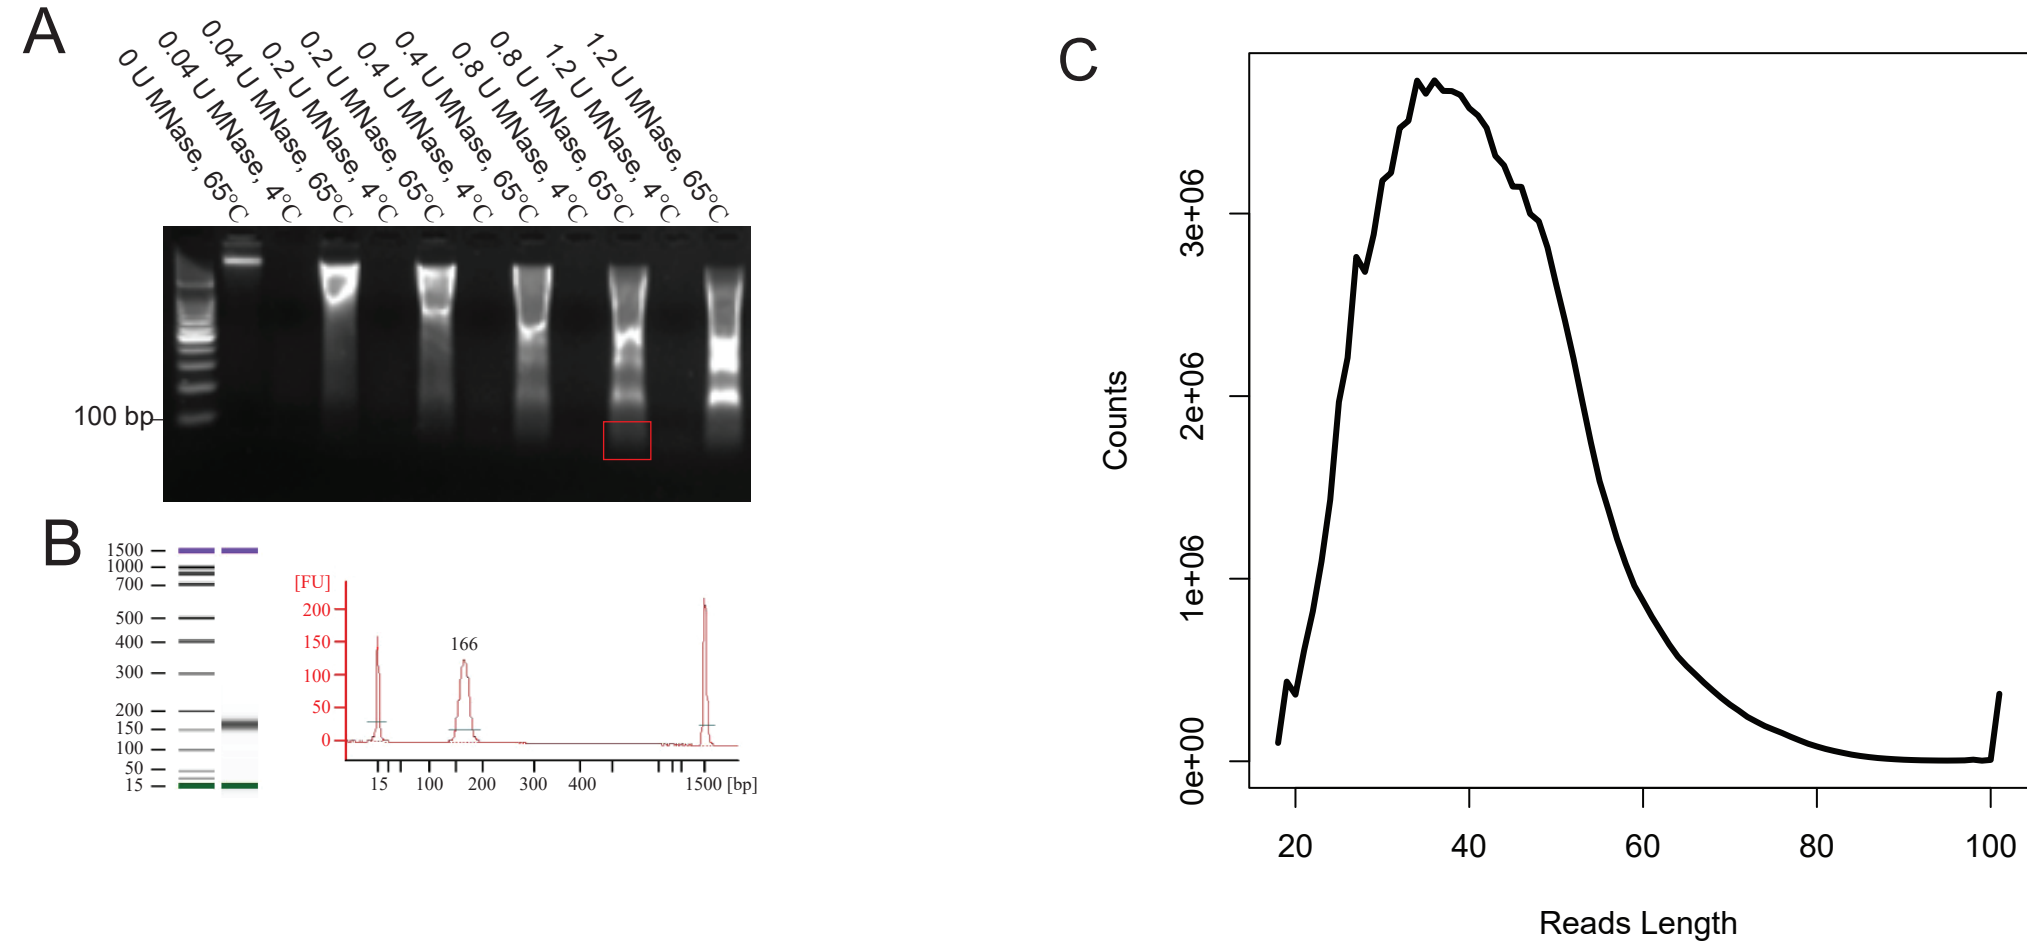

**Figure S1.** DNA fragments recovered for MH-seq. **(A)** Separation of MNase-digested DNA in 2% of agarose gel. Nuclei were isolated from Arabidopsis seedling tissues, cross-linked by formaldehyde, and digested with different concentrations of MNase as indicated in the figure. MNase-digested DNA was prepared from either cross-linked nuclei (MNase fixed nuclei kept at 4°C overnight) or reverse cross-linked nuclei (MNase fixed nuclei incubated at 65°C overnight) using phenol based extraction method, and was separated by running 2% agarose gel. The DNA fragments with size less than 100 bp indicated by red box were recovered from reverse cross-linked nuclei after cleavage with 0.8 U MNase for library construction. **(B)** Analysis of the library DNA on Bioanalyzer 2100. Left panel: gel virtual view of library DNA; Right panel: electropherogram view of the library DNA peak, the observed average size of the library is 166 bp. **(C)** Read length distribution of single-end sequencing data from the library.

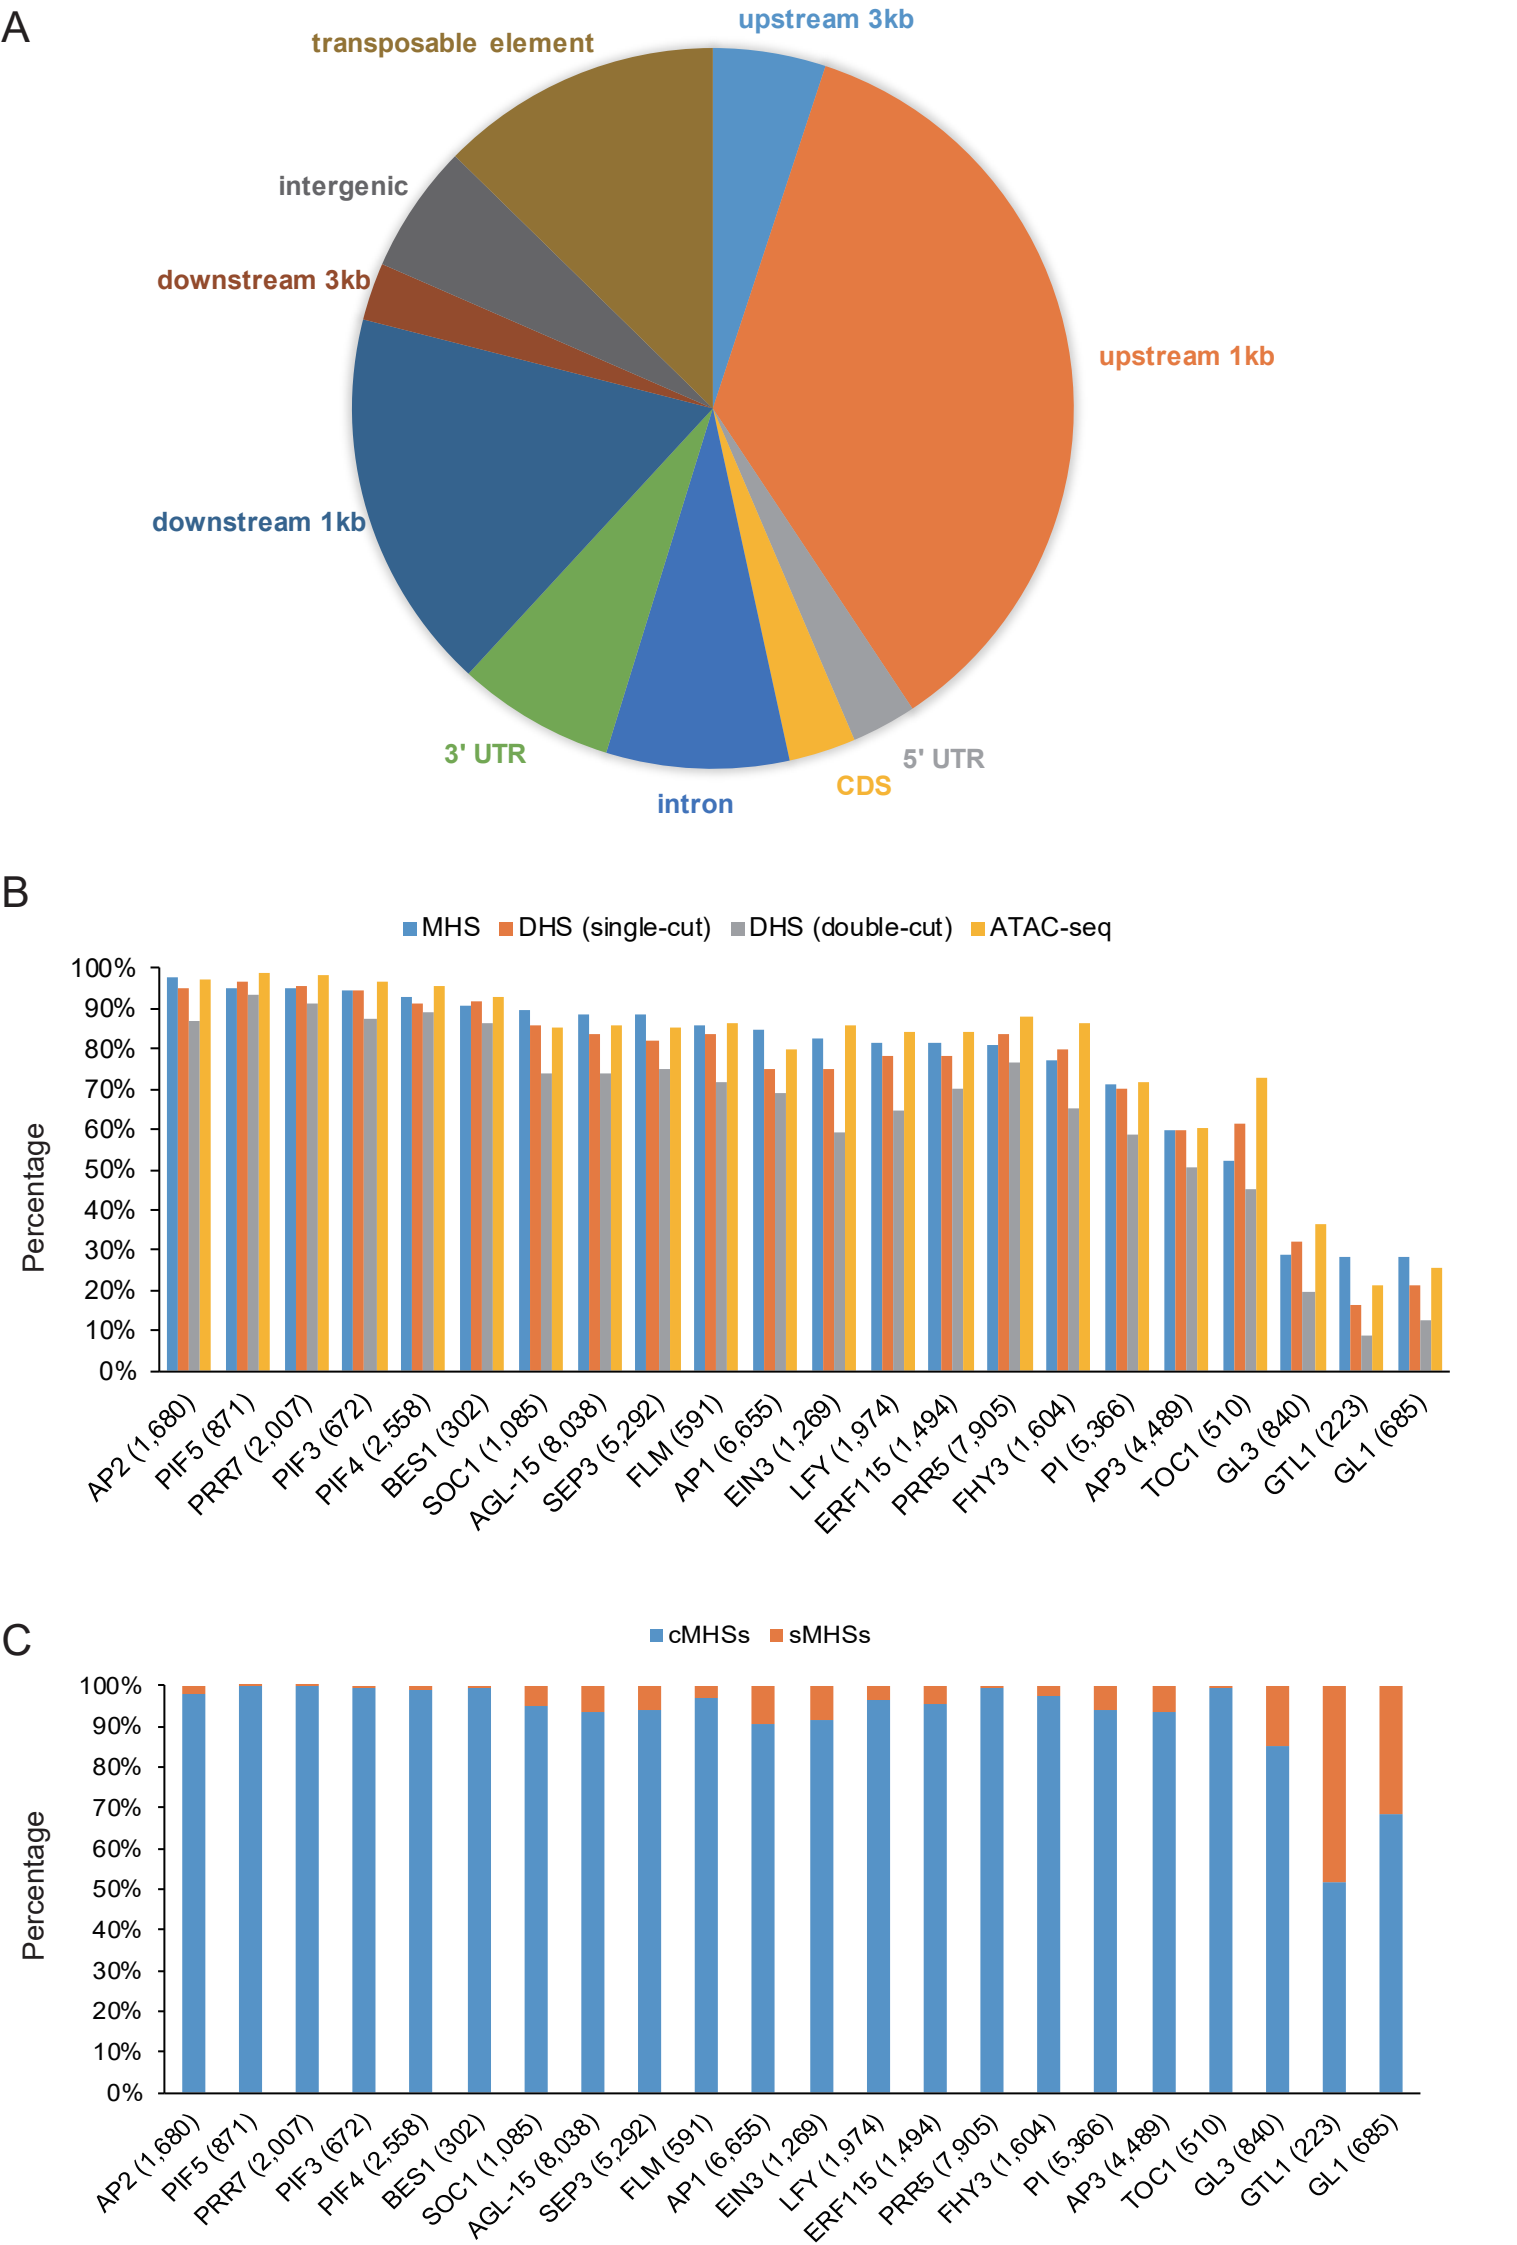

**Figure S2.** Genomic locations of all MHSs and overlap between TF-binding sites and MHSs. **(A)** Genomic locations of all MHSs. **(B)** Overlap between TF-binding sites and open chromatin identified by MH-seq, DNase-seq and ATAC-seq. y-axis represents the percentages of TF-binding sites that overlaps with open chromatin regions identified by the four techniques. x-axis shows the list of TFs. Number of TF-binding sites is listed in the parentheses after each TF. **(C)** Overlap between TF-binding sites and cMHSs and sMHSs. y-axis represents the percentages of TF-binding sites that overlaps with cMHSs and sMHSs. x-axis shows the list of TFs. Number of TF-binding sites is listed in the parentheses after each TF.

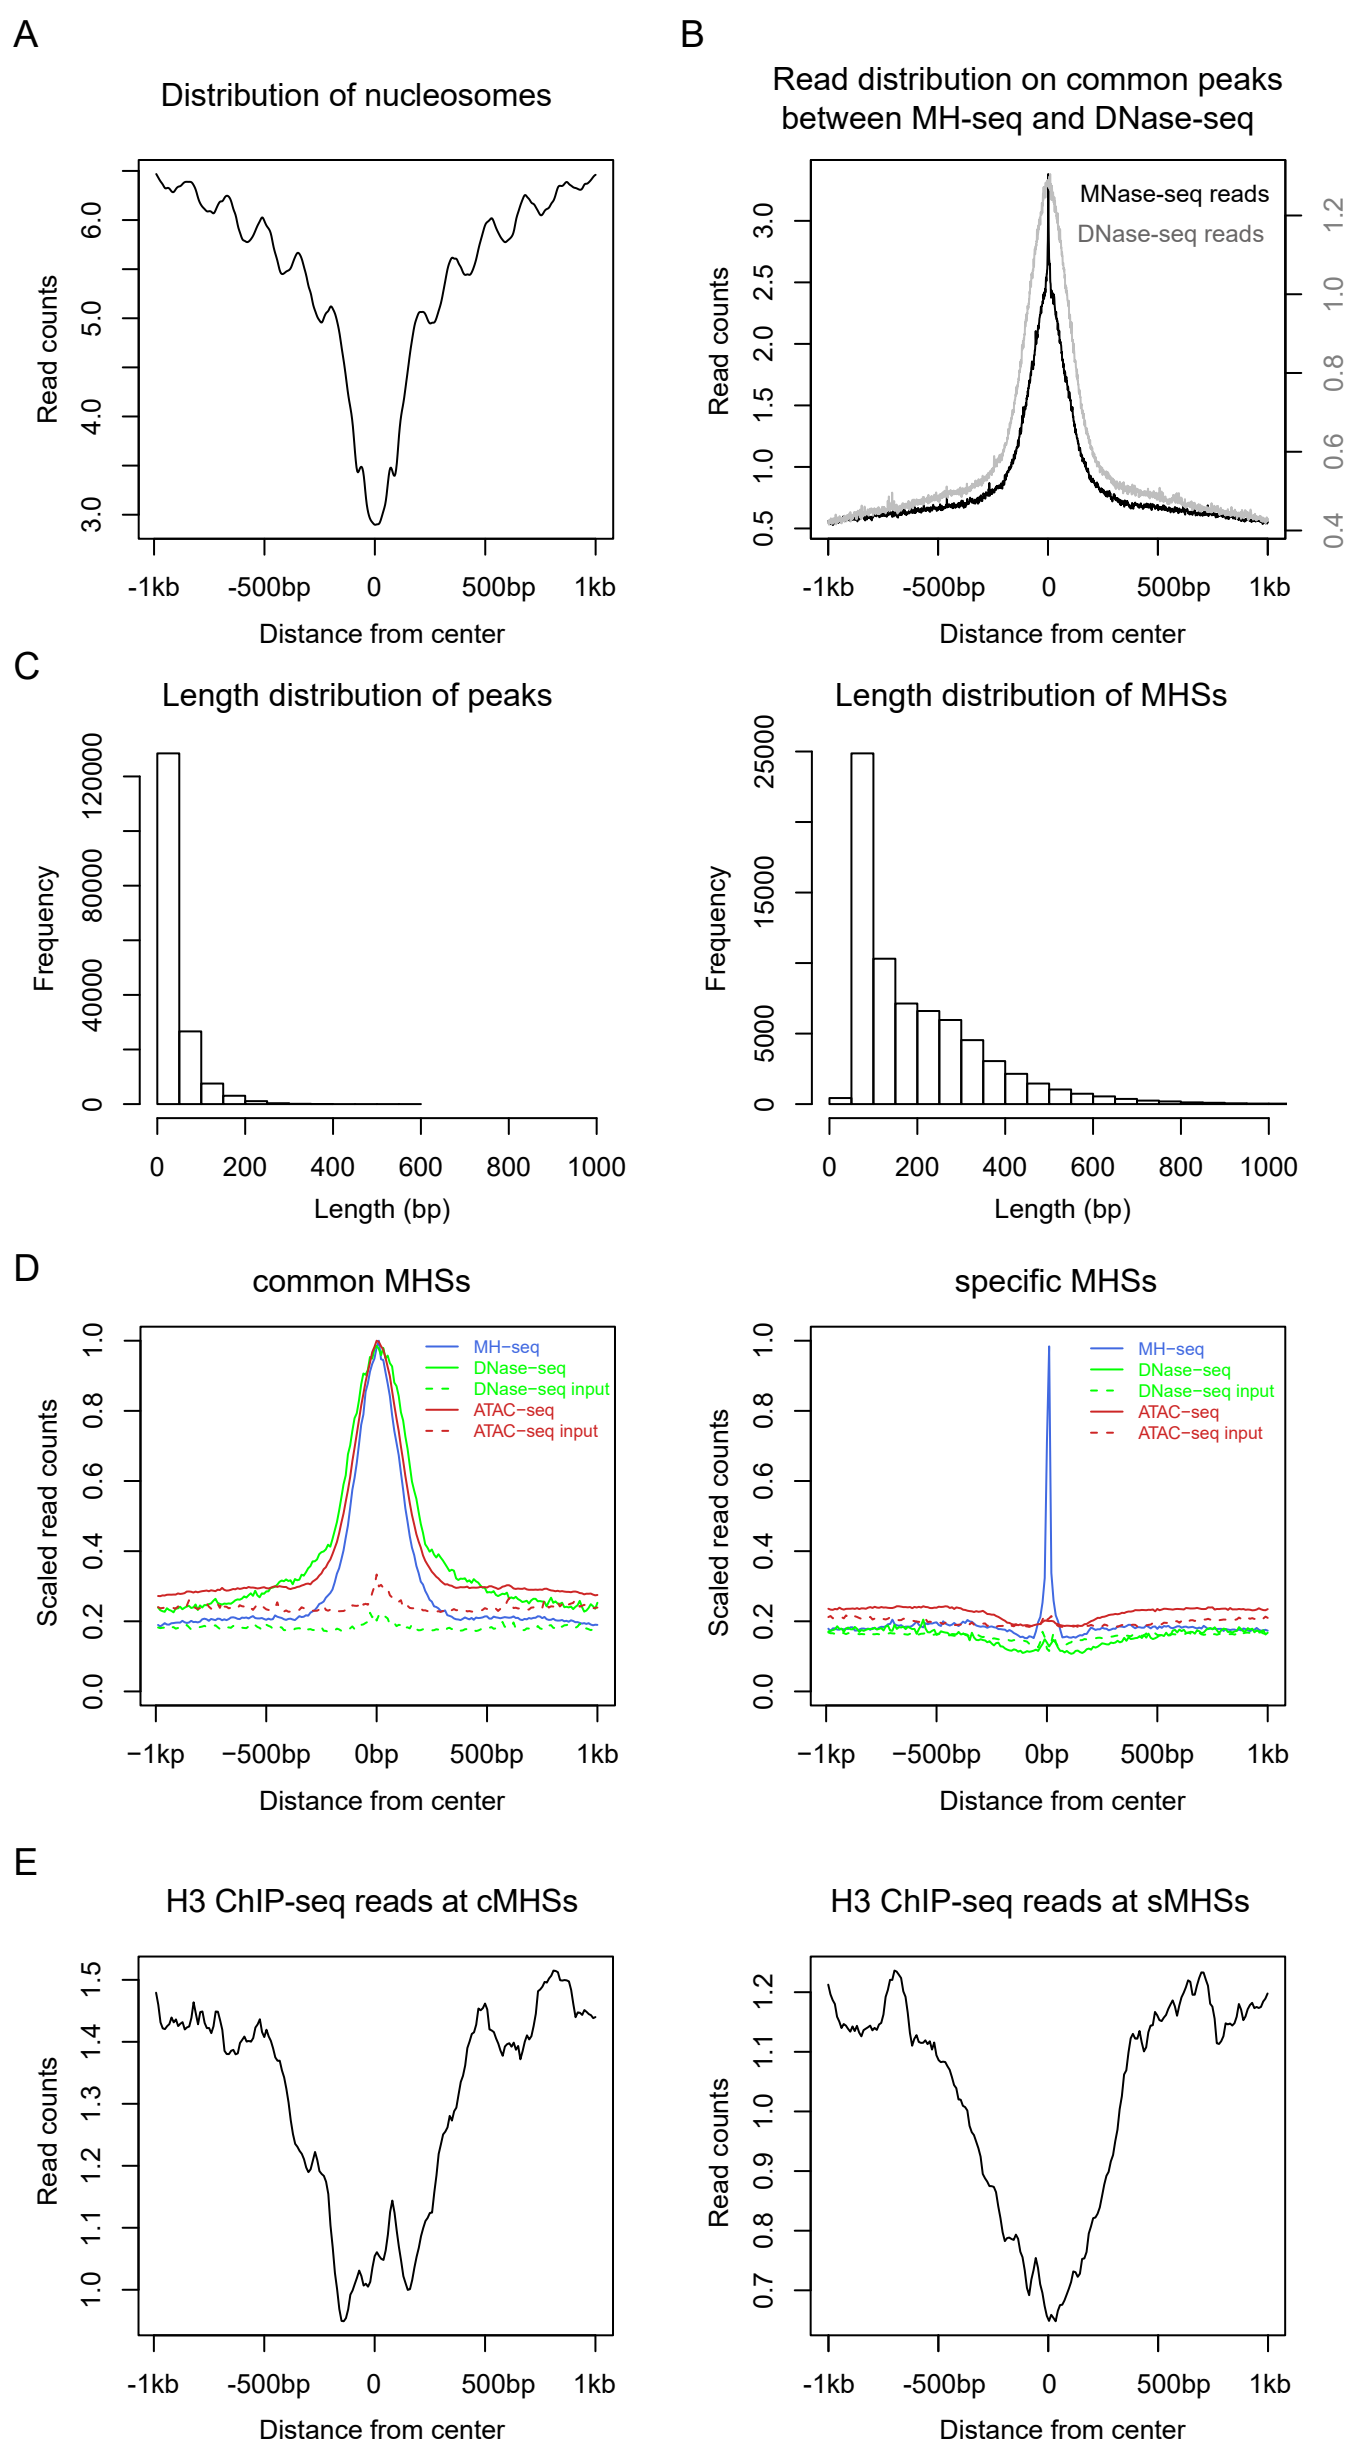

**Figure S3.** Positions of nucleosomes, MNase and DNase I cuts on MHSs. **(A)** Distribution of nucleosome at MHSs. MHSs were aligned at the midpoints and average number of MH-seq reads at each base pair spanning  $\pm 1$  kb from the midpoint was plotted. **(B)** MHSs were aligned at the midpoints and average number of MH-seq and DNase-seq reads at each base pair spanning  $\pm 1$  kb from the midpoint was plotted. **(C)** Length distribution of MHSs and peaks within MHSs. **(D)** Distribution of MH-seq, DNase-seq, ATAC-seq, DNase-seq input and ATAC-seq input reads at common MHSs and specific MHSs. The inputs of DNase-seq and ATAC-seq were generated from DNase I and Tn5 digested naked DNA, respectively. **(E)** Distribution of H3 ChIP-seq reads at common MHSs and specific MHSs.

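In replicate 1 the most frequent MHS length was 66 bp, with 843 MHSs, and in replicate 2 it was 101 bp, with 553 MHSs. The lower and upper quartiles were 77 and 275 bp in replicate 1 and 113 and 285 bp in replicate 2. MHSs above 400 bp made up 10.2% and 9.47%, respectively.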

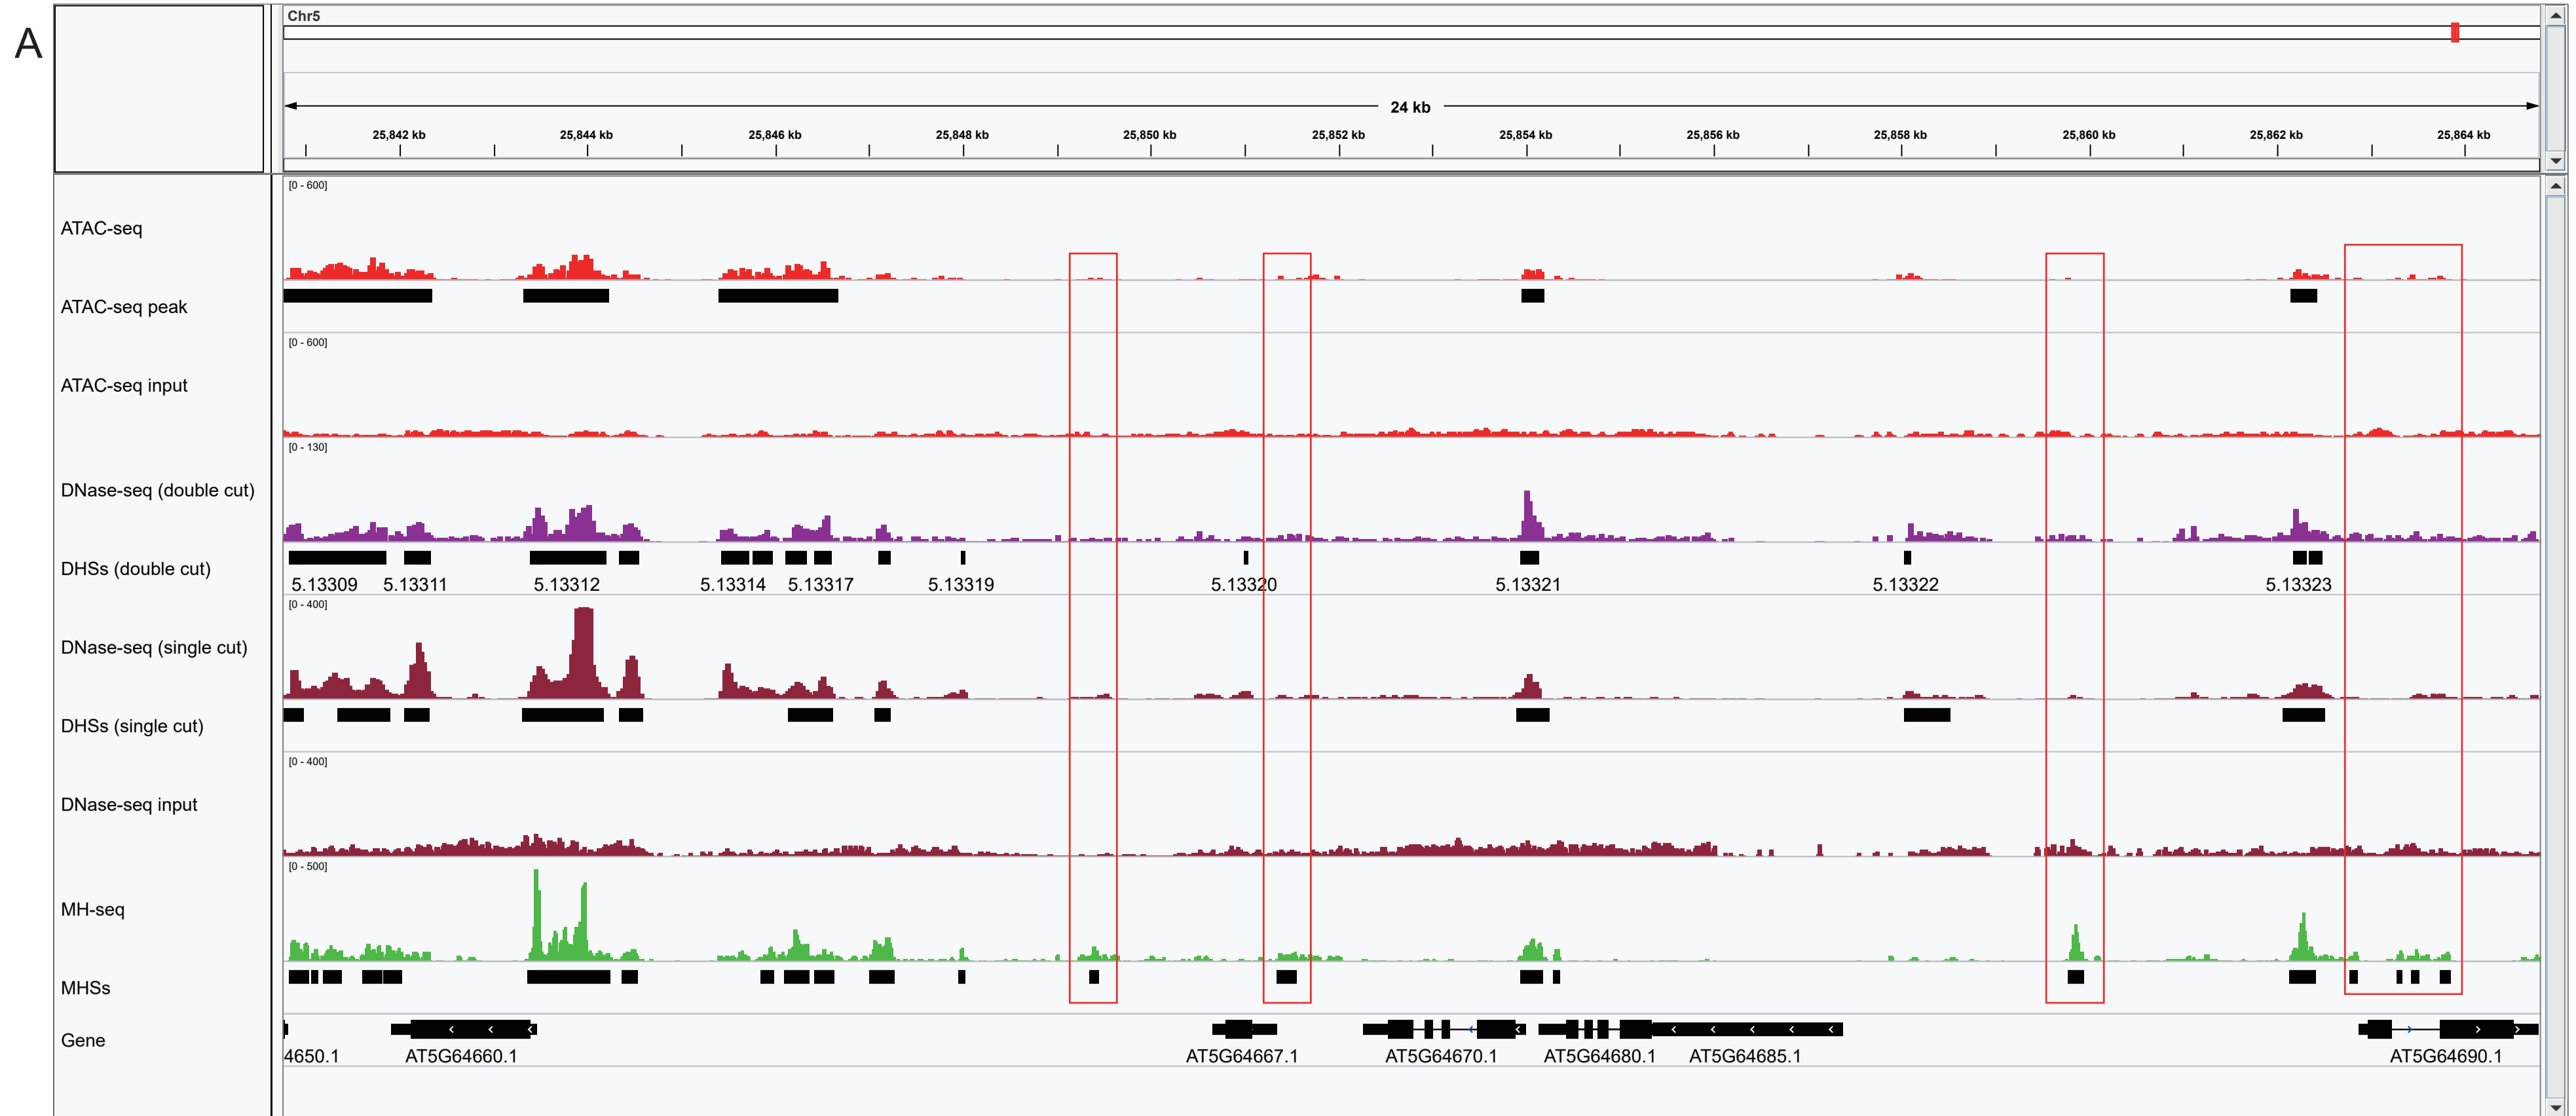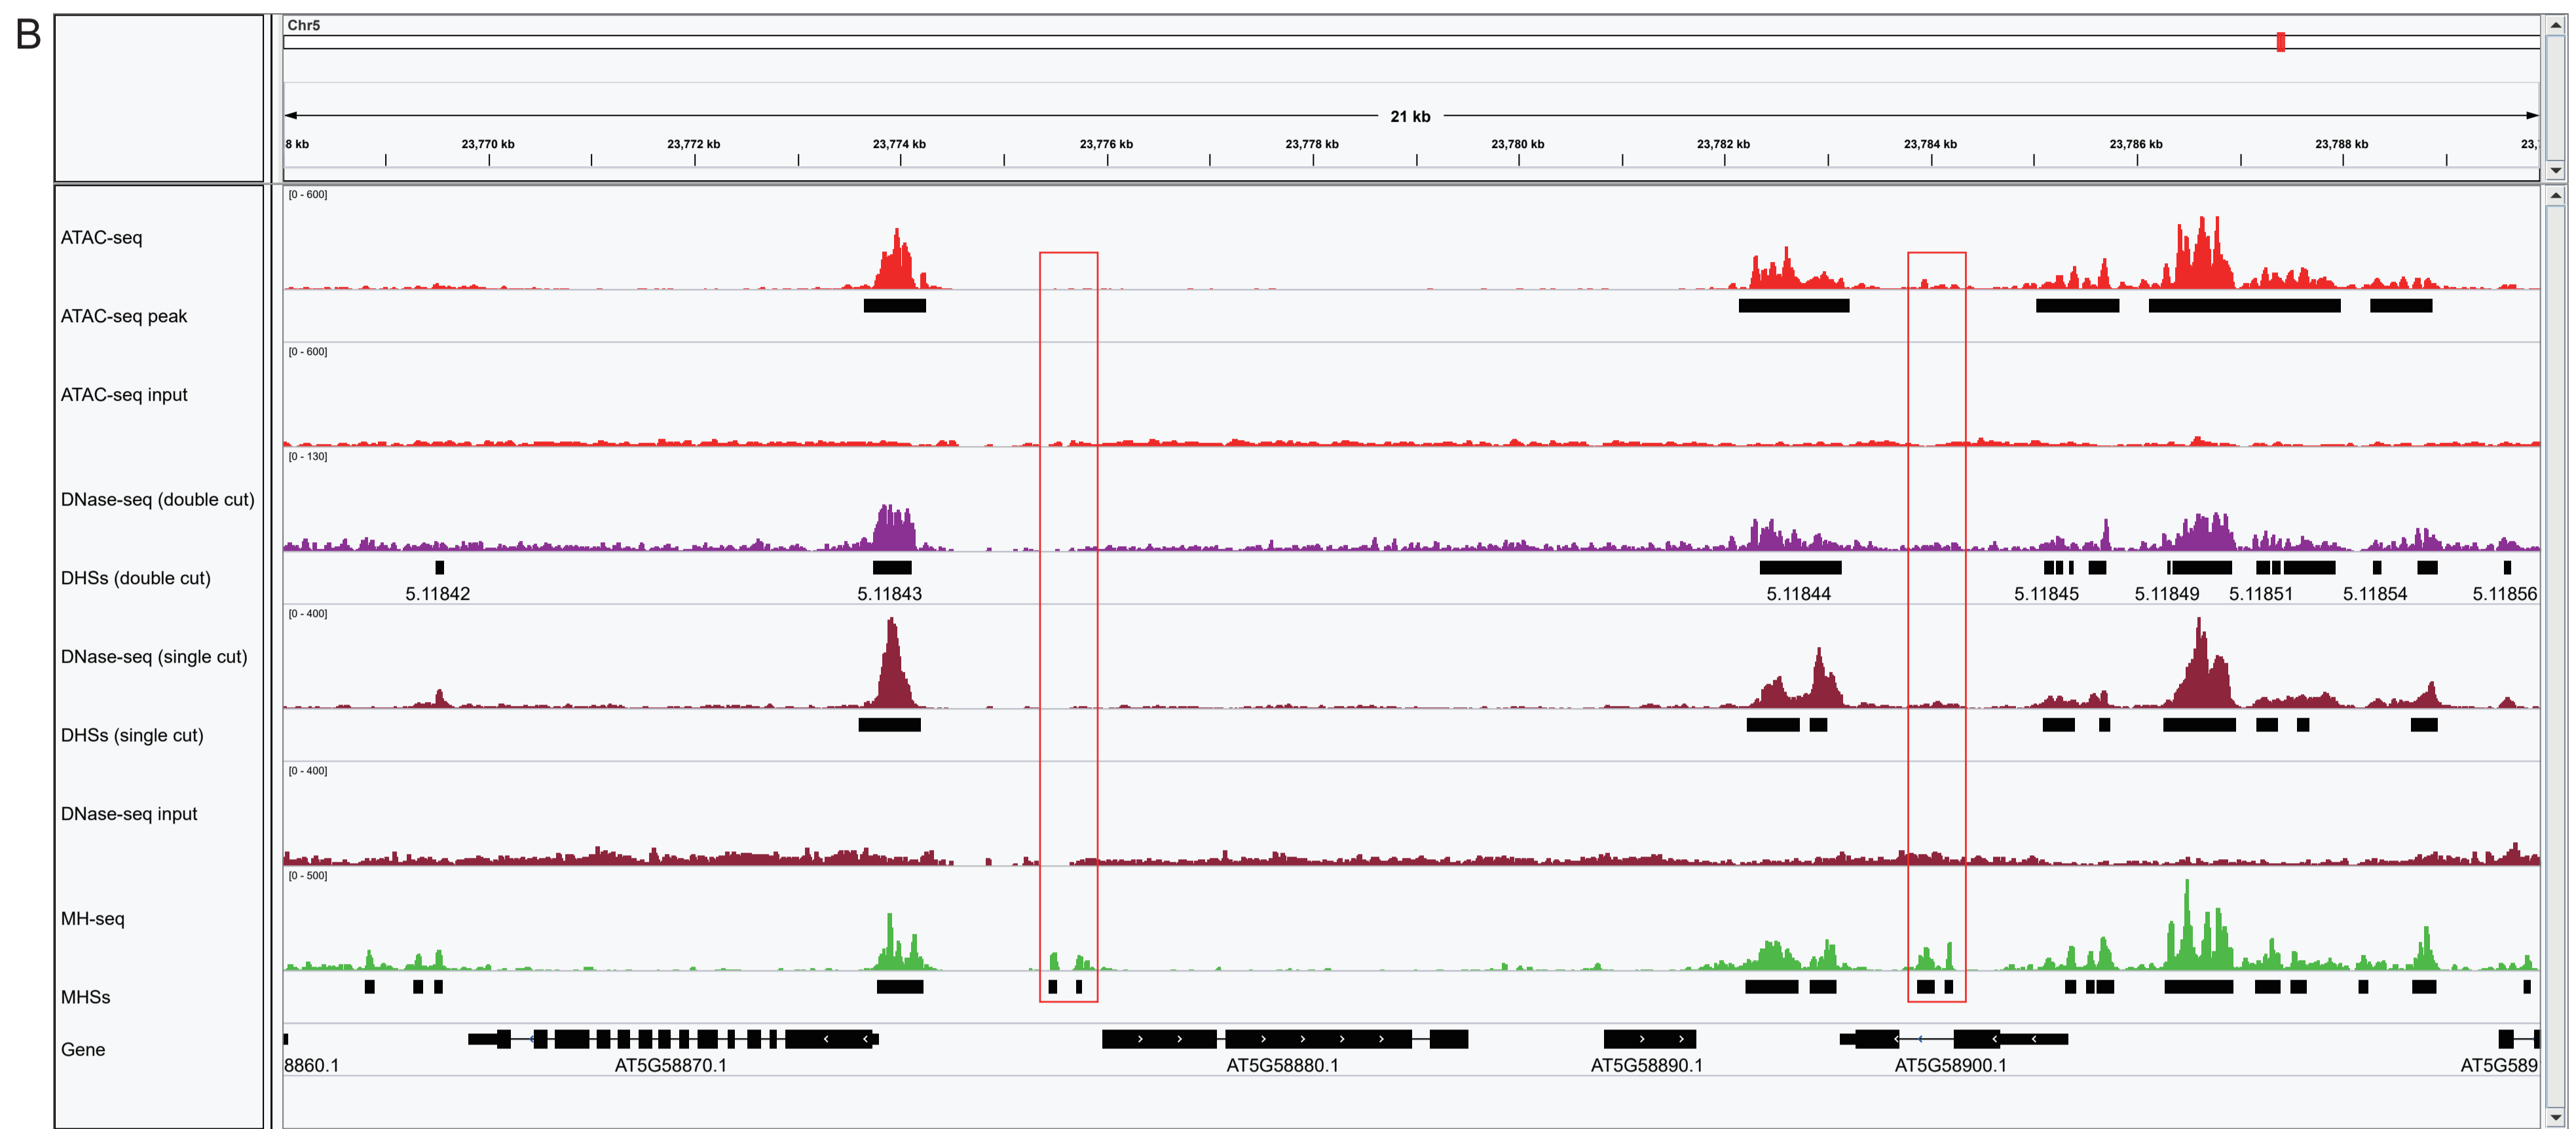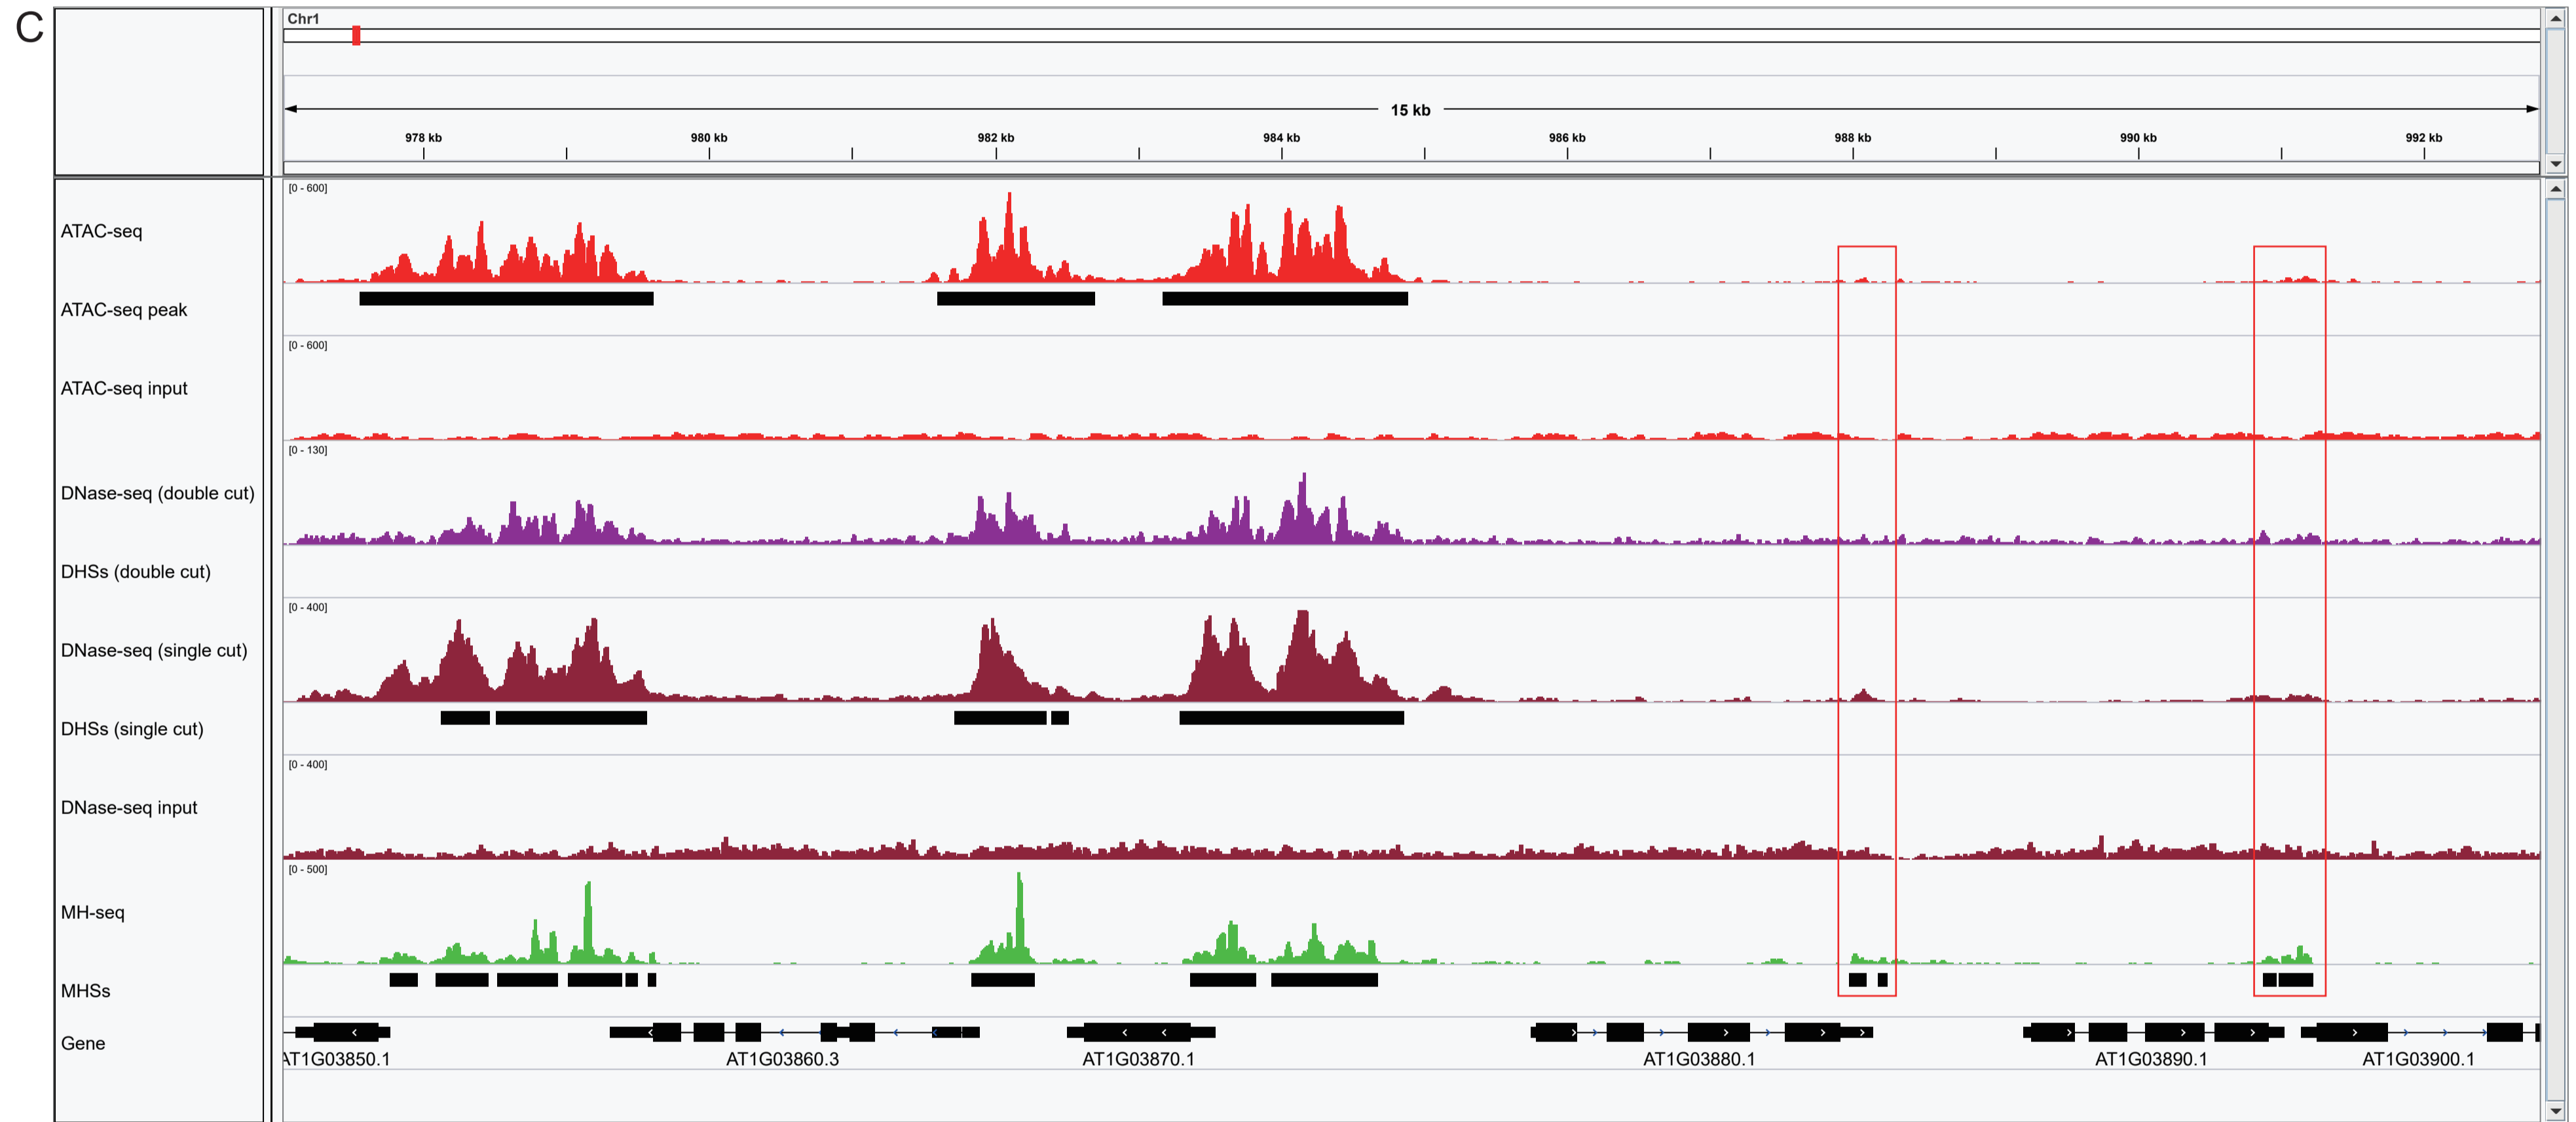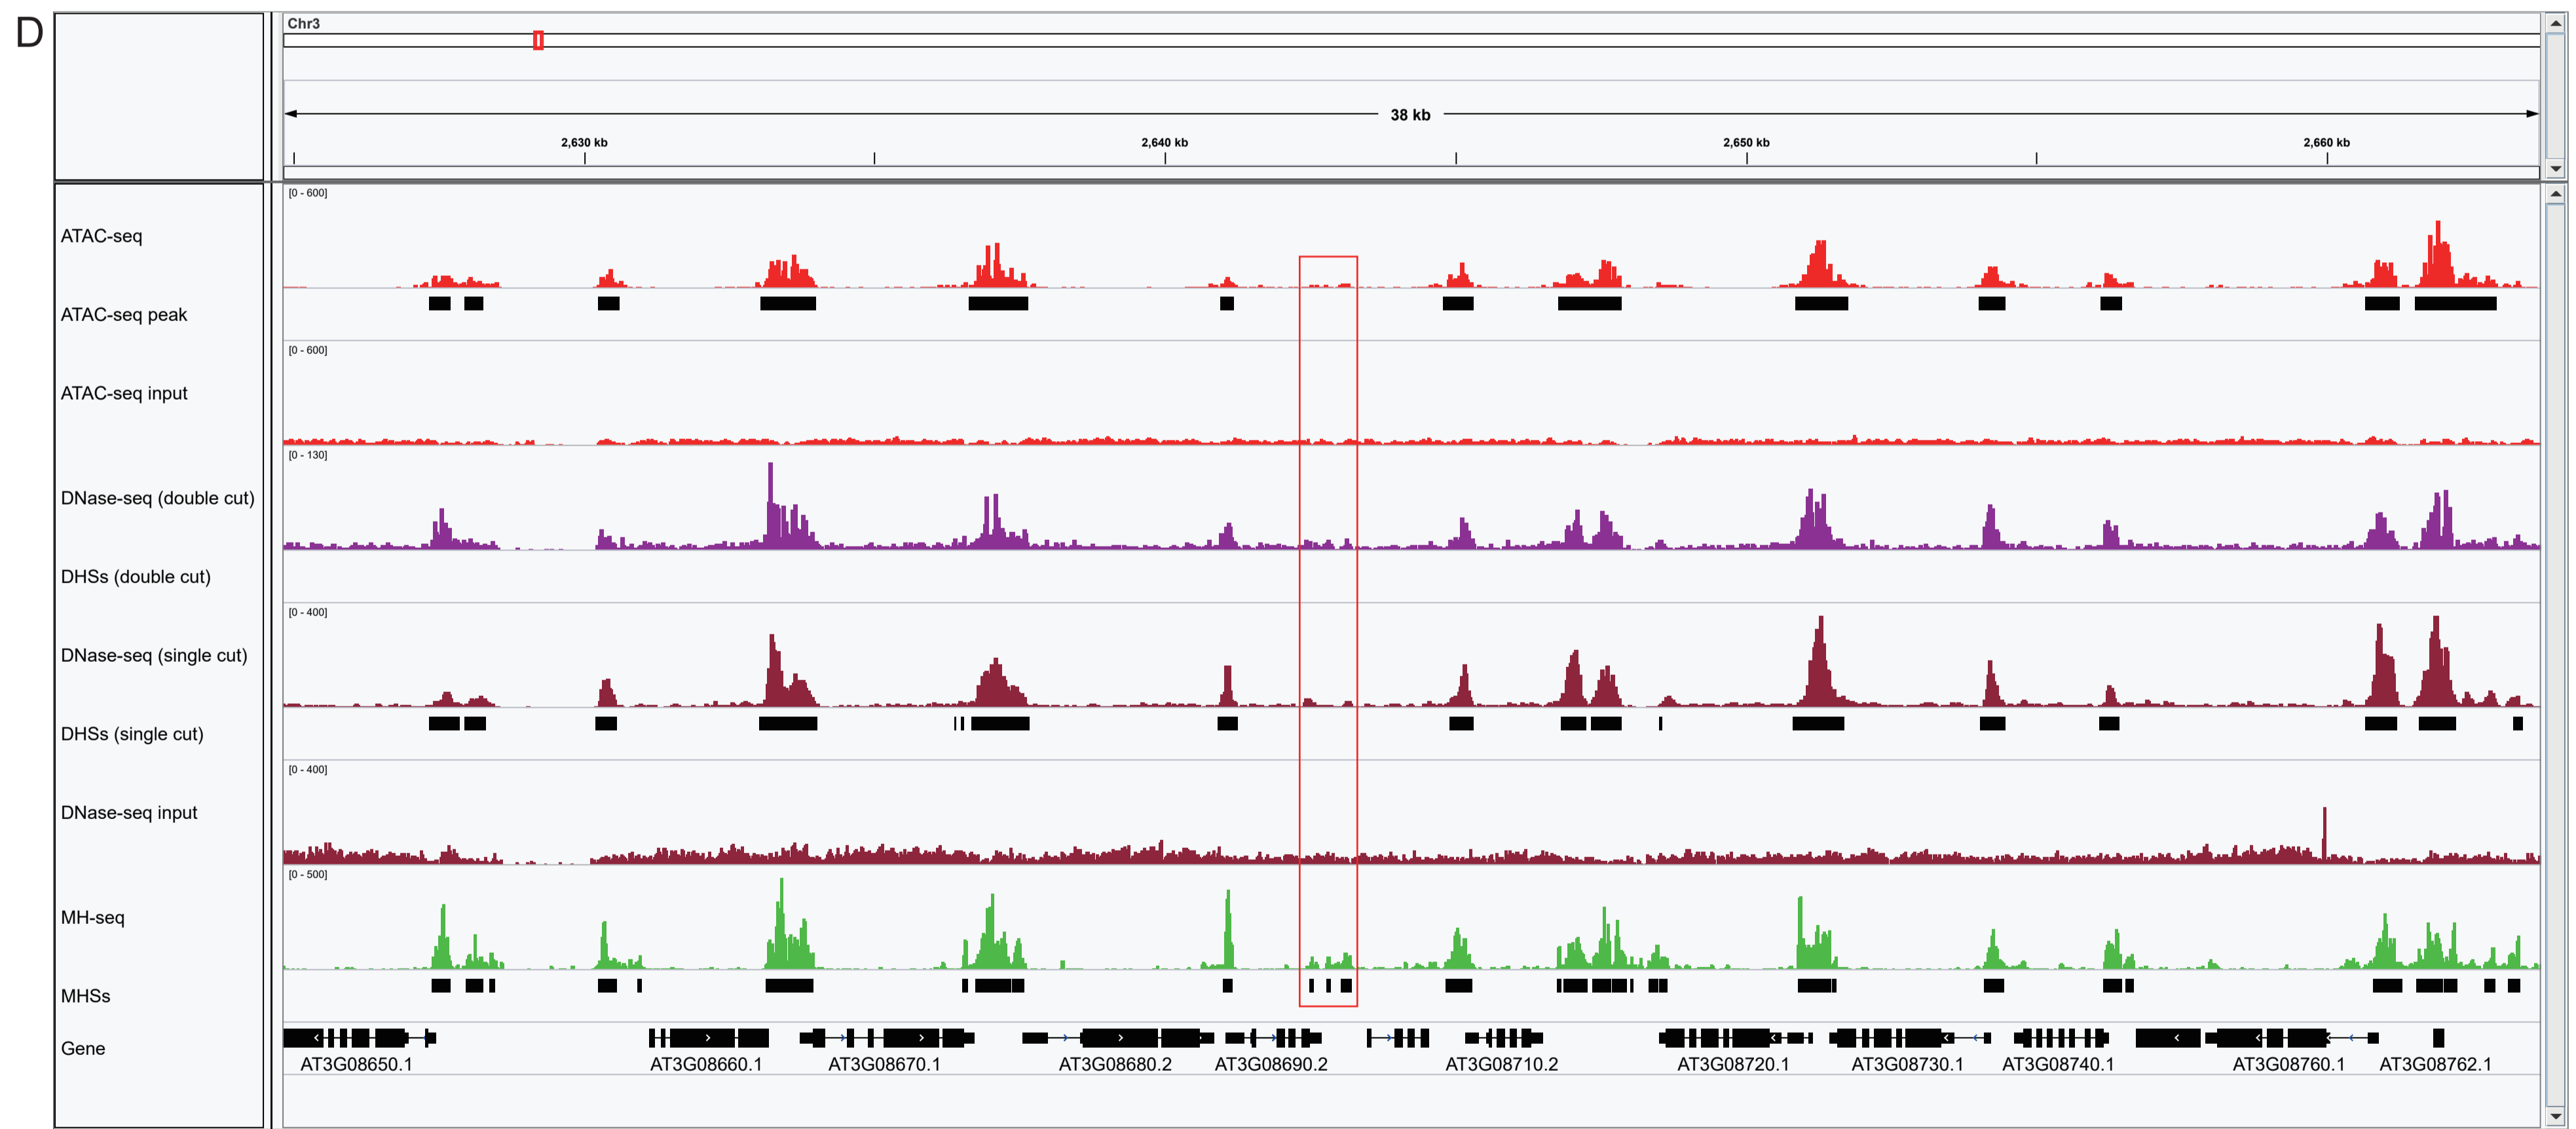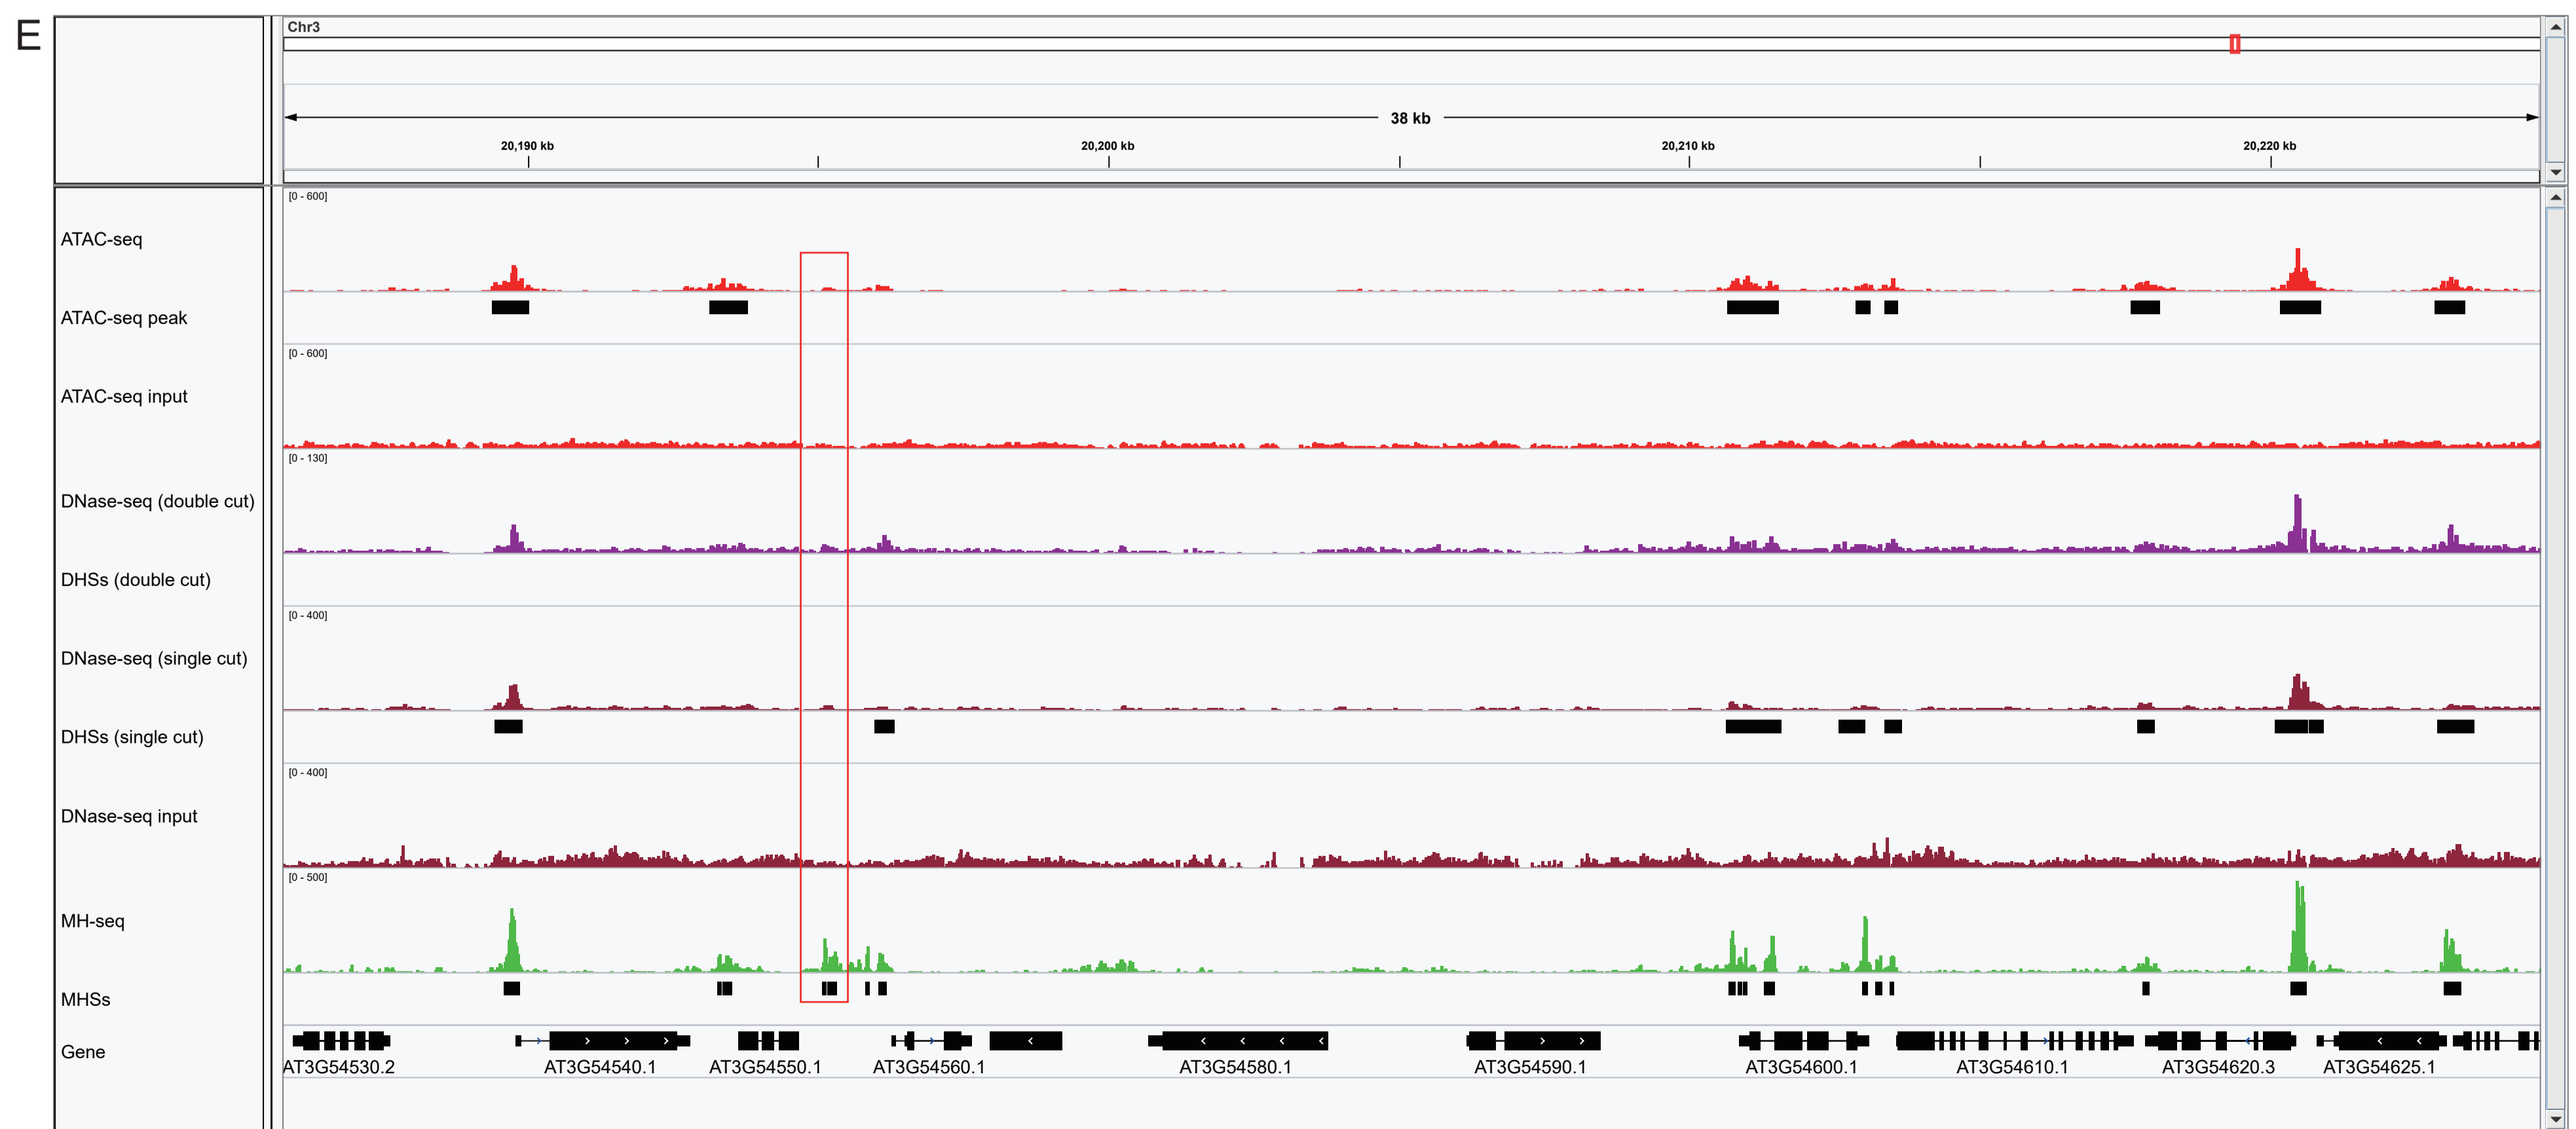

**Figure S4.** Examples of cMHSs and sMHSs. Profiles from ATAC-seq and DNase-seq data (single-cut and double-cut) are also included for comparison. Open chromatin regions are marked by black rectangle under profile of each technique. sMHSs were marked by red rectangles. Gene models are shown at the bottom.

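MHSs of both replicates were counted in the windows that Figure S4 shows. In the 22 kb of chromosome 5 that start at 25842001, 11 of the 18 MHSs of replicate 1 overlapped replicate 2. In the 18 kb of chromosome 5 from 23770001 on it was 8 of 13, in the 14 kb of chromosome 1 from 978001 on it was 9 of 12, and in the 30 kb of chromosome 3 from 2630001 on it was 14 of 23. The 30 kb of chromosome 3 from 20190001 on had the lowest share, with 4 of 15, and 11 of its 15 MHSs were at most 100 bp long, of which 2 overlapped replicate 2. MHSs are not divided into sMHSs and cMHSs in these counts.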

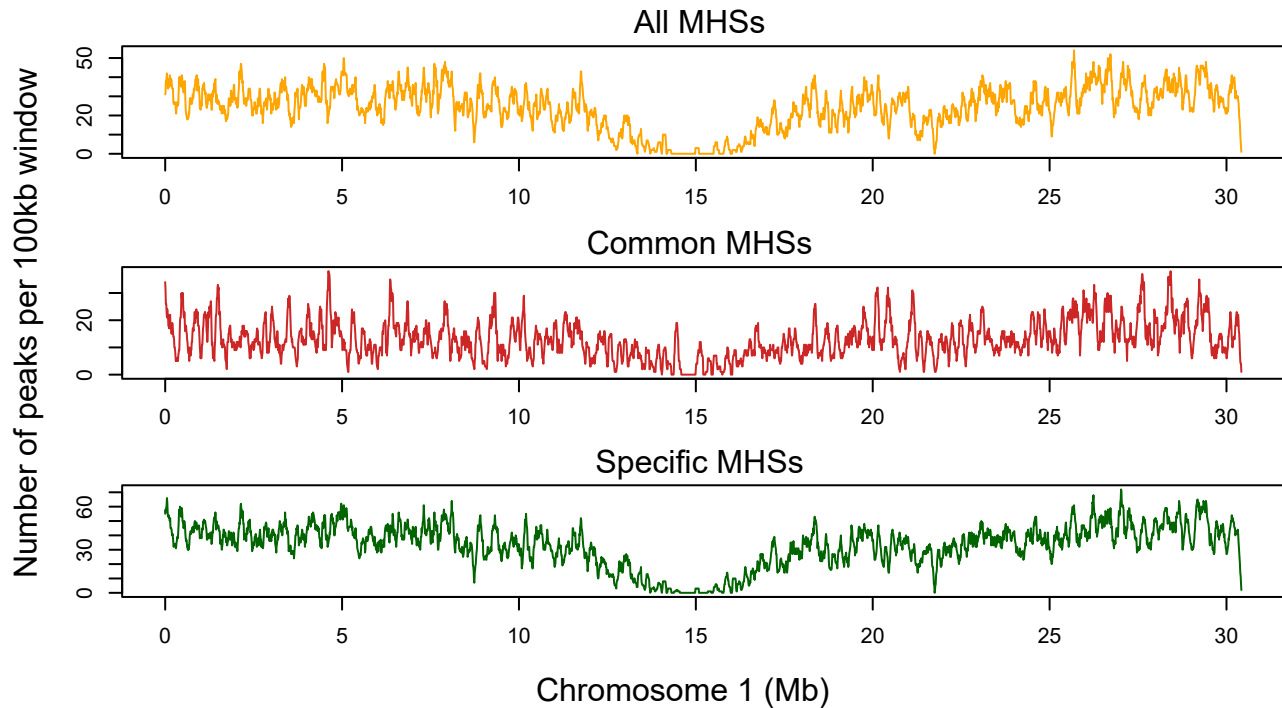

**Figure S5.** Distribution of MHSs along chromosome 1 of *A. thaliana*. The sequence of chromosome 1 was divided into 10-kb non-overlapping windows. The number of MHSs within each window was calculated and plotted.

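Chromosome 1 was divided into 3043 windows of 10 kb, the size given in the legend of Figure S5, whereas the axis of that figure is labelled with windows of 100 kb. Replicate 1 had 6.13 ± 4.31 MHSs per window (mean ± SD over windows) with at most 25 in a window, and 305 windows had none. Replicate 2 had 4.37 ± 3.44 with at most 23, and 390 windows had none. With windows of 100 kb, replicate 1 had at most 115 MHSs in a window and replicate 2 at most 99. Between 14 and 16 Mb, replicate 1 had 93.5 MHSs per megabase and replicate 2 had 50.5. On the arms, before 12 Mb and after 18 Mb, there were 699 and 507 per megabase, respectively.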

**A**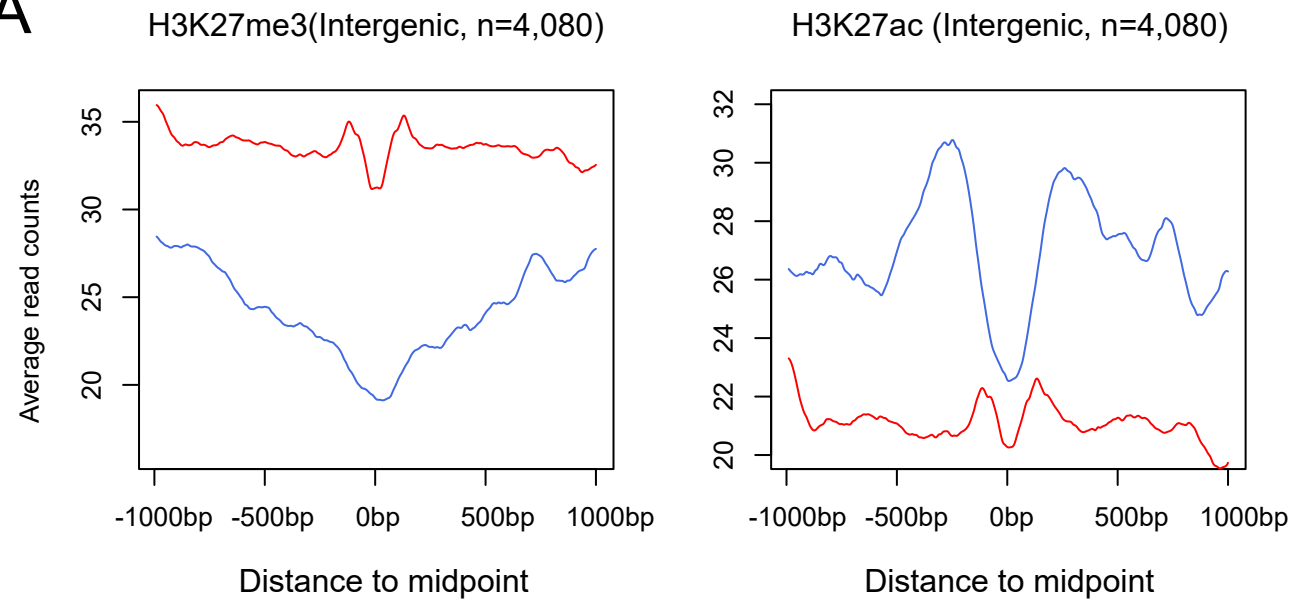**B**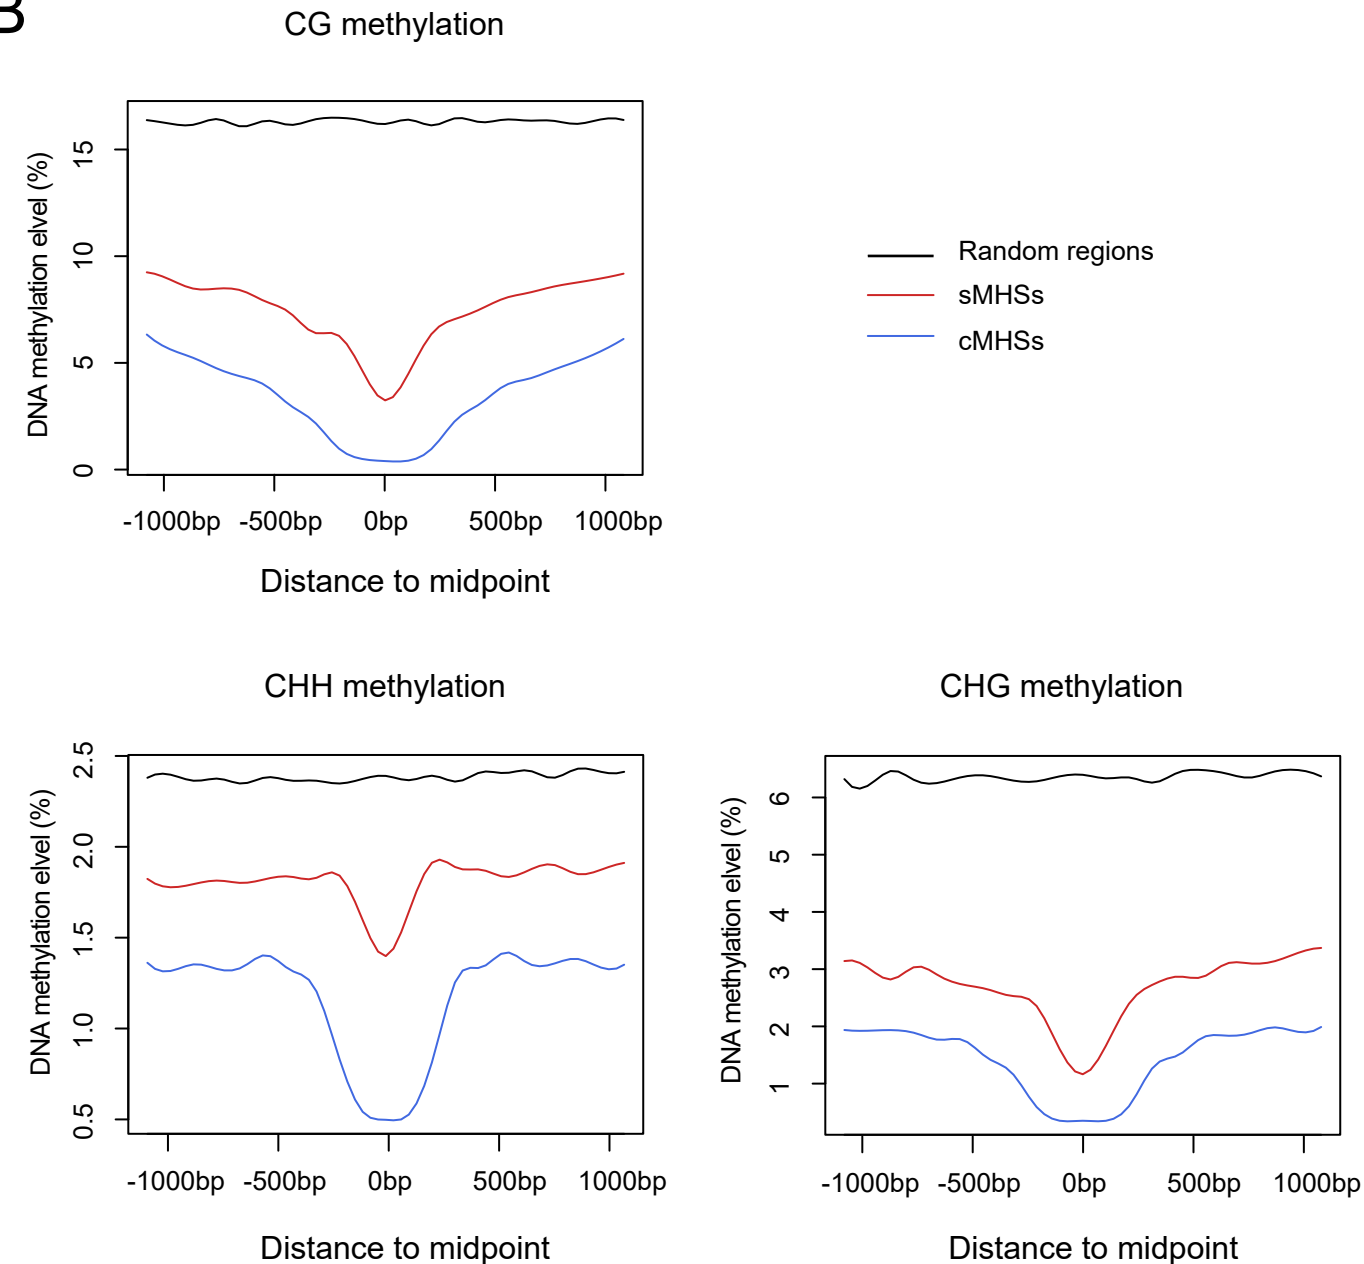

**Figure S6.** Histone modifications and DNA methylations associated with sMHSs and cMHSs. **(A)** Distribution of H3K27me3 and H3K27ac at sMHSs (red line) and cMHSs (blue line). A genic MHS is located within 1 kb upstream or downstream of a gene. An intergenic MHS is located more than 1 kb upstream and downstream of a gene. **(B)** DNA methylation of sMHSs and cMHSs. CG, CHG and CHH methylation levels of sMHSs, cMHSs and genomic regions randomly selected from the genome were calculated and methylation levels were aggregated to make the plots.

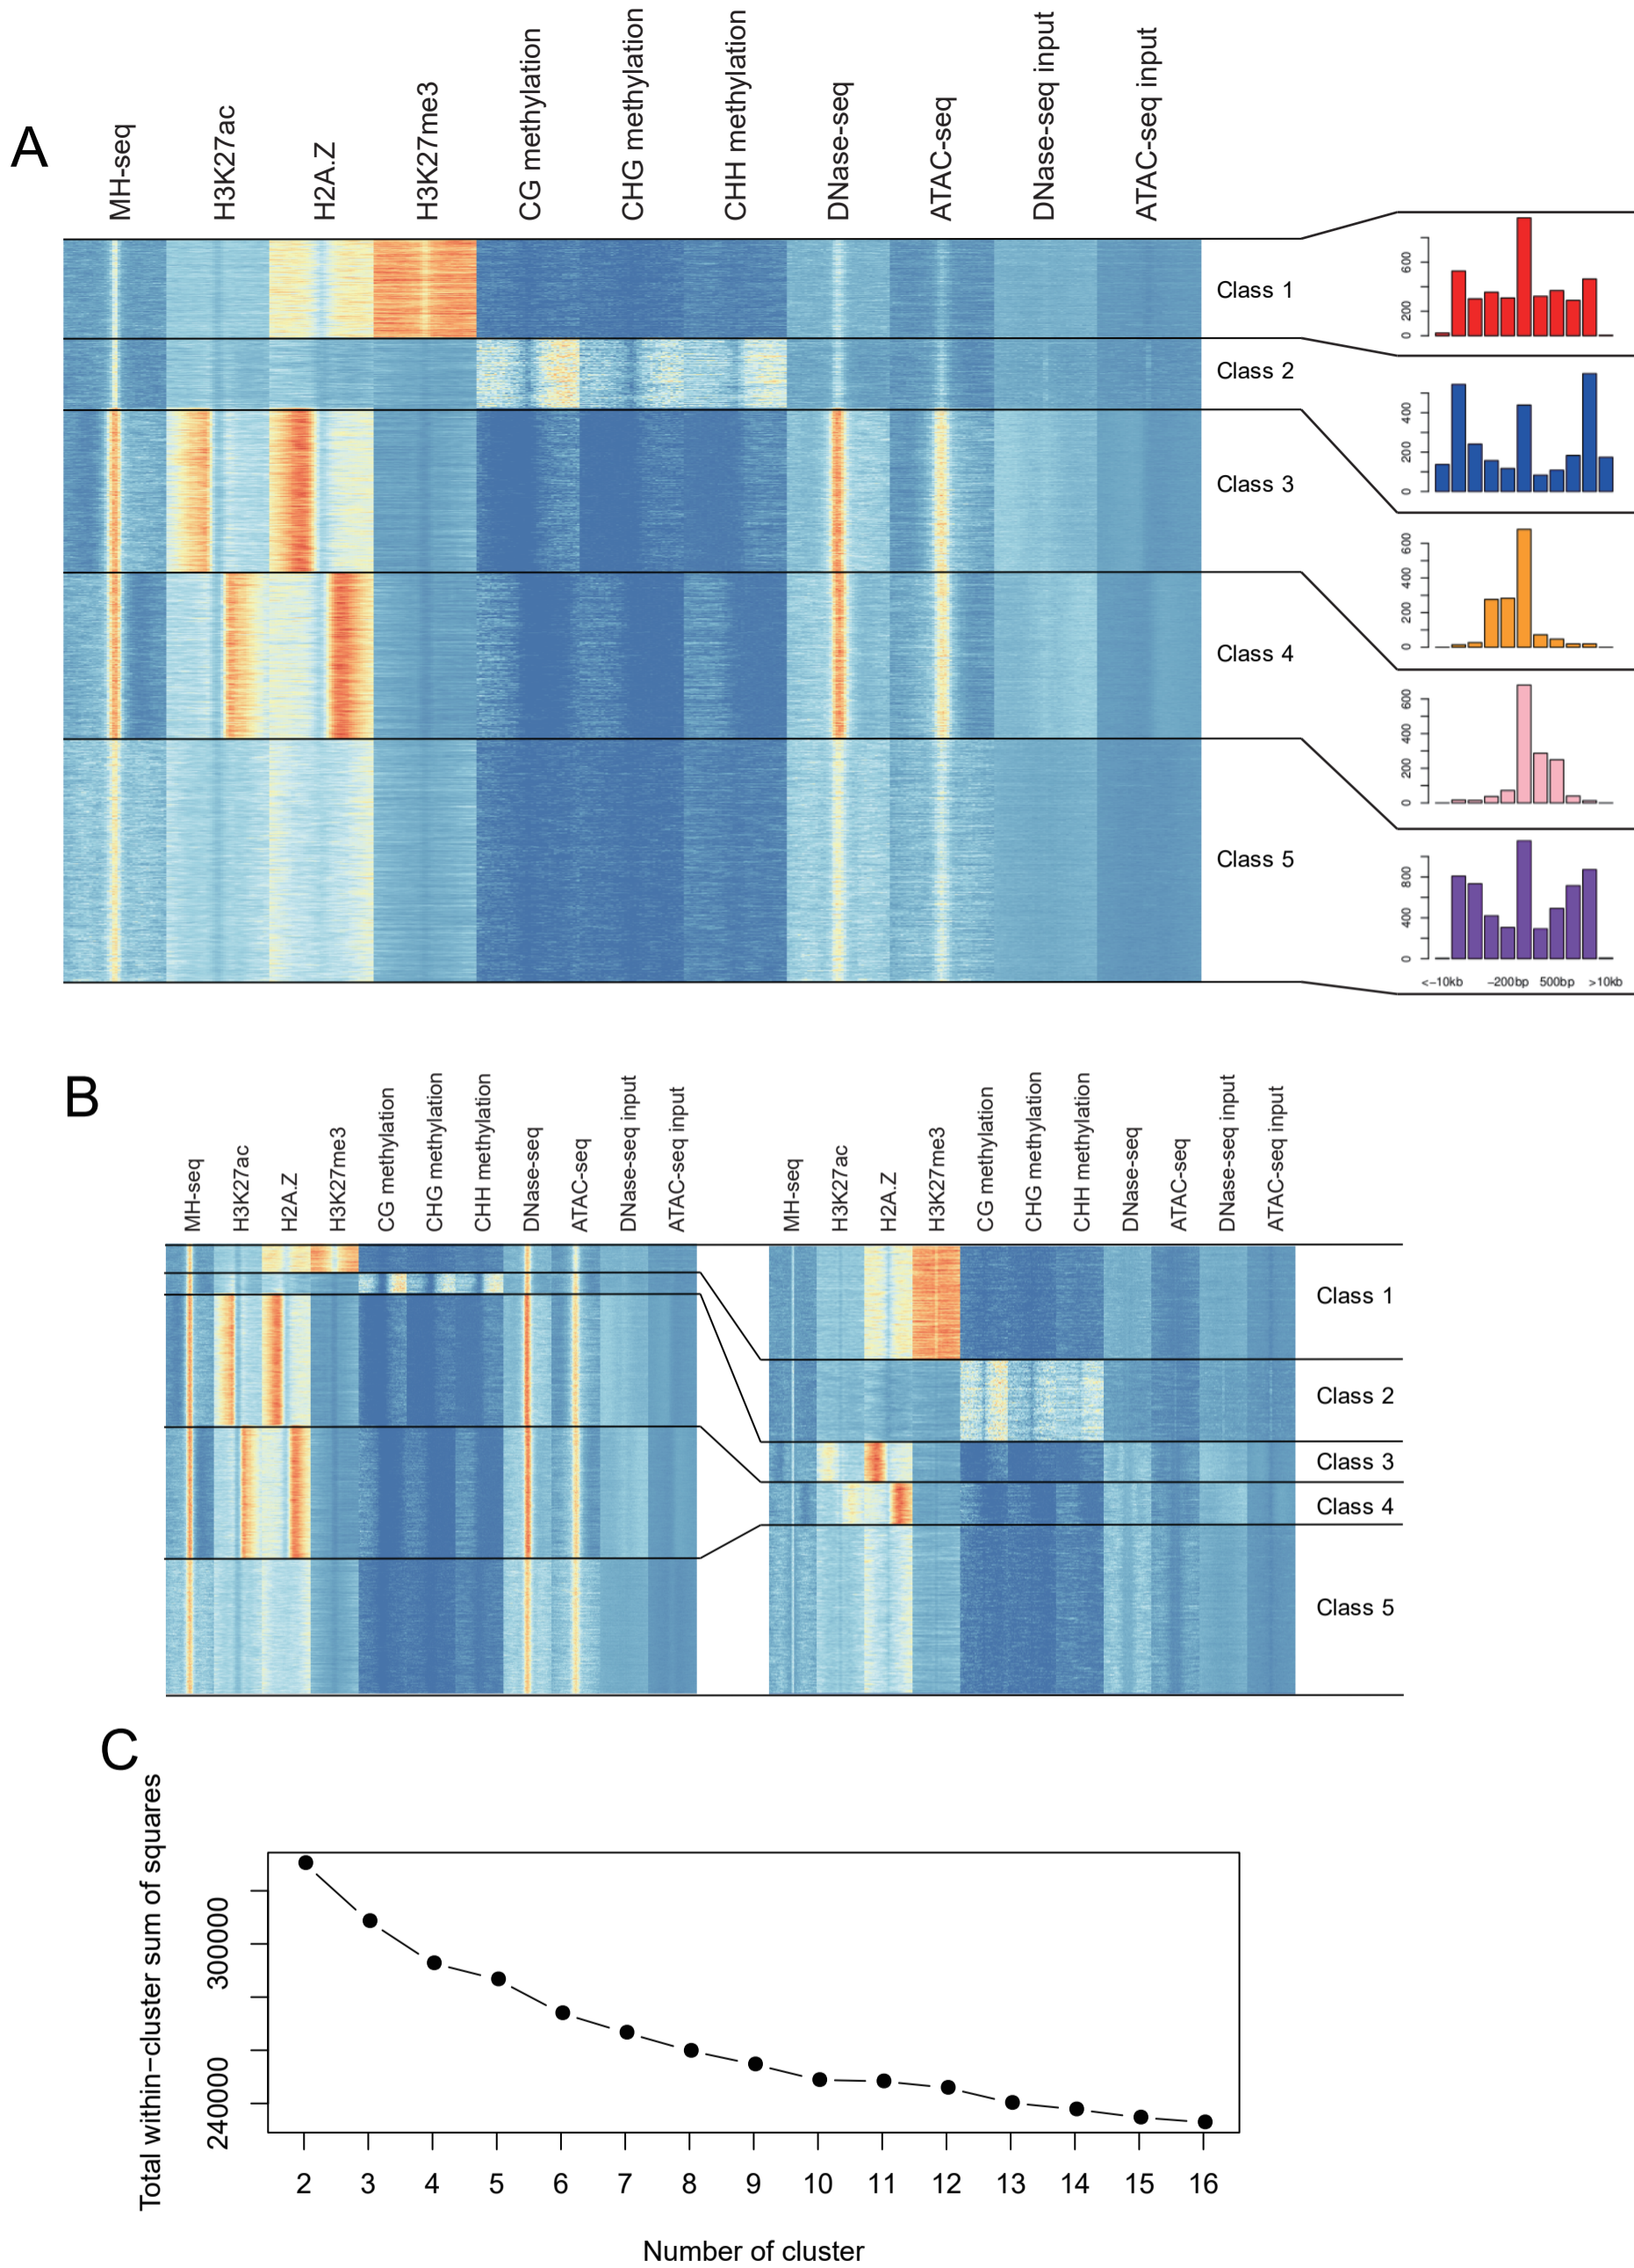

**Figure S7.** Clustering analysis of all MHSs based on epigenetic marks H3K27ac, H2A.Z, H3K27me3 and DNA methylation (CG, CHG and CHH). **(A)** Heatmap of clusters of all MHSs generated by k-means cluster analysis. Each window represents signals  $\pm 1$  kb from the midpoints of cMHSs and sMHSs. Classes identified by k-mean cluster analysis were marked by black lines. The color key is the same as Figure 4. The right panel shows the distance between MHSs to closest genes.  $y$ -axis represents number of MHSs.  $x$ -axis represents the distance between MHSs to closest genes. Negative value means genes located at upstream of MHSs, positive value means genes located at downstream of MHSs. **(B)** Heatmap of clusters of sMHSs and cMHSs. The sMHSs and cMHSs from **(A)** were extracted and plotted separately. The color key is the same as Figure 4. **(C)** Elbow plot of k-mean clusters from  $k=2$  to  $k=16$ .  $x$ -axis represents the number of clusters  $k$ .  $y$ -axis represents the total within-cluster sum of squares.

A

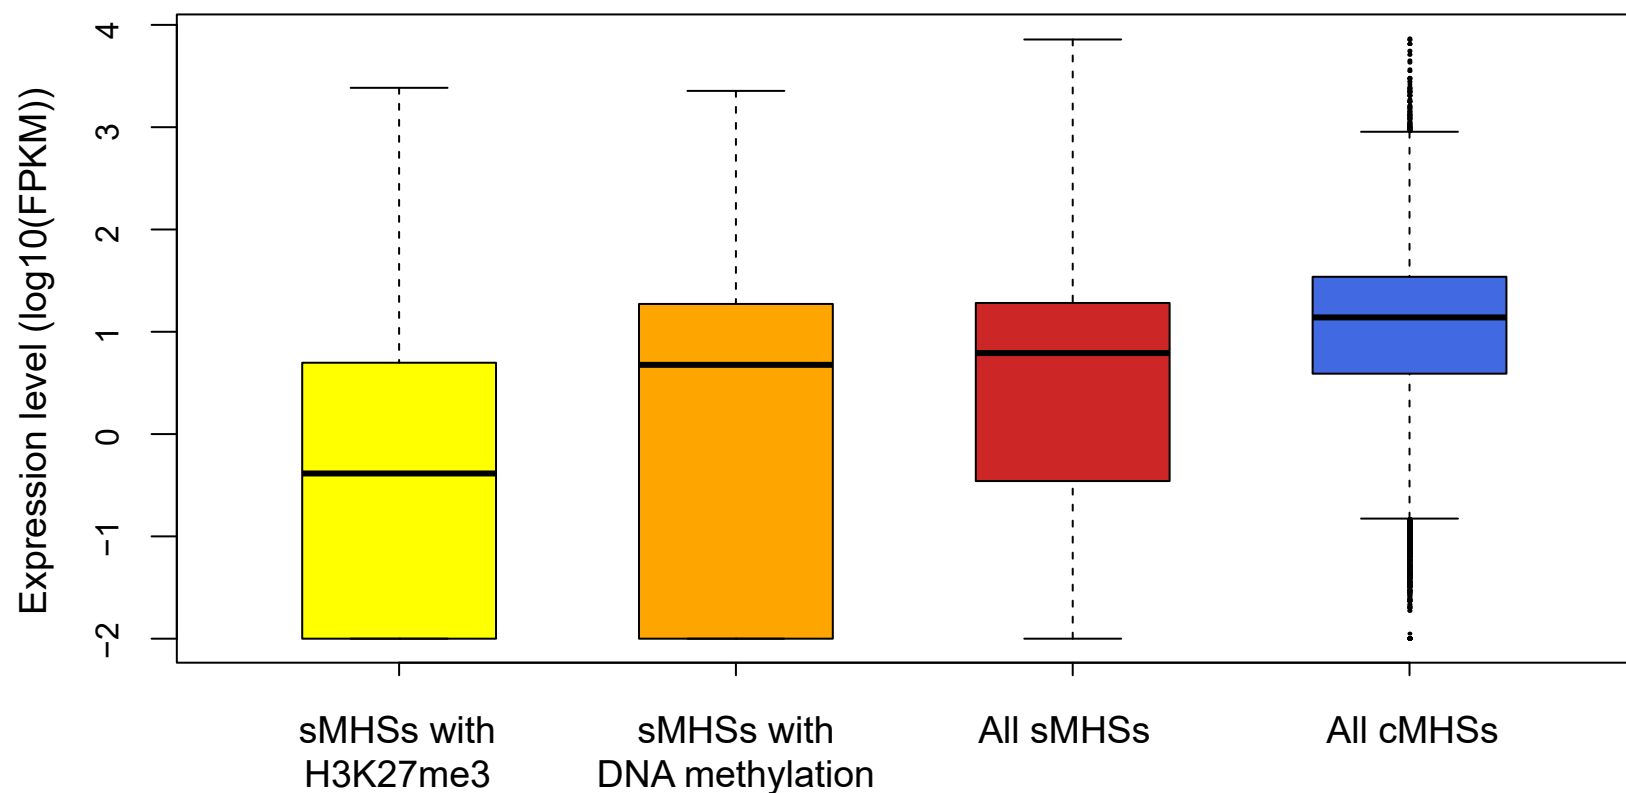

B

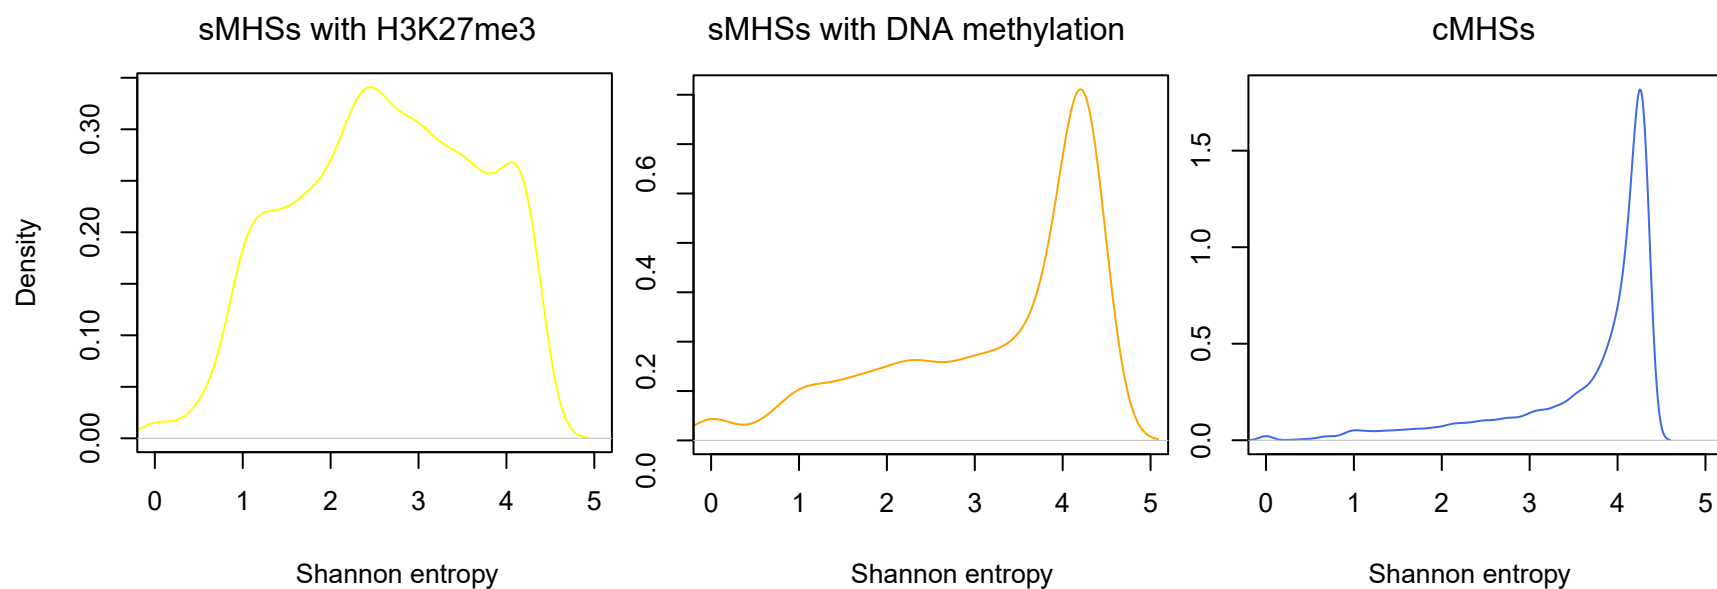

**Figure S8.** Expression patterns of genes associated with sMHSs. **(A)** Boxplots of expression levels of genes associated with different types of sMHSs. **(B)** Tissue specificity of genes associated with different types of sMHSs. *x*-axis represents Shannon entropy [110] calculated based on gene expression data from 79 tissues. *y*-axis represents the density of genes that have the Shannon entropy indicated on the *x*-axis.

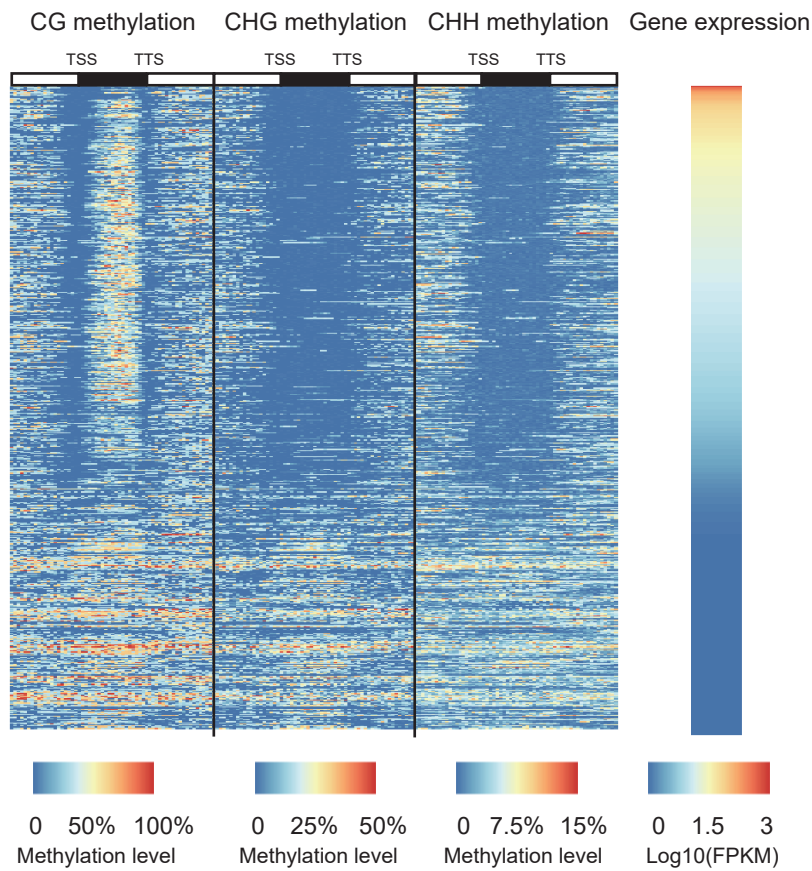

Genes associated with sMHS in class 2

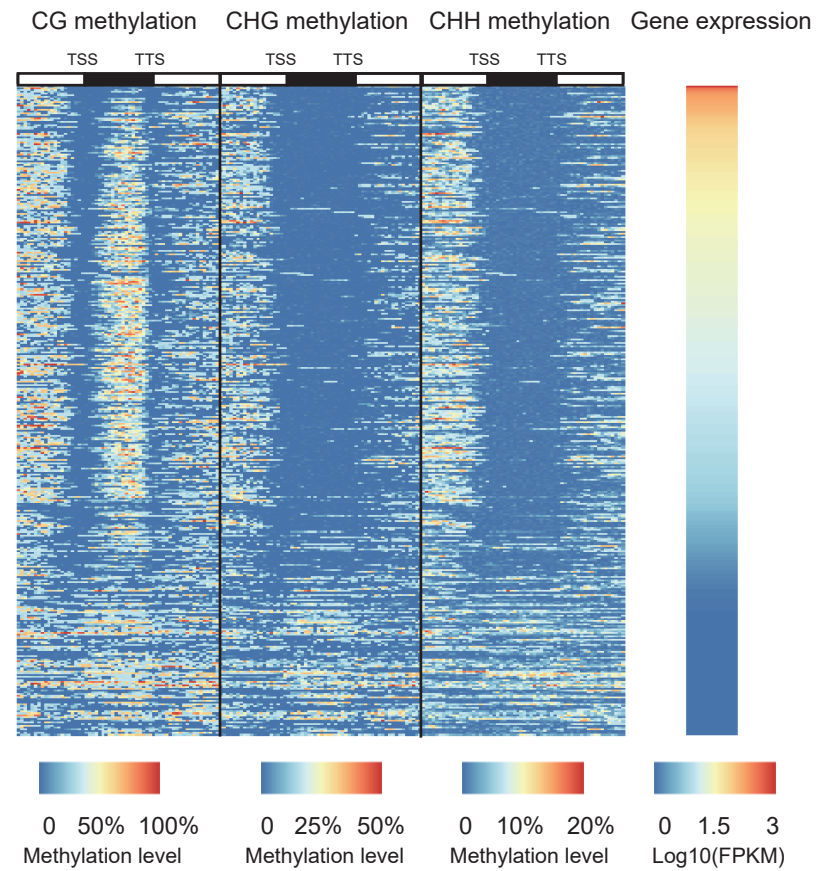

Genes associated with cMHS in class 2

**Figure S9.** CG, CHG and CHH DNA methylation profile at genes in class 2. Gene bodies, 1kb upstream and 1kb downstream of genes were divided into 20 bins. The CG, CHG and CHH methylation levels in each bin were calculated and plotted as heatmap. Genes were sorted by expression level in the heatmap.

A

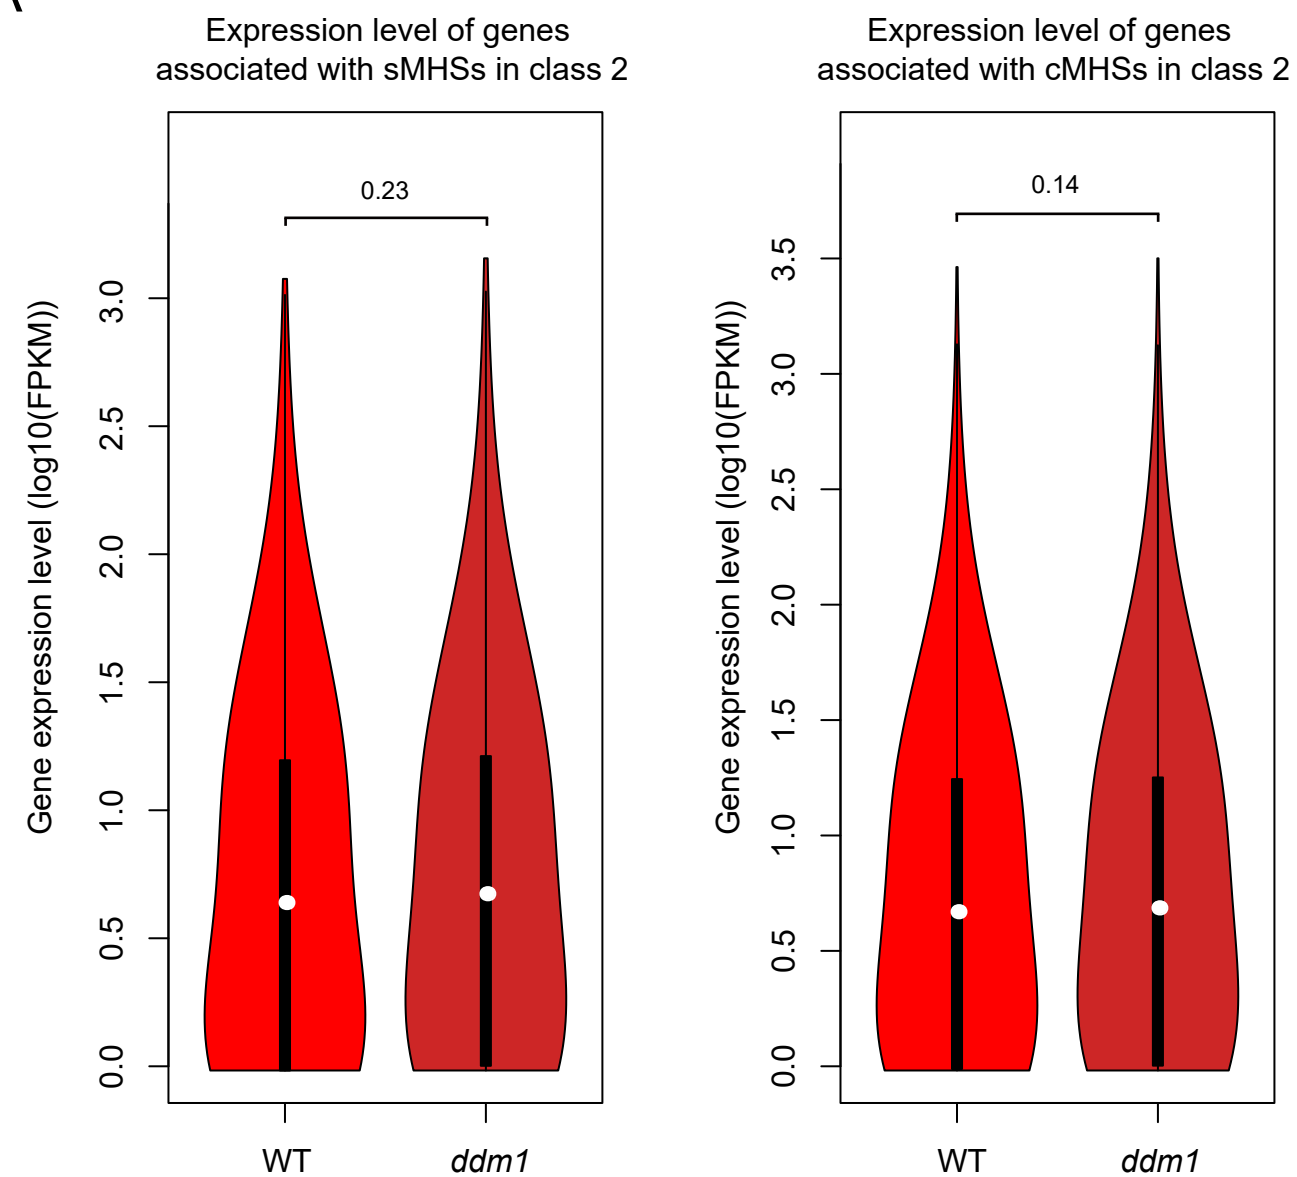

B

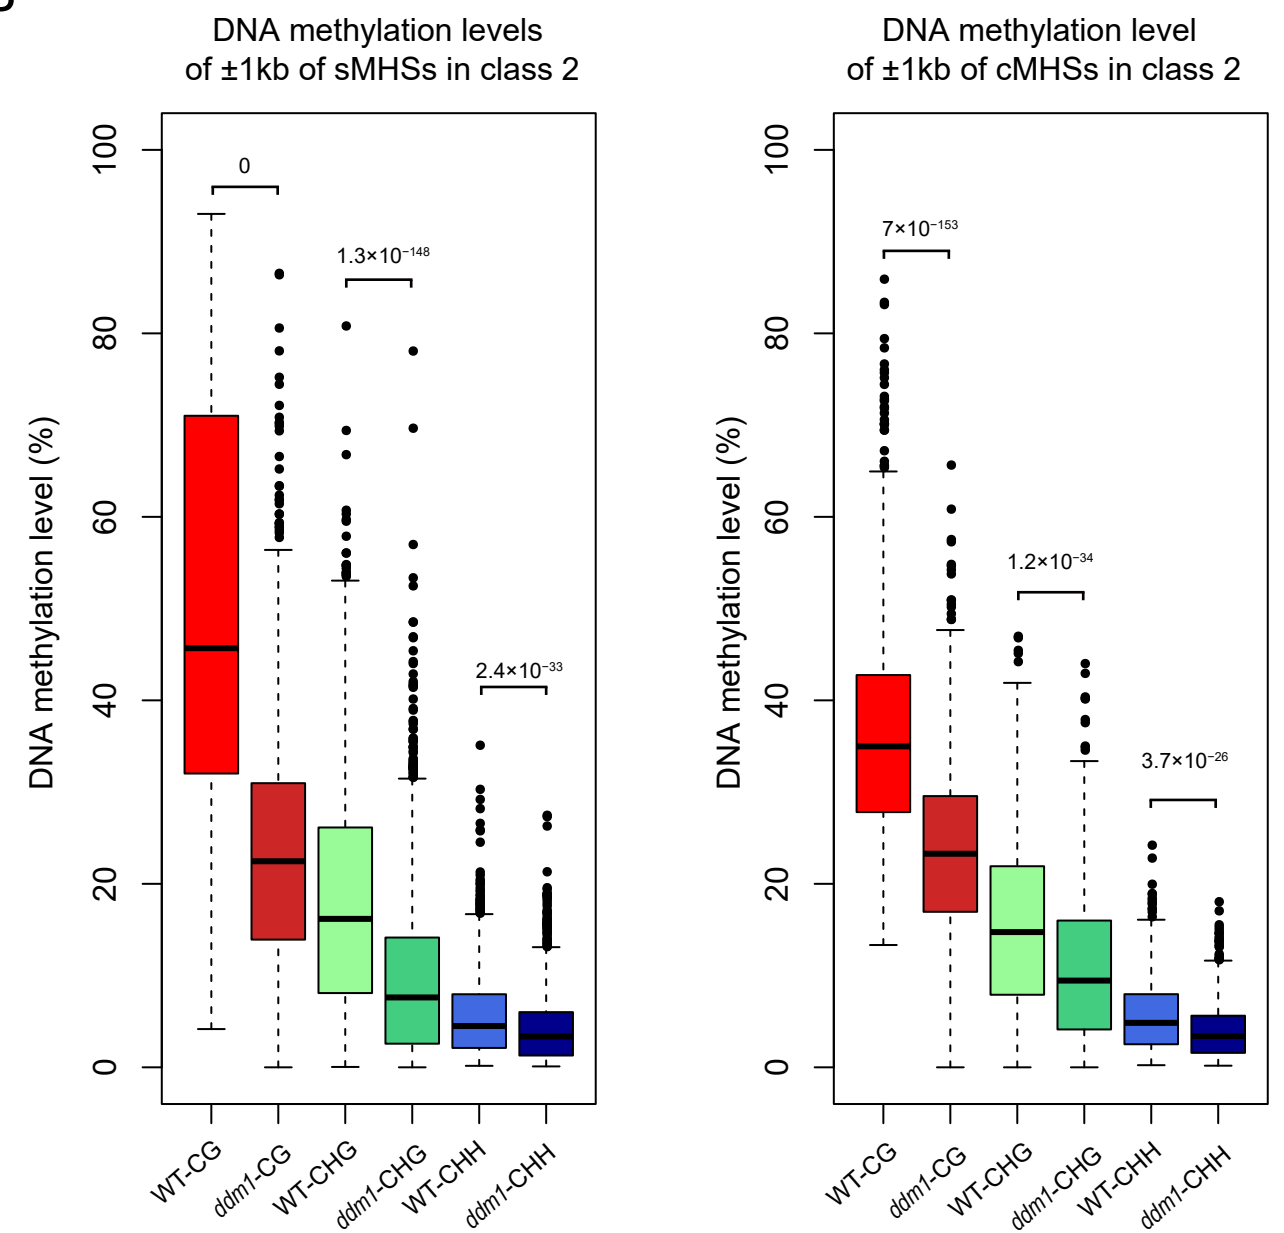

C

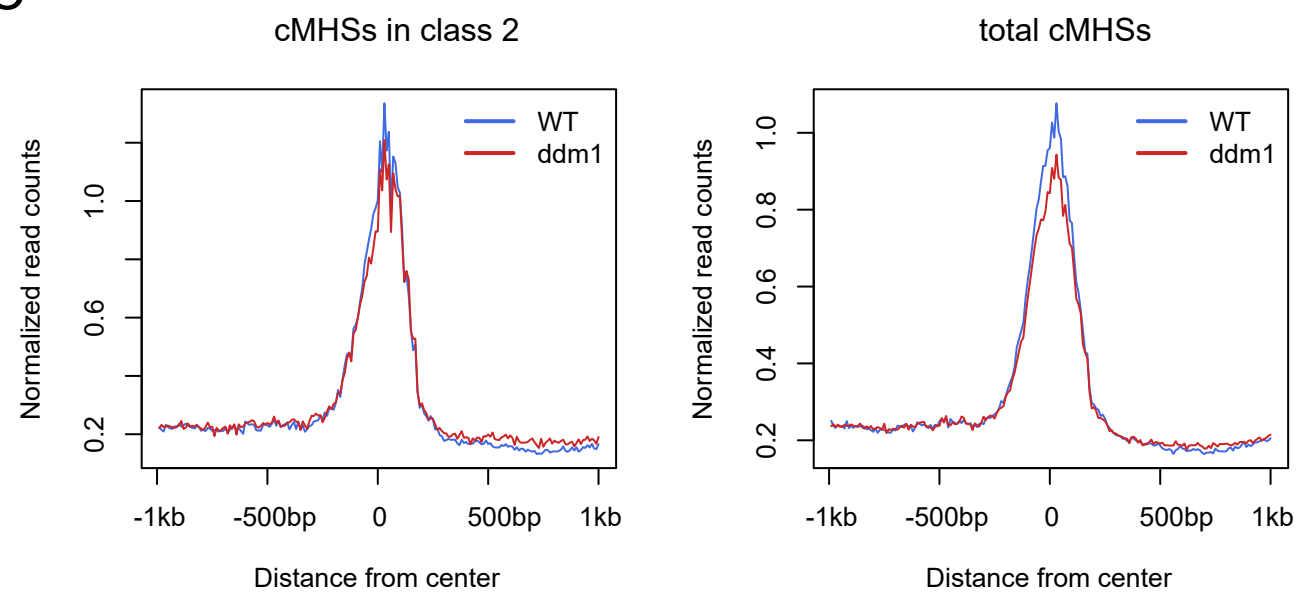

**Figure S10.** Changes of DNA methylation and gene expression levels of class 2 in *ddm1*. **(A)** Expression levels of genes in class 2 in wild type and *ddm1* mutant. **(B)** DNA methylation levels of MHSs in class 2 in wild type and *ddm1* mutant. The CG, CHG and CHH methylation levels of  $\pm 1$ kb of sMHSs and cMHSs were calculated and plotted as boxplot. Significance of difference between wild type and *ddm1* mutant was tested using Mann-Whitney' test. *P*-values were added in each pair of comparison. **(C)** DNase I sensitivity of cMHSs in class 2 in wild type and *ddm1* mutant. DNase I sensitivity of total cMHSs were plotted for comparison.

A

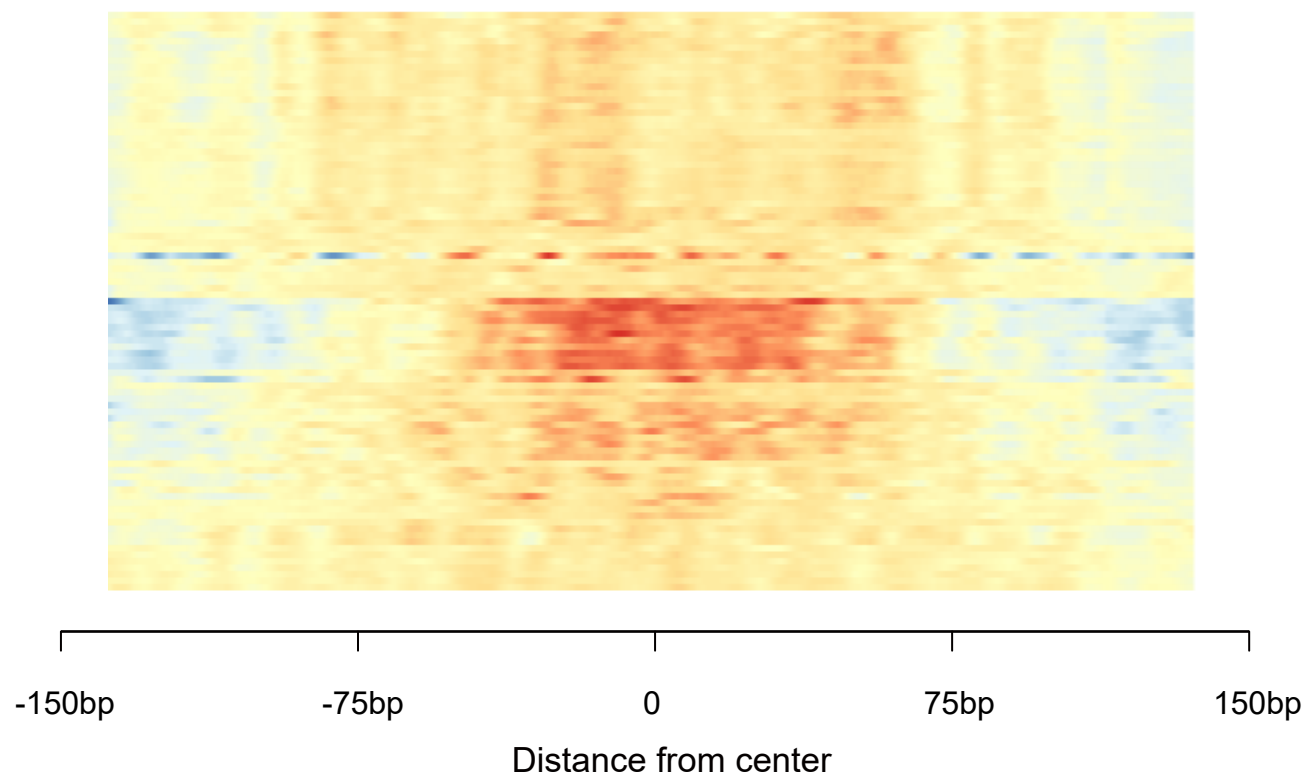

B

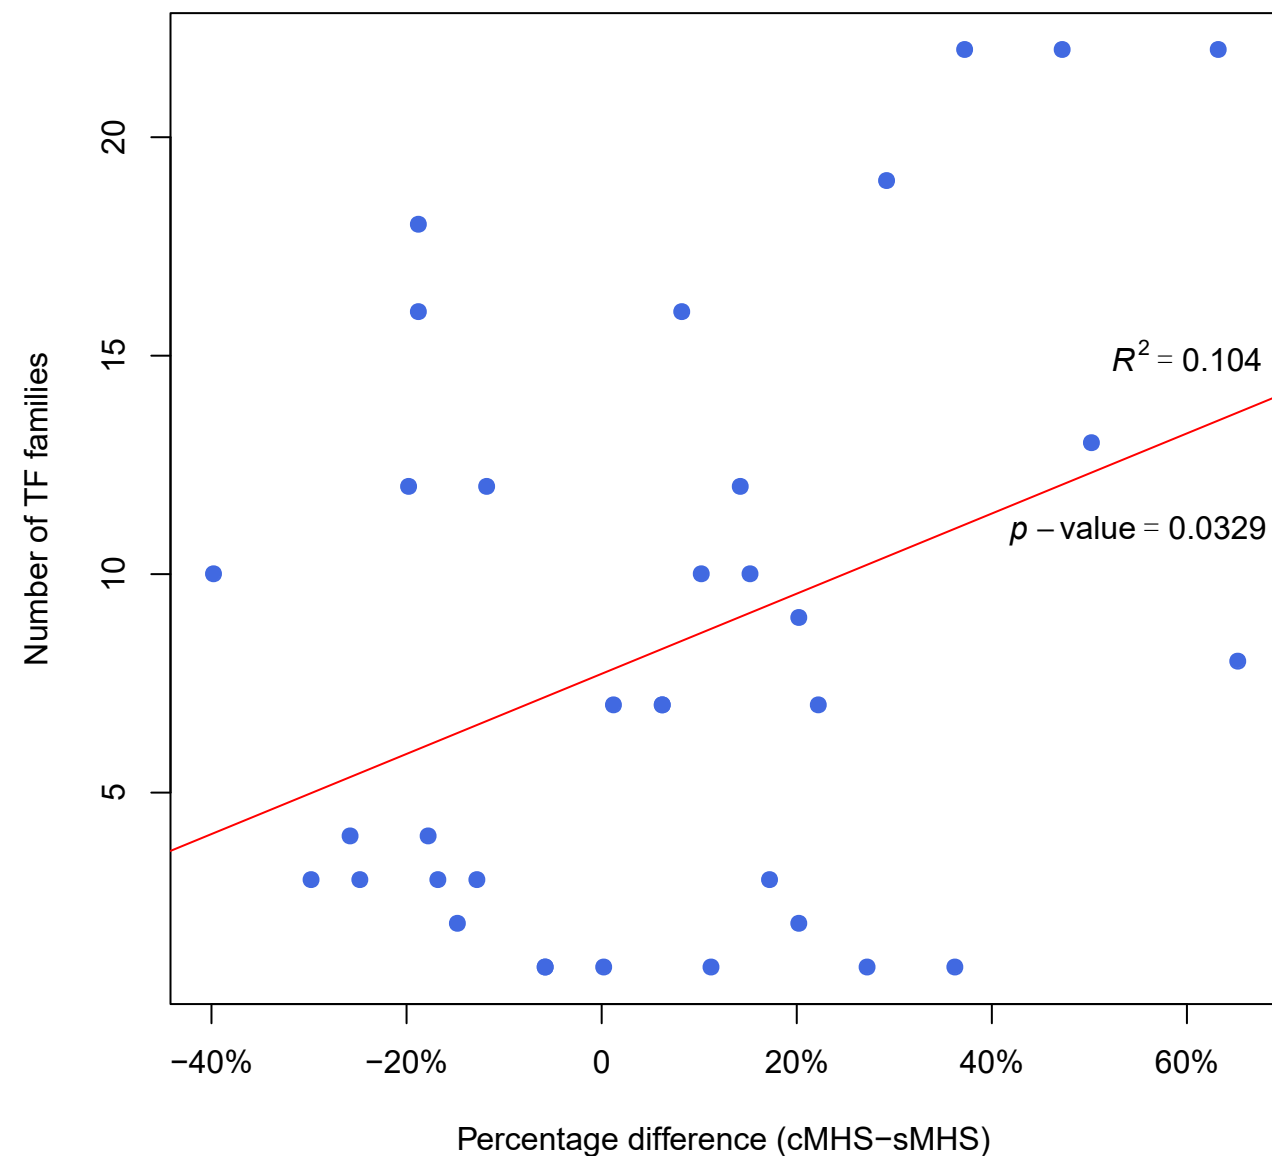

**Figure S11.** Positioning of TF-binding motifs within cMHSs and correlation between number of TF families and percentage change. **(A)** Positioning of motifs of the top five enriched TFs within cMHSs. **(B)** Correlation between percentage change and number of interacted TF families. *x*-axis represents percentage change of TFs as used in Figure 9A. *y*-axis represents number of interacted TF families with TF families that show a specific percentage change indicated on *x*-axis.

# Supplementary material for: Genome-wide MNase hypersensitivity assay unveils distinct classes of open chromatin associated with H3K27me3 and DNA methylation in Arabidopsis thaliana
**Source:** Genome Biol. 2020 Feb 3;21:24. doi: 10.1186/s13059-020-1927-5
**Supplement:** Supplementary file 2 — Table S1. TFs and their genome-wide binding sites in A. thaliana.

**Table S1.** TFs and their genome-wide binding sites in *A. thaliana.*

| **TF** | **TF-binding sites** | **Tissue type** | **Reference** |
| --- | --- | --- | --- |
| AGL15 | 8,038 | Embryonic culture | (Zheng et al., 2009) |
| AP1 | 6,655 | 4-Week-old inflorescences | (Kaufmann et al., 2010) |
| AP2 | 1,680 | Young inflorescences | (Yant et al., 2010) |
| AP3 | 4,489 | Stage 5 floral buds | (Wuest et al., 2012) |
| BES1 | 302 | 14-d-old seedlings | (Yu et al., 2011) |
| EIN3 | 1,269 | 3-d-old seedlings | (Chang et al., 2013) |
| ERF115 | 1,494 | Cell culture | (Heyman et al., 2013) |
| FHY3 | 1,604 | 4-d-old seedling | (Ouyang et al., 2011) |
| FLM | 591 | 15-d-old seedlings | (Pose et al., 2013) |
| GL1 | 685 | 3-Week-old green tissue | (Morohashi and Grotewold, 2009) |
| GL3 | 840 | 3-Week-old green tissue | (Morohashi and Grotewold, 2009) |
| GTL1 | 223 | 2-Week-old whole aerial tissues | (Breuer et al., 2012) |
| LFY | 1,974 | 9-d-old seedlings | (Moyroud et al., 2011; Winter et al., 2011) |
| PI | 5,366 | Stage 5 floral buds | (Wuest et al., 2012) |
| PIF3 | 672 | 2-d-old seedlings | (Zhang et al., 2013) |
| PIF4 | 2,558 | 14-d-old seedlings | (Oh et al., 2012) |
| PIF5 | 871 | 10-d-old seedlings | (Hornitschek et al., 2012) |
| PRR5 | 7,905 | Whole plants | (Nakamichi et al., 2012) |
| PRR7 | 2,007 | 14-d-old seedlings | (Liu et al., 2013) |
| SEP3 | 5,292 | 5-Week-old inflorescences | (Kaufmann et al., 2009) |
| SOC1 | 1,085 | 15-d-old shoot apices | (Immink et al., 2012; Tao et al., 2012) |
| TOC1 | 510 | 14-d-old seedlings | (Huang et al., 2012) |

**Reference**

Breuer, C., Morohashi, K., Kawamura, A., Takahashi, N., Ishida, T., Umeda, M., Grotewold, E., and Sugimoto, K. (2012). Transcriptional repression of the APC/C activator CCS52A1 promotes active termination of cell growth. EMBO J 31, 4488-4501.

Chang, K.N., Zhong, S., Weirauch, M.T., Hon, G., Pelizzola, M., Li, H., Huang, S.S.C., Schmitz, R.J., Urich, M.A., Kuo, D., Nery, J.R., Qiao, H., Yang, A., Jamali, A., Chen, H.M., Ideker, T., Ren, B., Bar-Joseph, Z., Hughes, T.R., and Ecker, J.R. (2013). Temporal transcriptional response to ethylene gas drives growth hormone cross-regulation in Arabidopsis. Elife 2, e00675.

Heyman, J., Cools, T., Vandenbussche, F., Heyndrickx, K.S., Van Leene, J., Vercauteren, I., Vanderauwera, S., Vandepoele, K., De Jaeger, G., Van der Straeten, D., and De Veylder, L. (2013). ERF115 Controls Root Quiescent Center Cell Division and Stem Cell Replenishment. Science 342, 860-863.

Hornitschek, P., Kohnen, M.V., Lorrain, S., Rougemont, J., Ljung, K., Lopez-Vidriero, I., Franco-Zorrilla, J.M., Solano, R., Trevisan, M., Pradervand, S., Xenarios, I., and Fankhauser, C. (2012). Phytochrome interacting factors 4 and 5 control seedling growth in changing light conditions by directly controlling auxin signaling. The Plant journal : for cell and molecular biology 71, 699-711.

Huang, W., Perez-Garcia, P., Pokhilko, A., Millar, A.J., Antoshechkin, I., Riechmann, J.L., and Mas, P. (2012). Mapping the core of the Arabidopsis circadian clock defines the network structure of the oscillator. Science 336, 75-79.

Immink, R.G.H., Pose, D., Ferrario, S., Ott, F., Kaufmann, K., Valentim, F.L., de Folter, S., van der Wal, F., van Dijk, A.D.J., Schmid, M., and Angenent, G.C. (2012). Characterization of SOC1's central role in flowering by the identification of its upstream and downstream regulators. Plant Physiol 160, 433-449.

Kaufmann, K., Muino, J.M., Jauregui, R., Airoldi, C.A., Smaczniak, C., Krajewski, P., and Angenent, G.C. (2009). Target genes of the MADS transcription factor SEPALLATA3: integration of developmental and hormonal pathways in the Arabidopsis flower. Plos Biol 7, 854-875.

Kaufmann, K., Wellmer, F., Muino, J.M., Ferrier, T., Wuest, S.E., Kumar, V., Serrano-Mislata, A., Madueno, F., Krajewski, P., Meyerowitz, E.M., Angenent, G.C., and Riechmann, J.L. (2010). Orchestration of floral initiation by APETALA1. Science 328, 85-89.

Liu, T., Carlsson, J., Takeuchi, T., Newton, L., and Farre, E.M. (2013). Direct regulation of abiotic responses by the Arabidopsis circadian clock component PRR7. Plant J 76, 101-114.

Morohashi, K., and Grotewold, E. (2009). A systems approach reveals regulatory circuitry for Arabidopsis trichome initiation by the GL3 and GL1 selectors. Plos Genet 5, e1000396.

Moyroud, E., Minguet, E.G., Ott, F., Yant, L., Pose, D., Monniaux, M., Blanchet, S., Bastien, O., Thevenon, E., Weigel, D., Schmid, M., and Parcy, F. (2011). Prediction of regulatory interactions from genome sequences using a biophysical model for the Arabidopsis LEAFY transcription factor. Plant Cell 23, 1293-1306.

Nakamichi, N., Kiba, T., Kamioka, M., Suzuki, T., Yamashino, T., Higashiyama, T., Sakakibara, H., and Mizuno, T. (2012). Transcriptional repressor PRR5 directly regulates clock-output pathways. P Natl Acad Sci USA 109, 17123-17128.

Oh, E., Zhu, J.Y., and Wang, Z.Y. (2012). Interaction between BZR1 and PIF4 integrates brassinosteroid and environmental responses. Nature cell biology 14, 802-809.

Ouyang, X., Li, J., Li, G., Li, B., Chen, B., Shen, H., Huang, X., Mo, X., Wan, X., Lin, R., Li, S., Wang, H., and Deng, X.W. (2011). Genome-wide binding site analysis of FAR-RED ELONGATED HYPOCOTYL3 reveals its novel function in Arabidopsis development. Plant Cell 23, 2514-2535.

Pose, D., Verhage, L., Ott, F., Yant, L., Mathieu, J., Angenent, G.C., Immink, R.G.H., and Schmid, M. (2013). Temperature-dependent regulation of flowering by antagonistic FLM variants. Nature 503, 414-+.

Tao, Z., Shen, L., Liu, C., Liu, L., Yan, Y., and Yu, H. (2012). Genome-wide identification of SOC1 and SVP targets during the floral transition in Arabidopsis. Plant J 70, 549-561.

Winter, C.M., Austin, R.S., Blanvillain-Baufumé, S., Reback, M.A., Monniaux, M., Wu, M.-F., Sang, Y., Yamaguchi, A., Yamaguchi, N., Parker, J.E., Parcy, F., Jensen, S.T., Li, H., and Wagner, D. (2011). LEAFY target genes reveal floral regulatory logic, cis motifs, and a link to biotic stimulus response. Dev Cell 20, 430-443.

Wuest, S.E., O'Maoileidigh, D.S., Rae, L., Kwasniewska, K., Raganelli, A., Hanczaryk, K., Lohan, A.J., Loftus, B., Graciet, E., and Wellmer, F. (2012). Molecular basis for the specification of floral organs by APETALA3 and PISTILLATA. Proc Natl Acad Sci USA 109, 13452-13457.

Yant, L., Mathieu, J., Dinh, T.T., Ott, F., Lanz, C., Wollmann, H., Chen, X.M., and Schmid, M. (2010). Orchestration of the floral transition and floral development in Arabidopsis by the bifunctional transcription factor APETALA2. Plant Cell 22, 2156-2170.

Yu, X.F., Li, L., Zola, J., Aluru, M., Ye, H.X., Foudree, A., Guo, H.Q., Anderson, S., Aluru, S., Liu, P., Rodermel, S., and Yin, Y.H. (2011). A brassinosteroid transcriptional network revealed by genome-wide identification of BESI target genes in Arabidopsis thaliana. Plant J 65, 634-646.

Zhang, Y., Mayba, O., Pfeiffer, A., Shi, H., Tepperman, J.M., Speed, T.P., and Quail, P.H. (2013). A quartet of PIF bHLH factors provides a transcriptionally centered signaling hub that regulates seedling morphogenesis through differential expression-patterning of shared target genes in Arabidopsis. Plos Genet 9, e1003244.

Zheng, Y.M., Ren, N., Wang, H., Stromberg, A.J., and Perry, S.E. (2009). Global identification of targets of the Arabidopsis MADS domain protein AGAMOUS-Like15. Plant Cell 21, 2563-2577.

# Supplementary material for: Genome-wide MNase hypersensitivity assay unveils distinct classes of open chromatin associated with H3K27me3 and DNA methylation in Arabidopsis thaliana
**Source:** Genome Biol. 2020 Feb 3;21:24. doi: 10.1186/s13059-020-1927-5
**Supplement:** Supplementary file 5 — Table S4. List of data sets used in current study.

**Table S4.** List of data used in current study

| **Data** | **Reference** | **NCBI repository** |
| --- | --- | --- |
| DNase-seq reads and DHSs | [1] | Gene Expression Omnibus GSE34318 |
| ATAC-seq reads and peaks | [2] | Gene Expression Omnibus GSE85203 |
| H3K27me3 ChIP-seq | [3] | Short Read Archive PRJNA252965 |
| H3K27ac ChIP-seq | [3] | Short Read Archive PRJNA252965 |
| Nucleosome MNase-seq | [4] | Short Read Archive SRR1536110 |
| H2A.Z ChIP-seq | [5] | Short Read Archive SRR5364422 |
| Wild type DNA methylation | [6] | Short Read Archive SRR2392658 |
| *ddm1* DNA methylation | [7] | Short Read Archive SRR771518 |
| DNase-seq input | Not available | Short Read Archive SRR10051102 |
| ATAC-seq input | [8] | Short Read Archive SRR5829244 |
| RNA-seq of Col and *ddm1* | [9] | Short Read Archive SRR2878548, SRR2878549, SRR2878550, SRR2878560, SRR2878561 and SRR2878562 |

**References**

1. Zhang WL, Zhang T, Wu YF, Jiang JM: **Genome-wide identification of regulatory DNA elements and protein-binding footprints using signatures of open chromatin in Arabidopsis.** *Plant Cell* 2012, **24:**2719-2731.

2. Lu ZF, Hofmeister BT, Vollmers C, DuBois RM, Schmitz RJ: **Combining ATAC-seq with nuclei sorting for discovery of cis-regulatory regions in plant genomes.** *Nucleic Acids Research* 2017, **45:**e41.

3. Zhu B, Zhang WL, Zhang T, Liu B, Jiang JM: **Genome-wide prediction and validation of intergenic enhancers in Arabidopsis using open chromatin signatures.** *Plant Cell* 2015, **27:**2415-2426.

4. Wu YF, Zhang WL, Jiang JM: **Genome-wide nucleosome positioning is orchestrated by genomic regions associated with DNase I hypersensitivity in rice.** *PLoS Genet* 2014, **10:**e1004378.

5. Wollmann H, Stroud H, Yelagandula R, Tarutani Y, Jiang D, Jing L, Jamge B, Takeuchi H, Holec S, Nie X, et al: **The histone H3 variant H3.3 regulates gene body DNA methylation in *Arabidopsis thaliana*.** *Genome Biol* 2017, **18:**94.

6. Zhang QZ, Wang D, Lang ZB, He L, Yang L, Zeng L, Li YQ, Zhao C, Huang H, Zhang H, et al: **Methylation interactions in Arabidopsis hybrids require RNA-directed DNA methylation and are influenced by genetic variation.** *Proc Natl Acad Sci USA* 2016, **113:**E4248-E4256.

7. Zemach A, Kim MY, Hsieh PH, Coleman-Derr D, Eshed-Williams L, Thao K, Harmer SL, Zilberman D: **The Arabidopsis nucleosome remodeler DDM1 allows DNA methyltransferases to access H1-containing heterochromatin.** *Cell* 2013, **153:**193-205.

8. Maher KA, Bajic M, Kajala K, Reynoso M, Pauluzzi G, West DA, Zumstein K, Woodhouse M, Bubb K, Dorrity MW, et al: **Profiling of accessible chromatin regions across multiple plant species and cell types reveals common gene regulatory principles and new control modules.** *Plant Cell* 2018, **30:**15-36.

9. Zhang QZ, Li YQ, Xu T, Srivastava AK, Wang D, Zeng L, Yang L, He L, Zhang H, Zheng ZM, et al: **The chromatin remodeler DDM1 promotes hybrid vigor by regulating salicylic acid metabolism.** *Cell Discovery* 2016, **2**.

How the deposited data were processed for this re-analysis (not part of the article)

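MH-seq was carried out on 2 libraries of 2-week-old Col-0 seedlings, replicate 1 and replicate 2 of 1 group. The label of the first library carries no replicate number, and it was taken as the original library of the paper, the other being labelled as the second replicate. For each library, the list of the authors used here gives the start and end of every MHS on TAIR10, and its values are positions, with no score, signal or read count in that list. Before that they trimmed the reads with Cutadapt, aligned them with Bowtie 2, filtered them on mapping quality and called MHSs per library with Jazz. The paper's text gives no version or cut-off value for the calls. The paper's depths are 111 M and 168 M reads, and its fractions of reads in peaks are 0.61 and 0.34. Reads were not analysed here, so no interval from reads is given for a single MHS, and the binomial intervals cover only the counting of MHSs.

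Positions were read as 0-based, half-open intervals and are printed 1-based. The reference was TAIR10.1 with its RefSeq annotation, which holds 37899 genes and pseudogenes on chromosomes 1 to 5, of which 27444 are protein-coding. UTRs were derived from exons and coding sequence, and transposable elements were not used here. Of the 22 gene positions given in Table S2, 5 were equal to this annotation, so distances to a TSS can differ from those of the paper. The analysis was written in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, figures were drawn with matplotlib 3.10.9, and overlaps were checked with bedtools 2.31.1, which gave the same 43401 and 43362 overlapping MHSs. The functions for overlap, annotation, base composition, correlation, motif density and repeated 31-mers were tested on simulated data or by direct search, and 26 of 26 tests recovered the known answer.

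Overlap needed at least 1 bp unless stated. Short MHSs were those of at most 100 bp. Chance levels came from 100 random placements or, for the correlation of 10-kb windows, 100 circular shifts. Random placement was uniform over each chromosome and did not keep MHSs out of pericentromeres. Other ways of placing them were not tried. A/T content was compared with flanks of the same length 500 bp away on both sides. Nuclear sequence matching the organelle genomes was found with blastn 2.17.0 (at least 100 bp and 90% identity, e-value limit 1e-05) and amounted to 292577 bp. A 31-mer was called repeated when it occurred more than once in the reference on either strand. Consensus motifs of Table S3 were counted on both strands, and the counts were set against sequences shuffled with their dinucleotide counts kept. Fisher's exact test was used for counts of MHSs and an exact permutation test for the luciferase folds of Table S2.

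The results to report, their alternatives and the rule for named loci were set before the data were examined. The rule named each locus that the paper shows for MHSs, the sites of Table S2 and, per replicate, the 3 longest MHSs and the 3 windows of 10 kb with most MHSs. Alternatives changed the overlap needed, merged MHSs at most 50 bp apart, left out MHSs below 100 bp or in organelle-like sequence, and changed the window size, the gene set, the flanks or the replicate used. The division into sMHSs and cMHSs and the DNase-seq, ATAC-seq, histone, methylation, nucleosome and expression data were not analysed here.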

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

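Of the tests in this part, the random placements by length, the strata of A/T content, the test of MHSs of 76 to 100 bp, the comparison of nearby MHSs with random placements and the counting of nearby MHSs as overlapping were chosen after the results were seen. Short MHSs found in replicate 1 alone are a set the paper does not discuss. Of the 25509 replicate 1 MHSs of at most 100 bp, 18833 had no overlap in replicate 2. Short MHSs overlapped replicate 2 less often than long ones by a difference of -56.2 percentage points. Chance did not account for it, since random placements gave a difference of -6.98 points on average and -7.58 at the most extreme. Shifted borders were not the reason for most, as 19.4% of the short MHSs without an overlap lay within 100 bp of a replicate 2 MHS. For a part of them shifted borders stay open. The share is 11.3 points above the 8.07% of random placements counted the same way, which spread MHSs evenly and so do not tell shifted borders from sites that lie close together. When MHSs within 100 bp were counted as overlapping, short and long MHSs still differed by -45.8 points. Leaving out organelle-like sequence gave -56.5 points. Repeated 31-mers made up a smaller share of short MHSs without an overlap than of those with one (difference -1.51 percentage points, SE 0.188). The scarcity of MHSs of at most 75 bp in replicate 2 stays open. Replicate 1 MHSs of 76 to 100 bp still differed from longer ones by -43.4 points. This cannot decide it, because overlapping MHSs differ in length between the replicates. An MHS of 80 bp in replicate 1 overlapped one of 65 bp in replicate 2, and one of 75 bp overlapped one of 88 bp.

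A loss of weak sites in replicate 2 stays open. Short replicate 2 MHSs were found in replicate 1 less often than long ones, by -31.0 points, but this concerns sites that replicate 2 did call, and the lists hold no score by which weak sites of replicate 1 could be told. A/T content stays open in part. Short MHSs without an overlap had 73.7% A/T and those with one 66.7%, a difference of 6.92 points (SE 0.109). In the stratum of at least 75% A/T, 10.0% of the short and 32.8% of the long MHSs overlapped replicate 2, whereas below 60% A/T it was 57.2% and 93.6%. A/T content was not the whole cause, since short MHSs overlapped less often in each of the 5 strata, with -22.8 points as the smallest difference. The paper's Discussion names the A/T preference of MNase, and a candidate explanation is that part of the short MHSs of replicate 1 follow it, which is a hypothesis found and tested on the same data. A difference in background, depth, digestion or calling between the libraries cannot be separated from the replicate. The paper's fraction of reads in peaks was 0.61 for replicate 1 and 0.34 for replicate 2. No biological explanation was tested, because the design has 1 group.

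In replicate 2, 6533 MHSs had no overlap in replicate 1, a second set that the paper does not discuss. They were 119 bp long on average and had 63.2% A/T, a difference of -2.06 points from their flanks, where MHSs of replicate 1 without an overlap had 73.3%. Organelle-like nuclear sequence held 0.689% of them (exact 95% interval 0.503 to 0.921%), more than the 0.288% of the other replicate 2 MHSs but far too few to account for the set, although replicate 2 had the higher chloroplast share in the paper. Depth and background of the libraries were not tested, and neither was a biological explanation.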

How the results depend on the processing

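The merged and length-limited counts of replicate 2 MHSs and the overlap within 100 bp for short and long MHSs were chosen after the data were seen. The lower overlap of short MHSs kept its direction and its side of the threshold under 4 alternatives, from -57.5 to -31.0 percentage points, and at -45.8 points when MHSs within 100 bp counted as overlapping. The number of Table S2 sites that overlapped replicate 2 was 7 under both alternatives. The log2 luciferase difference of 0.73 was unchanged when sites within 100 bp counted, a setting that moved no site.

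Requiring at least 50% of the MHS to be covered gave 76.8% for replicate 2 in replicate 1 and 49.8% in the other direction, and a reciprocal overlap of at least 50% gave 58.9% and 42.0%. With MHSs of at least 100 bp only, the shares were 84.3% and 78.7%. Merging MHSs at most 50 bp apart gave 63.4% for replicate 1 in replicate 2 and left the other direction within its interval. The stricter overlaps count fewer pairs by construction, and otherwise the cause was not tested.

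The correlation of counts per window was 0.688 with 1-kb windows, 0.935 with 100-kb windows, 0.934 for covered base pairs, 0.788 without empty windows and 0.859 as a Spearman correlation. The mean MHS length of 199 bp became 146 bp as a median, 242 bp after merging and 263 bp for replicate 1 MHSs that overlap replicate 2. Without replicate 1, from the replicate 2 MHSs, it was 221 bp.

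The share of MHSs in the 1-kb flanks of genes was 75.3% by any overlap, 51.0% without gene-body MHSs, 62.6% with protein-coding genes only and 70.9% for MHSs that overlap replicate 2. Without replicate 1 it was 68.3%. The share more than 1 kb from a gene was 14.4% by midpoint, 17.6% with protein-coding genes only and 11.1% for MHSs that overlap replicate 2, and it was 12.3% without replicate 1. The cause was not tested where the set of genes or MHSs counted does not give it.

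The A/T content of MHSs above their flanks, 3.77 points in replicate 1, reversed without replicate 1, to -0.614 points in replicate 2. The difference stayed positive in replicate 1 under the other 3 alternatives, from 1.76 to 5.34 points. As a cause, only MHSs found in replicate 1 alone were tested, as given under Other observations. The share in organelle-like sequence, 0.256% in replicate 1, was 0.340% without replicate 1. No paired analysis was possible because the data have 1 group. Read counts per MHS were not used here, and a stricter threshold on the calls was not applied.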

Differences from the paper's values

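The correlation of MHS counts per 10-kb window was 0.832, against the paper's r of 0.82, a difference larger than the interval over windows, which treats windows as independent. The paper's text does not name the values behind its r, so the scales may not be the same. None of the alternatives set before the data were examined closed the gap. They gave 0.688 with 1-kb windows, 0.788 without empty windows, 0.859 as a Spearman correlation, 0.934 for covered base pairs and 0.935 with 100-kb windows.

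The deposited list of replicate 2 held 49934 MHSs, against the paper's 44552 peaks for the second data set. Merging MHSs at most 50 bp apart gave 44318 and keeping MHSs of at least 100 bp gave 43752, both chosen for this count after the values were seen. The paper elsewhere separates MHSs from the peaks within them, so its count of peaks may not be in the same unit as the list. With a single or several peaks in each MHS, as the paper describes, that unit alone would give no fewer than 49934. The paper's text does not say whether peaks were filtered before they were counted. The share of replicate 2 MHSs overlapping replicate 1 was 86.9%, against the paper's 89.7%. It was 87.0% after merging and 84.3% with MHSs of at least 100 bp only, which is further from the paper's value.

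The share of MHSs within 1 kb upstream of a TSS or 1 kb downstream of a TTS was 68.7%, against the paper's approximately 50%. With MHSs in a gene body left out of the flanks it was 51.0%, an alternative set before the data were examined.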

Other observations

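The A/T content of the replicate 1 MHSs that overlap replicate 2 was an alternative set before the data were examined. Its use in this part, as a test of whether MHSs found in replicate 1 alone were the reason, was chosen after the result was seen. MHSs of replicate 1 had 69.3% A/T, 3.77 points above their flanks (SE over MHSs 0.0322), whereas MHSs of replicate 2 had 64.6%, with a difference of -0.614 points (SE 0.0311). The genome-wide content was 64.0%. MHSs found in replicate 1 alone were 7.04 points above their flanks. They were not the whole reason, since the replicate 1 MHSs that overlap replicate 2 were still 1.76 points above their flanks (SE 0.0339). With 1 library per value, a difference between libraries cannot be separated from chance between preparations, and no biological explanation was tested.

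Of the 30 consensus motifs of Table S3, 20 were denser in short than in long replicate 1 MHSs, with ratios over all 30 from 0.769 to 1.65. Densities were counted per kb of MHS sequence, not per position where a motif fits, which lowers them more in short MHSs. The count of 20 and these ratios therefore depend in part on MHS length. Shuffled sequences keep the length of each MHS, so ratios taken against them do not share this limit. Against shuffled sequences with the same dinucleotides, 3 of the 20 were still denser in short MHSs, those of AT4G29000, RBE and AT5G04390, named after their values were seen. The motifs of RBE and AT5G04390 are the same consensus, and the 30 motifs comprise 28 distinct ones. In all, 6 of the 30 had a ratio above 1 after this step, since 3 others rose from below 1 to above it. Each of these counts takes any ratio above 1, with no interval. Before this step the ratio was 1.004 for RBE and AT5G04390, and AT4G29000 had 302 copies in short MHSs. The median ratio over the 30 went from 1.04 to 0.921. This is consistent with base composition behind most of the higher densities. Short MHSs are not the sMHSs of the paper, whose enrichment was not tested here.

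Among the 19 sites of Table S2 with a luciferase fold, all folds being the paper's, the 6 sites that overlapped replicate 2 had a mean fold of 5.42 ± 3.63 (SD) and the 13 others 3.40 ± 2.07. The difference in mean log2 fold was 0.73 (exact permutation test, two-sided, p = 0.178). The hypothesis that sites found in both replicates drive a higher signal was neither borne out nor excluded with this few sites.

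The 10-kb window with most MHSs of replicate 1, on chromosome 1 from 28050001 to 28060000, held 25 MHSs in replicate 1 and 7 in replicate 2. The window with most MHSs of replicate 2, on chromosome 1 from 29440001 to 29450000, held 23 in replicate 2 and 22 in replicate 1. The MHS on chromosome 2 from 15099076 to 15100674, 1599 bp long in replicate 1, was also among the 3 longest of replicate 2, with 1606 bp, and had no annotated gene within 1 kb.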
